# Uncoupling FRUITFULL’s functions through modification of a protein motif identified by co-ortholog analysis

**DOI:** 10.1093/nar/gkae963

**Published:** 2024-10-30

**Authors:** Kai Thoris, Miguel Correa Marrero, Martijn Fiers, Xuelei Lai, Iris E Zahn, Xiaobing Jiang, Mark Mekken, Stefan Busscher, Stuart Jansma, Max Nanao, Dick de Ridder, Aalt D J van Dijk, Gerco C Angenent, Richard G H Immink, Chloe Zubieta, Marian Bemer

## Abstract

Many plant transcription factors (TFs) are multifunctional and regulate growth and development in more than one tissue. These TFs can generally associate with different protein partners depending on the tissue type, thereby regulating tissue-specific target gene sets. However, how interaction specificity is ensured is still largely unclear. Here, we examine protein–protein interaction specificity using subfunctionalized co-orthologs of the FRUITFULL (FUL) subfamily of MADS-domain TFs. In Arabidopsis, FUL is multifunctional, playing important roles in flowering and fruiting, whereas these functions have partially been divided in the tomato co-orthologs FUL1 and FUL2. By linking protein sequence and function, we discovered a key amino acid motif that determines interaction specificity of MADS-domain TFs, which in Arabidopsis FUL determines the interaction with AGAMOUS and SEPALLATA proteins, linked to the regulation of a subset of targets. This insight offers great opportunities to dissect the biological functions of multifunctional MADS TFs.

## Introduction

Many transcription-factor (TF) encoding genes are expressed in different tissues and influence multiple traits. These versatile TFs can generally associate with different protein partners, depending on the available tissue-dependent interactors. In plants, ubiquitous whole genome duplications (WGDs) (1) have resulted in a complex protein interactome, with closely related (paralogous) versatile TFs undergoing varying degrees of subfunctionalization, giving rise to unique and redundant or semi-redundant functions. Within large plant TF families, including the bHLH family, MADS-box and AP2/ERF families, this is especially common. For instance, the bHLH genes *INDEHISCENT* (*IND*), *SPATULA* (*SPT*) and *HECATE 1-3* (*HEC1-3*) have unique as well as overlapping functions in gynoecium patterning, shoot apical meristem specification and photomorphogenesis (2,3), the MADS-box genes *APETALA 1* (AP1), *CAULIFLOWER* (*CAL*) and *FRUITFULL* (*FUL*) act partially redundantly in shoot apical meristem, stem and fruit development (4–7), and the AP2/ERF family genes *APETALA 2* (*AP2*), *SCHLAFMÜTZE* (*SMZ*), *SCHNARCHZAPFEN* (*SNZ*) and *TARGET OF EAT 1-3* (*TOE1-3*) have redundant and separate functions in flowering time regulation, floral organogenesis and fruit development (8–10).

Gene multifunctionality reflects the efficient use of existing networks in different tissues, but the interconnectivity between processes prevents trait-specific adaptation, thereby resulting in evolutionary constraints (11,12). This interconnectivity is also a challenge in plant breeding, as mutations in versatile genes lead to undesirable pleiotropic phenotypes. Ideally, breeders have tools available to uncouple the functions of versatile genes and target-specific functions without disturbing others. Examining the *cis-*regulatory region to identify tissue-specific elements is a valuable approach to dissect gene functions that has started to yield results in recent years (13–16). Functional dissection at the protein level, however, has so far not been reported, although this is potentially a powerful strategy to target-specific functions, as TFs often interact with different proteins in different tissues (17–19). Linking protein motifs to tissue-specific functions is not straightforward though, as it requires detailed knowledge about the amino acids responsible for particular protein–protein interactions. We reasoned that investigating protein divergence of subfunctionalized paralogs can facilitate the identification of these amino acids, and thereby enable uncoupling of pleiotropic functions of orthologous multifunctional genes in other species. Here, we explored this approach and describe a successful method to dissect the functions of versatile TFs based on subfunctionalization in co-orthologs.

As a proof of principle, we focused on the versatile TF FUL. FUL belongs to the MIKC-type subfamily of MADS-domain TFs, of which the members are involved in numerous plant developmental pathways (reviewed in (18)). Proteins of this subfamily are characterized by the presence of four conserved domains: the MADS (M), intervening (I), keratin-like (K) and carboxyl-terminal (C) domains (20). To perform their functions, MADS-box TFs form dimers or tetramers with each other, mainly via their I- and K-domains, enabling them to bind with their M-domain to the DNA at so-called CArG-boxes (CC[A/T]_6_GG) (20). Despite the shared CArG-box-binding site, it seems that distinct MADS–domain complexes partially regulate different target gene sets (18,21–24). Recently, some studies have identified aspects that contribute to specificity, including minor differences in CArG-box sequence preference and DNA shape readout (18,22,23,25,26). Arabidopsis *FUL* is the ultimate example of a multifunctional gene, regulating silique- and cauline leaf development (5), flowering time (4), plant architecture (27) and life span (28). It belongs to the euFUL clade of the angiosperm-specific AP1/FUL gene lineage. Notably, two duplication events occurred early in core eudicot evolution and led to the emergence of three clades: AP1, euFULI and euFULII (29,30). Arabidopsis *FUL* belongs to the euFULI clade, while Arabidopsis *AGL79*, a gene that is hardly expressed, resides in the euFULII clade (30,31).

In several other eudicot families, duplication events led to the emergence of multiple copies of *FUL*, in which ancestral pleiotropy has been reduced through subfunctionalization (30). In the Solanaceae family, an early duplication in the euFULI clade resulted in two co-orthologs in all species, giving rise to a *FUL1* and *FUL2* lineage. A duplication event also occurred in the euFULII clade, which gave rise to two sub-clades, containing the *MBP10-* and *MBP20-*like genes (31). Together, the tomato genes have similar functions to those of the versatile *FUL* in Arabidopsis and play a role in flowering time, inflorescence architecture, fruit development and ripening (32,33). In particular FUL1 has subfunctionalized, exhibiting a reduced set of protein–protein interactions and loss of early fruit function (32,33).

Here, we linked the polymorphisms present in the tomato co-orthologs FUL1 and FUL2 to differences in their protein functions, and subsequently used these results to uncouple the different functions of their multifunctional Arabidopsis ortholog FUL. We show that a two-amino-acid polymorphism between FUL1 and FUL2 determines the fruit-specific physical interactions with AGAMOUS (AG) and SEPALLATA (SEP), while the interaction with the meristem-specific SUPPRESSOR OF OVEREXPRESSION OF CONSTANS (SOC1) is independent of this polymorphism. DAP-seq experiments reveal differences between the target gene sets of FUL-AG-SEP, FUL-SOC1 and FUL-FUL, linked to differential binding site preferences. In planta, modification of the two amino acids in FUL specifically leads to reduced functioning in the fruit. We additionally show that the two-amino acid polymorphism is part of a 12-amino acid motif that is more generally involved in the determination of MADS–domain interaction specificity. Given the high number of plant genomes sequenced in recent years (34) in combination with the ubiquitous lineage-specific WGDs, we expect that our approach can be generally used to uncouple functions of versatile TFs at the protein level.

## Materials and methods

### Electrophoretic mobility shift assay

Electrophoretic mobility shift assay (EMSAs) were performed according to Smaczniak et al. (17) with minor modifications. All coding sequences (FUL, SOC1, AG, SEP3, FUL-L-GFP, FUL-L-3xFLAG, FUL_AN_, FUL1, FUL2, TAG1, FUL_SD_, FUL1_ST_(C9), FUL1_AD_, FUL1_AT_, and FUL2_AN_(C8)) were cloned into a pSPUTK (Stratagene) protein expression vector. Proteins were produced *in vitro* with the TnT®SP6 High-Yield Wheat Germ Protein Expression System (Promega, L3260) according to the manufacturer's instructions. All used DNA probes were approximately 100 bp in length, amplified from genomic DNA and subsequently cloned into a pJET vector (Thermo Scientific, K1231). Following this, PCR amplification was conducted using DY-682 labeled primers targeting the vector backbone and the reactions were column purified (MACHEREY-NAGEL 740609.50S). For the supershift EMSA, 1 μl of Anti-FLAG Antibody (Miltenyi Biotec, 130-101-572) was added to the EMSA binding reaction 30 min after the start of incubation. All EMSA gels were visualized using a LiCor Odyssey imaging system at 700 nm.

### DAP-seq

The method was performed as previously described (24,35) with slight modifications. 

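FUL-AG and FUL-SEP3, the control mixtures, each have a single peak list made from 3 replicates. The FUL-AG list holds 2837 peaks and the FUL-SEP3 list holds 1390. Most peaks of each control mixture overlapped a FUL-AG-SEP peak by at least 1 bp, 2297 for FUL-AG and 1172 (84.3%) for FUL-SEP3. In the other direction, 2294 of the 4457 FUL-AG-SEP peaks (51.5%) overlapped a FUL-AG peak and 1168 (26.2%) overlapped a FUL-SEP3 peak. With the 1000 peaks of smallest p in each list, these shares were 62.7% and 50.6%. With either control list, 2646 FUL-AG-SEP peaks (59.4%, 95% Wilson interval 57.9% to 60.8%) had a partner. When the control peaks were placed at random on their own chromosomes 1000 times, the mean number of FUL-AG-SEP peaks with a partner was 104.2 (random-placement permutation test, one-sided p = 0.001, the smallest that 1000 placements can give). The FUL-AG peaks overlapped a FUL-SOC1 peak in 57.4% of cases and the FUL-SEP3 peaks in 60.4% of cases.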

The experiment was conducted for the dimers/tetramers of interest, FUL-SOC1, FUL-AG-SEP3 and FUL-FUL alongside FUL-AG and FUL-SEP3 as control samples. Additionally, an input sample was included to correct for background signals. Proteins were produced *in vitro* with the TnT®SP6 High-Yield Wheat Germ Protein Expression System (Promega L3260) according to the manufacturer's instructions. All proteins were cloned into a pSPUTK (Stratagene) protein expression vector, with only a 3×FLAG tag attached to FUL. For single protein mixtures (e.g. FUL), 2 μg plasmid was used as input while for heterogeneous protein mixtures (FUL-SOC1, FUL-AG-SEP3, FUL-AG and FUL-SEP3), an equimolar ratio of plasmid was used, up to a total of 2 μg. All subsequent steps were performed at room temperature, and DNA LoBind® tubes (Eppendorf 0030108051) were used to maximize sample recovery. The *in vitro* produced proteins (48 μl) and DNA library (400 ng) were incubated in a total volume of 360 μl EMSA binding mix (17) for 2 h to ensure optimal protein/DNA binding conditions. The EMSA binding reaction was then added to 20 μl of washed anti-FLAG® magnetic beads (Sigma-Aldrich M8823), and the volume was increased to 1mL by adding lysis buffer (Miltenyi Biotec 130-091-125) with protease inhibitor (Roche 11697498001). This mixture was then incubated for 2 h on a tube revolver rotator (Thermo Scientific 88881001), followed by three washing steps with 400 μl 1× TBS. Next, the bound proteins were eluted from the beads by incubation with 400 μl 1× TBS buffer containing 150 ng/μl FLAG peptides (APExBIO A6001) for 45 min on a tube revolver after which the supernatant was collected on a magnetic stand. Subsequently, a second elution step was similarly performed to obtain a total volume of 800 μl. The collected supernatant was then incubated for 10 min at 95°C, immediately followed by column purification (MACHEREY-NAGEL 740609.50S) and elution with 50 μl Elution Buffer. The eluted DNA fragments were amplified for 20 cycles with Q5® High-Fidelity DNA Polymerase (NEB M0491) using Illumina TruSeq adaptors with unique barcodes and afterwards, they were purified with AMPure XP beads (Beckman A63880). The purified samples were loaded onto a 1% agarose gel and fragments ranging from 250 to 600 bp were cut out, purified from gel (MACHEREY-NAGEL 740609.50S), and subjected to another purification step using AMPure XP beads. The samples with different barcodes were pooled in equimolar ratios and sequenced with NovaSeq (Novogene) for 150 cycles using paired-end sequencing. Approximately 10–30 million reads were obtained for each sample and every experimental condition was done in triplicate.

#### Bioinformatic analyses

The reads were trimmed with Trim Galore (https://github.com/FelixKrueger/TrimGalore) and mapped to the Arabidopsis genome (TAIR10) with HISAT2 (36). Following this, the BAM files were used for MACS2 peak calling (37) with a significance threshold of *P*< 0.05 or *P*< 0.0001 and for differential peak analysis with MACS2 bdgdiff (37). The peaks were then annotated with ChiPseeker (38). To obtain motif files, we performed additional peak analysis with MEME (39) and GEM (21). The IGV genome browser (40) was used to visualize all peaks and sequencing data.

### Yeast two-hybrid

Yeast two-hybrid assays were performed exactly as described (41). Yeast clones containing MADS-domain coding sequences (CDSs) in either pDEST22 (AD-vector, Invitrogen) or pDEST32 (BD-vector, Invitrogen) were either obtained from the collection of De Folter and Immink, 2011, or cloned using the Gateway system and transformed into yeast strains PJ69-4A (pDEST22) and PJ69-4α (pDEST32). To swap amino acids between protein sequences, PCR fragments were combined using overhang-extension PCR. The oligos for PCR amplification and cloning are listed in Supplementary Table S4, and the sequence of the mutated proteins is listed in Supplementary Table S5. The interaction screen was performed on LWH dropout medium, supplemented with different concentrations of 3-amino-1,2,4-triazole (3-AT). Plates were incubated at RT and imaged after 3–6 days.

### Generation of Arabidopsis overexpression and complementation lines

Arabidopsis plants were grown in a growth chamber with 70% relative humidity on rockwool plugs (Grodan) at 20°C under LED light (150 μmol m-2 s -1). They were on a 16 h light/8 h dark day and night cycle and were watered twice a week with Hyponex fertilizer (1 g/L). All plants used in this study were in the Col-0 background, including the complementation lines, overexpression lines and the *ful-7* mutant (SALK_033647). All constructs for the complementation lines were generated with Gateway recombination cloning (Invitrogen); some were preassembled in Golden Gate or GreenGate vectors (42,43). The primers are listed in Supplementary Table S4. The native Arabidopsis FUL promoter (5.2kb) and terminator (1.2kb) were fused to the coding sequence of FUL (AT5G60910), FUL1 (Solyc06g069430), FUL2 (Solyc03g114830), MBP10 (Solyc02g065730) or MBP20 (Solyc02g089210). The complementation lines with switched amino acids (FUL_AN_, FUL1_ST_, FUL2_AN_) were obtained by introducing mutations with overlap extension PCR and/or Golden Gate cloning. Subsequently, the plasmids were transformed into *Agrobacterium* strain C58C1 and transformed in the *ful-7* mutant (SALK_033647) background.

### qRT-PCR analysis

Five stage 12–16 siliques (44) (positions 5–10) of the main inflorescence were harvested from each independent line (single plant). RNA was extracted with CTAB/LiCl and DNase-treated (TURBO™ DNase, Invitrogen, AM1907). cDNA synthesis was performed with SuperScript™ II Reverse Transcriptase (Invitrogen, 18064014). RT-qPCR was performed for *FUL*, *FUL1* and *FUL2* and the reference gene *UBC21* with iQ™ SYBR® Green (Bio-Rad, 1708880), using a standard two-step program of 40 cycles and an annealing temperature of 60°C. The primer efficiency was determined for all primer pairs and only those with equal efficiencies were used. All used primers can be found in Supplementary Table S4.

### I-domain motif identification

MIKC protein sequences from 1006 plant species were collected from different databases using hmmsearch v3.2.1 (45) to scan for sequences containing MADS- and K-domains using the pertinent Pfam models (PF00319.18 and PF01486.17, respectively) (46). After filtering out proteins with incomplete domains, a multiple sequence alignment was generated with Clustal Omega v1.2.4 (47). Sequences with uncommon length (<1.5× above or below the median SD) were filtered out, resulting in an alignment with 11966 MIKC-type protein sequences. Subsequences in between the detected M- and K-domains were considered to be the I regions. We used MEME v5.0.5 (48) to mine motifs in the collected I regions. We allowed for up to 75 different motifs, and we set a minimum motif width of four residues and a maximum width of 75. We used MEME with the zero or one motif occurrence per sequence model option (i.e. MEME assumes that each sequence may contain at most one occurrence of each motif). Subsequently, FIMO 5.0.5 (39,49) was used to search for individual occurrences of the discovered motifs in the I and C-terminal regions.

### Structural predictions

Structures of MADS complexes (homo- and heterodimers) were predicted using Colabfold in AlphaFold-multimer mode (50,51). Five models were generated for each MADS–domain TF complex and visually inspected. For all complexes, the top scoring model based on IPTM score was accepted, as it generated the correct DNA-binding domain based on the X-ray crystal structure of the SEP3 DNA-binding domain homodimer from Arabidopsis (PDB 7NB0; rcsb.org (52)). The AF2 models were then submitted to the Protein Interfaces Surfaces and Assemblies (PISA) server at the EBI for calculation of the buried surface area and the solvation free energy gain on formation of the interface, ΔG (53,54).

## Results

### Arabidopsis FUL performs its multiple functions by associating with distinct protein partners

The multifunctionality of Arabidopsis FUL is reflected in its protein–protein interaction pattern, as it can, among others, interact with the MADS-domain TFs SEPALLATA 1 (SEP1), SEP2, SEP3, SEP4, AGAMOUS (AG) and SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1 (SOC1) (17,55,56). FUL forms distinct complexes in the tissues where it executes important functions, associating with SOC1 in the inflorescence meristem (IM) and with AG and SEP1-3 in the fruit (18). To determine the preferred complex compositions of FUL in the IM and fruit, we performed EMSAs with a canonical CArG-box containing probe (27) and different combinations of FUL/SOC1 (Figure 1A) and of FUL/AG/SEP3 (Figure 1B). To distinguish between dimers and tetramers of similar size, we also included FUL-GFP (F-G) and FUL-FLAG (F-F) proteins and added anti-FLAG antibody to obtain a supershift for complexes that included FUL. This revealed that the FUL-SOC1 heterotetramer is most prominent when FUL and SOC1 are mixed while combining FUL, SEP3 and AG yields different complexes of which the FUL-AG dimer and FUL-SEP3-AG-SEP3 tetramer appear to be the most abundant FUL-containing complexes (Figure 1A–C; Supplementary Figure S1). Thus, in the IM, the FUL-SOC1 tetramer binds to target genes, while in the fruit, the FUL-AG dimer and FUL-SEP-AG-SEP tetramer probably bind most prominently to regulate their expression (Figure 1C). Hereafter, we will refer to these as the FUL–SOC1 (IM) and FUL–AG–SEP (fruit) complexes.

**Figure 1.**
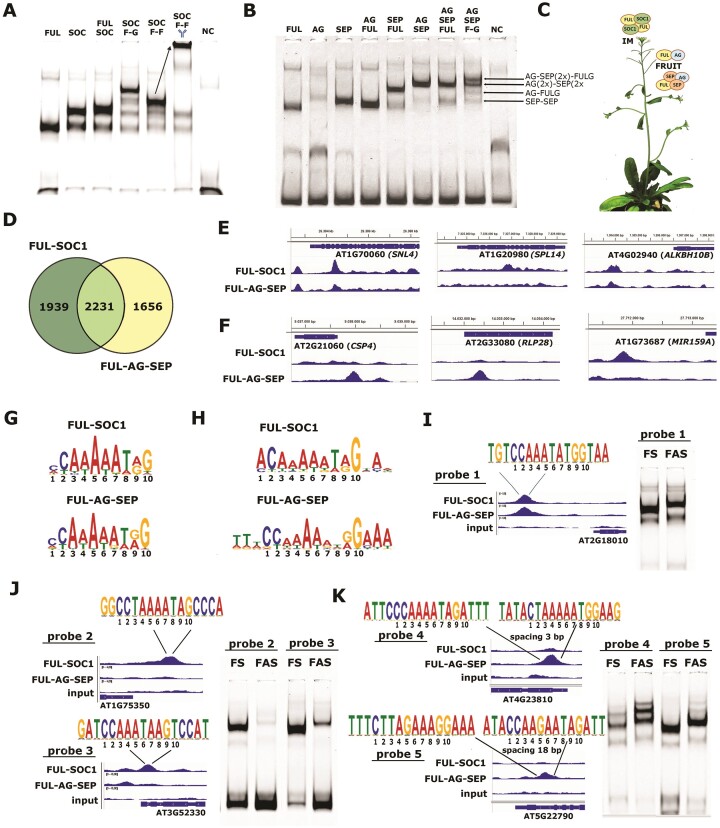
FUL performs its multiple functions by forming distinct complexes that regulate different target gene sets. (**A**) EMSA using the SAUR10 probe with a single canonical CArG-box (27) and different combinations of the FUL and SOC1 proteins. The 'Y' above the right lane with SOC F-F indicates the addition of FLAG antibody, the arrow indicates the shift of the complex that includes the antibody (tetramer of SOC1(2x) and FUL-FLAG (2x)). While FUL can form homodimers and SOC1 both homodimers and homotetramers, the clear shifts in the right lanes show that when FUL and SOC1 are combined, the FUL-SOC1 tetramer is most prominent. (**B**) EMSA similar to (**A**), but with FUL, SEP3 and AG proteins. The FUL homodimer migrates somewhat faster than the AG and SEP homodimers (lane 1–3). FUL forms a strong dimer with AG (lane 4), and predominantly a tetramer in combination with SEP3 (lane 5). AG-SEP can also form a tetramer, which migrates a bit slower than FUL-SEP (lane 6). When FUL, SEP and AG are combined (lane 7), the test with FUL-GFP (lane 8) indicates that the following complexes are predominantly formed: SEP homodimer, FUL-AG dimer, AG-SEP-AG-SEP tetramer and the FUL-SEP-AG-SEP tetramer. Abbreviations: SOC, SOC1; SEP, SEP3; F-G or FULG, FUL-linker-GFP; F-F, FUL-linker-FLAG; NC, negative control (probe with only TNT reaction mixture). (**C**) Drawing indicating that a FUL-SOC1 tetramer is the dominant complex in the IM, while complexes consisting of FUL, AG and SEP are dominant in the silique (fruit). (**D**) Venn diagram showing the unique and overlapping targets of the DAP-seq with FUL-SOC1 (three replicates combined) and FUL-AG-SEP (three replicates combined) for *P* < 0.05. (**E, F**) Genome browser snapshots of three genes that are significantly enriched (*P*< 0.0001) for FS (**E**) and three that are significantly enriched for FAS (P < 0.0001) (**F**). The *y*-axis indicates the normalized read counts based on the average of three replicates vs three input replicates. In most cases, the scale on the *y*-axis ranges between [0 and 4], only in the case of RLP28, the peak is higher, and the scale is [0–10]. (**G, H**) Sequence logos of the PWMs determined with MEME using all enriched loci for FUL-SOC1 (top) or FUL-AG-SEP (bottom) (**G**), or only the top 100 differentially enriched peaks (**H**). (**I-K**) EMSA experiments with FUL-SOC1 (FS) and FUL-AG-SEP (FAS) to test the binding to probes with different types of CArG-boxes (indicated above the peaks). (**I**) The SAUR10 probe with canonical CArG-box; (**J**) Probe fragments preferentially bound by FUL-SOC1 in DAP-seq; (**K**) Probe fragments preferentially bound by FUL-AG-SEP in DAP-seq.

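DAP-seq exposes a library of naked, fragmented genomic DNA to tagged protein made in vitro, recovers the protein with the fragments it holds, and sequences those fragments. Only FUL carried the FLAG tag, so a fragment is recovered through FUL, alone or with its partners. The experiment has 18 samples in 6 conditions, 3 replicates each of FUL-SOC1, FUL-AG-SEP, FUL-FUL, FUL-AG and FUL-SEP3, and 3 replicates of the input, and each protein mixture received 400 ng of the DNA library. The authors trimmed the reads with Trim Galore, mapped them to TAIR10 with HISAT2, combined the 3 replicates of a complex and called peaks with MACS2 against the input, which gives 1 peak list per complex. For every peak the list holds its start, end and summit, the fold enrichment over the local background, and -log10 of the p-value and of the q-value, all as computed by MACS2 for the authors. Because the replicates were combined before the peak calling, no peak has a standard deviation or an n, and the spread between replicates cannot be given. The number of reads behind each list cannot be read from the peaks. Fold enrichments are therefore used only to describe and rank peaks within a list, and lists are compared by the position of their peaks. The lowest -log10 q was 1.30 in the FUL-SOC1 list and 1.30 in the FUL-AG-SEP list, so every peak passes 0.05 on the q-value, and the lowest -log10 p was 3.02 and 3.07. Peaks on the mitochondrial genome were counted but kept out of all comparisons with genes or sequence, which used the 5 nuclear chromosomes of TAIR10. Coordinates count from 1.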

To investigate whether FUL-SOC1 and FUL-AG-SEP are binding to different target gene sets, we performed DAP-seq (24,35) with FUL-FLAG proteins either in combination with SOC1 or in combination with AG and SEP3. 

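The FUL-SOC1 list holds 4831 peaks, of which 4809 lie on the nuclear chromosomes and 22 on the mitochondrial genome. The FUL-AG-SEP list holds 4457 peaks, 4436 of them nuclear and 21 mitochondrial. Taking the p-value in the lists, 4759 FUL-SOC1 peaks and 4379 FUL-AG-SEP peaks have P below 0.0001. Taking the q-value at the same threshold, 3590 FUL-SOC1 peaks and 3597 FUL-AG-SEP peaks remain. The FUL-SOC1 peaks have a median width of 255 bp (198 to 1056 bp) and a median fold enrichment of 3.06, with a maximum of 6.51. The FUL-AG-SEP peaks have a median width of 272 bp (204 to 1214 bp) and a median fold enrichment of 3.12, with a maximum of 9.70. The highest FUL-SOC1 peak lies on chromosome 3 from 5285870 to 5286240, in the intergenic region upstream of AT3G15602. It is followed by peaks near AT2G13180 (fold 6.44) and TSBtype2, AT5G38530 (fold 6.42). The highest FUL-AG-SEP peak lies on chromosome 3 from 15124079 to 15124557, with AT3G43142 as the gene with the nearest transcription start, and the next highest are near AT3G43526 (fold 8.65) and AT3G32070 (fold 7.16).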

In total, 4170 significant binding events were identified for the DAP-seq with FUL-SOC1 and 3887 for FUL-AG-SEP at *P*< 0.05 (Supplementary Table S1), and 628 and 964 events at *P*< 0.0001 (Supplementary Table S2). To quickly assess the nature of the identified target loci, we performed a GO-term enrichment analysis, which revealed ‘carpel formation’ and ‘floral meristem determinacy’ among the most enriched biological processes (Supplementary Figure S2) and among the most enriched molecular functions ‘DNA-binding transcription factor activity’ (Supplementary Figure S3), reassuring us of the quality of the analysis. 

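The GO annotation used in the paper was not used here, and gene products were searched for the words transcription factor instead. The paper counts 628 FUL-SOC1 and 964 FUL-AG-SEP events at P below 0.0001, so the genes tested here are a larger set than one from those events. The peaks of FUL-SOC1 and FUL-AG-SEP with P below 0.0001 were pooled. Each was given to the gene with the nearest transcription start, which gives 6113 target genes. Of these, 81 (1.33%) are annotated as transcription factors, against 293 of the 31786 other genes (0.922%), an odds ratio of 1.44 (two-sided Fisher's exact test, p = 0.00464). With only protein-coding genes that have at least 1 kb between their start and the next gene upstream as background, the odds ratio was 1.24 (same exact test, p = 0.194). Carpel formation appears in the curated notes of 4 genes, FOLK, HEC1, HEC2 and HEC3, and all 4 are target genes (two-sided Fisher's exact test, p = 6.763e-04, Benjamini-Hochberg adjusted p = 0.00203 over 3 terms). Floral meristem determinacy appears in the notes of 5 genes, of which 2, AGL24 and CAL, are target genes (p = 0.186, adjusted p = 0.250 in the same exact test).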

As expected for TF complexes, most binding events were located in the promoter regions of target genes (Supplementary Figure S4). 

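Of the 4809 nuclear FUL-SOC1 peaks, 91.0% lie at least partly within 3 kb of a transcription start (95% Wilson interval 90.2% to 91.8%). Of the 4436 nuclear FUL-AG-SEP peaks, 91.1% do (90.2% to 91.9%). Arabidopsis genes lie close together, so the share was compared with 1000 random placements of each list on its own chromosomes. Random placement gave 92.0% for FUL-SOC1 and 92.1% for FUL-AG-SEP, and neither list was above it (random-placement permutation test, one-sided p = 0.994 and p = 0.989, Benjamini-Hochberg adjusted p = 0.994 over 5 lists). Within 1 kb of a start, the FUL-SOC1 share was 54.0% against 56.2% at random, and the FUL-AG-SEP share 56.5% against 56.5% at random (same permutation test, p = 0.482). With the starts of protein-coding genes only, 78.2% of FUL-SOC1 peaks and 79.4% of FUL-AG-SEP peaks lay within 3 kb, against 79.3% at random for both.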

Because both complexes are supposed to bind to CArG-boxes, we were not surprised that 2231 binding events overlapped between the FUL-SOC1 and FUL-AG-SEP datasets. However, a considerable number of binding events appeared only in the list of FUL-SOC1 or FUL-AG-SEP at cut-off *P*< 0.05 (Figure 1D). 

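Of the 4831 FUL-SOC1 peaks, 2280 (47.2%, 95% Wilson interval 45.8% to 48.6%) overlapped a FUL-AG-SEP peak by at least 1 bp. Counted from the other list, 2282 of the 4457 FUL-AG-SEP peaks (51.2%, 49.7% to 52.7%) overlapped a FUL-SOC1 peak. When the FUL-AG-SEP peaks were placed at random on their own chromosomes 1000 times, the mean number of overlapping FUL-SOC1 peaks was 113.6 and the highest was 153 (random-placement permutation test, one-sided p = 0.001, the smallest that 1000 placements can give, and the same after Benjamini-Hochberg adjustment over 7 comparisons of lists). The alternative that moved the share most was to compare only the 1000 peaks with the smallest p in each list, of which 347 (34.7%) were shared against 8.82 at random. Requiring an overlap of at least 50% of both peaks left 2143 shared peaks (44.4%), and requiring summits within 100 bp left 1996 (41.3%).

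**Figure D1:**
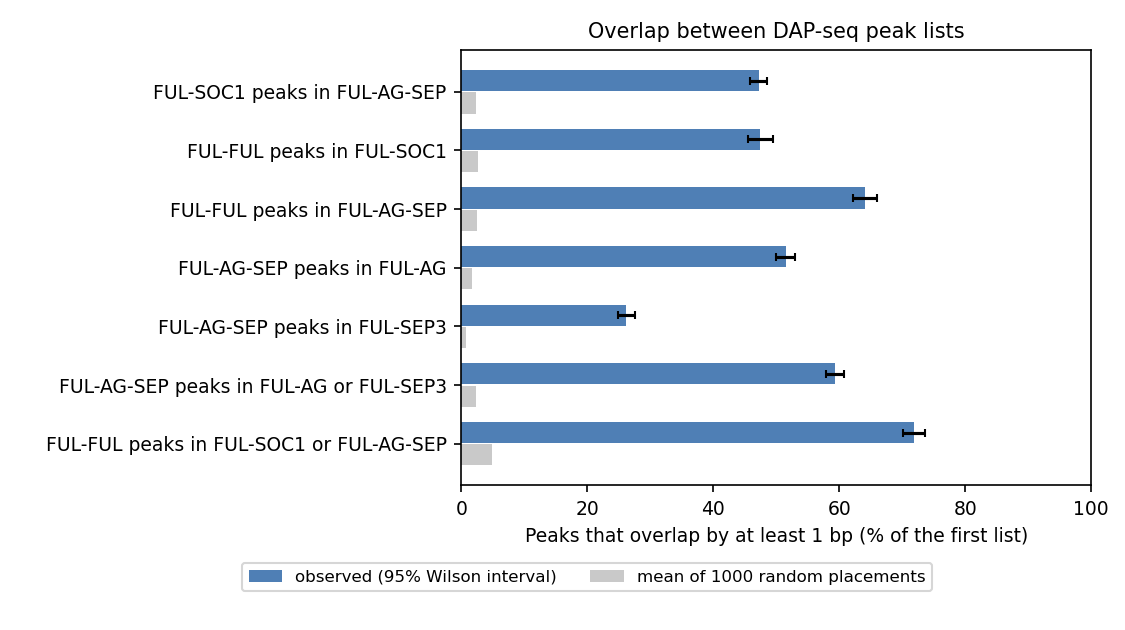
Share of peaks of the list named first that overlap a peak of the list named next by at least 1 bp, in percent. Blue bars are the observed shares with 95% Wilson intervals and grey bars the means of 1000 random placements; every observed share lies far above its random mean, and the lowest, FUL-AG-SEP peaks in the FUL-SEP3 list, is 26.2%.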

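At the threshold of the lists, 2551 FUL-SOC1 peaks overlapped no FUL-AG-SEP peak, and 2175 FUL-AG-SEP peaks overlapped no FUL-SOC1 peak. Giving each peak to the gene with the nearest transcription start yields 4412 target genes for FUL-SOC1 and 4069 for FUL-AG-SEP. Of these genes, 2138 are targets of FUL-SOC1 but not of FUL-AG-SEP, and 1795 are targets of FUL-AG-SEP but not of FUL-SOC1. With protein-coding genes only, 1855 and 1565 genes are unique to FUL-SOC1 and FUL-AG-SEP.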

Varying the significance threshold resulted in shifts in the composition of the ‘unique’ and ‘overlapping’ lists, as a considerable number of the ‘unique’ peaks reflected different peak heights rather than a clear ‘binding’ versus ‘no-binding’ situation. 

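Unique peaks were lower than shared peaks in both lists. Peaks were ranked by fold enrichment within their own list, with 100 for the highest. FUL-SOC1 peaks absent from the FUL-AG-SEP list had a mean percentile of 44.1 ± 27.2 (SD over peaks), against 56.6 ± 29.2 for shared peaks, a difference of -12.6. FUL-AG-SEP peaks absent from the FUL-SOC1 list had a mean percentile of 43.1 ± 26.3, against 56.6 ± 29.6, a difference of -13.5. Both differences had p = 1e-05 in a two-sided permutation test, the smallest that 100000 permutations can give. Across the alternatives the difference ranged from -12.7 to -14.7 for FUL-SOC1 and from -13.6 to -15.4 for FUL-AG-SEP. The highest 10% of the FUL-SOC1 list held 4.43% of the unique and 16.6% of the shared peaks, and the highest 10% of the FUL-AG-SEP list held 3.86% and 15.9%. Of the 1000 FUL-SOC1 peaks with the smallest p, 653 were unique against the 1000 strongest FUL-AG-SEP peaks, but only 308 against the whole FUL-AG-SEP list. The same comparison for the 1000 strongest FUL-AG-SEP peaks gave 653 and 272. Of the 100 strongest peaks, 75 of each complex were unique against the other's 100 strongest, and 11 FUL-SOC1 and 14 FUL-AG-SEP peaks were unique against the whole other list.

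**Figure D2:**
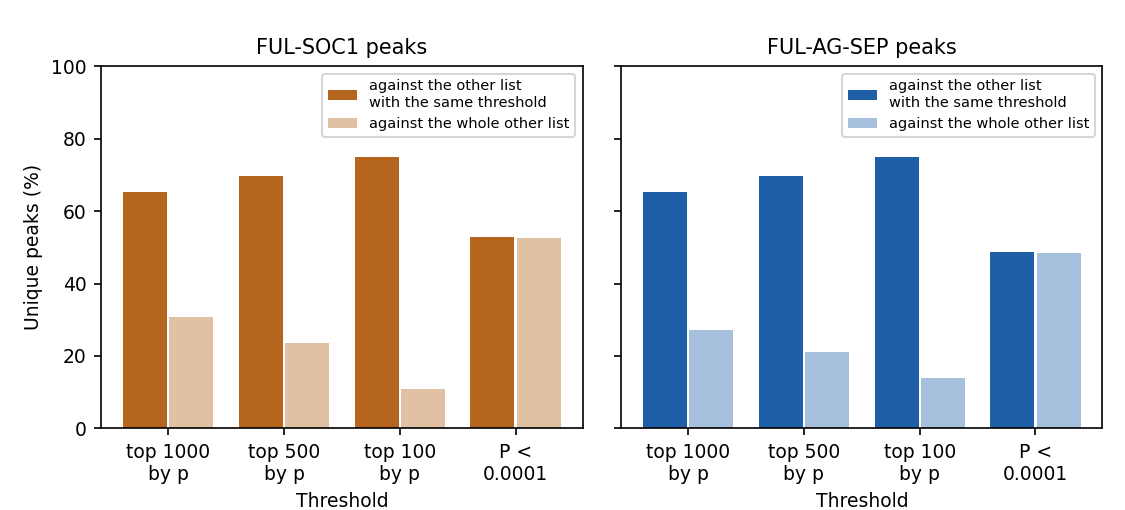
Share of unique peaks, in percent, among the FUL-SOC1 peaks (left) and the FUL-AG-SEP peaks (right) that pass each threshold. Dark bars compare with the other list at the same threshold and light bars with the whole other list; for the 100 strongest FUL-SOC1 peaks the share falls from 75% to 11%.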

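With P below 0.0001 required in both lists, 2516 FUL-SOC1 peaks and 2134 FUL-AG-SEP peaks had no partner in the other list. Of these, 20 FUL-SOC1 peaks and 17 FUL-AG-SEP peaks did overlap a weaker peak of the other complex, which leaves 2496 and 2117 without any. At the threshold of the lists, with 2551 unique FUL-SOC1 peaks and 2175 unique FUL-AG-SEP peaks, only 113 and 84 were in the highest 10% of their list by fold enrichment.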

By inspecting the list of targets at *P*< 0.0001 (Supplementary Table S2), we identified interesting targets where a clear binding event was detected for only one of the two complexes. For example, in the FUL-SOC1 data, significant peaks were detected for *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE 14* (*SPL14*), a gene involved in plant architecture and flowering time (57); in *SIN3-like 4* (*SNL4*), which acts in histone deacetylase complex HDAC19 to repress flowering under short-day conditions (58); and in *ALKBH10B*, which encodes an RNA N6-methyladenosine demethylase that plays a role in the floral transition (59) (Figure 1E). This suggests that FUL-SOC1 may indeed bind certain flowering genes with a higher affinity than FUL-AG-SEP. However, this analytic approach yielded a number of putative differential binding events that were highly dependent on the selected significance threshold and sometimes reflected only minor differences in binding affinity, such as for example the peak at *ALKBH10B*, which was significant for both complexes at *P*< 0.05 but only for FUL-SOC1 at *P*< 0.0001 (Figure 1E). Therefore, we performed a differential read count analysis and sorted for the targets with the highest fold change (Supplementary Table S3). 

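SPL14 (AT1G20980) lies on chromosome 1 from 7324471 to 7329441 on the + strand of TAIR10. A FUL-SOC1 peak from 7326678 to 7327055 has its summit in a coding exon, with a fold of 3.57 and a -log10 p of 11.0, and 19.6% of FUL-SOC1 peaks are higher. The best CArG-box in its central window is TCATTTCTGG, with 2 mismatches to CC[A/T]6GG. The FUL-AG-SEP peak nearest to SPL14, from 7331424 to 7331666, lies 1983 bp downstream of the gene in an intron of AT1G20990, with a FUL-AG peak at the same place, and 99.1% of FUL-AG-SEP peaks are higher. SNL4 (AT1G70060) lies on chromosome 1 from 26383216 to 26389916 on the + strand. A FUL-SOC1 peak in its intron, from 26384257 to 26384600, has a fold of 4.94 and a -log10 p of 20.3, and only 1.14% of FUL-SOC1 peaks are higher. Another FUL-SOC1 peak, from 26382552 to 26382767, lies 449 bp upstream of SNL4 with a fold of 3.19. A FUL-AG peak from 26382579 to 26382797, also with a fold of 3.19, lies at the same place. No FUL-AG-SEP, FUL-FUL or FUL-SEP3 peak lies within 5000 bp of SNL4. ALKBH10B (AT4G02940) lies on chromosome 4 from 1306313 to 1311038 on the + strand, and a FUL-SOC1 peak from 1303678 to 1304185, in the intergenic region 2128 bp upstream, has a fold of 3.82 and a -log10 p of 12.0.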

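At ALKBH10B, 11.7% of FUL-SOC1 peaks are higher than the FUL-SOC1 peak upstream of the gene. The FUL-AG-SEP list has a peak at the same place, on chromosome 4 from 1303729 to 1303942, with a fold of 2.91 and a -log10 p of 7.11, and 64.9% of FUL-AG-SEP peaks are higher. Their summits, at 1303831 and 1303851, both lie in the intergenic region. No FUL-FUL, FUL-AG or FUL-SEP3 peak lies within 5000 bp of the gene.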

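The table of the differential read count analysis gives 100 regions for each complex. The FUL-SOC1 regions have a median width of 258.5 bp and the FUL-AG-SEP regions 317.5 bp, and their log ratios, as the paper's table gives them, run from 4.48 to 7.98 and from 4.02 to 8.90. A peak of its own complex overlapped 61 of the 100 FUL-SOC1 regions (95% Wilson interval 51.2% to 70.0%) and 81 of the 100 FUL-AG-SEP regions (72.2% to 87.5%), a difference past the spread of counting (two-sided Fisher's exact test, p = 0.00289). With the 50 highest regions of each complex, 31 and 39 regions held such a peak, and the difference was no longer past the threshold (same exact test, p = 0.126). A peak of the other complex overlapped 2 of the FUL-SOC1 regions and 9 of the FUL-AG-SEP regions. FUL-FUL peaks overlapped none of the FUL-SOC1 regions and 36 of the FUL-AG-SEP regions, and FUL-AG peaks overlapped none and 62.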

Strongly differentially bound loci for FUL-AG-SEP were for example the receptor-like protein *RLP28* and the cold shock domain protein *CSP4* (Figure 1F), with the latter being associated with silique growth (60). 

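RLP28 (AT2G33080) lies on chromosome 2 from 14031998 to 14034433 on the + strand. The FUL-AG-SEP peak from 14032258 to 14032601 has its summit in a coding exon, with a fold of 4.82 and a -log10 p of 29.0, and 4.73% of FUL-AG-SEP peaks are higher. The best CArG-box under the summit is CCTTTAATAG, from 14032412 to 14032421, in the sequence TTTCCTTTAATAGCTT. FUL-FUL (fold 4.79), FUL-AG (fold 4.24) and FUL-SEP3 (fold 3.55) have a peak at the same place, and no FUL-SOC1 peak lies within 5000 bp of the gene. CSP4 (AT2G21060, annotated as GRP2B) lies on chromosome 2 from 9036766 to 9037782 on the - strand. The FUL-AG-SEP peak from 9037831 to 9038110 is intergenic, 49 bp upstream of the gene, with a fold of 4.51 and a -log10 p of 17.6, and 7.29% of FUL-AG-SEP peaks are higher. Its best CArG-box is ACAAAAATGG, from 9037923 to 9037932. FUL-FUL and FUL-AG also have a peak there, with folds of 4.51 and 3.56, whereas FUL-SOC1 and FUL-SEP3 have none within 5000 bp of CSP4. The CSP4 and RLP28 regions rank 31 and 57 among the 100 FUL-AG-SEP regions of the differential analysis.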

For FUL-SOC1, in particular a region upstream of *MIR159A*, which targets several MYB-domain TFs (61), was highly enriched (Figure 1F). Thus, although the sets of *in vitro* bound targets by FUL-SOC1 and FUL-AG-SEP are largely overlapping, distinct differences are also evident, and these can to some extent be linked to the putative biological functions of the two complexes.

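MIR159A (AT1G73687) is a microRNA gene on chromosome 1 from 27713233 to 27713416 on the - strand. The FUL-SOC1 list has 2 peaks within 5000 bp of it, and both lie at lower coordinates than this - strand gene, which is its downstream side. The nearer peak, from 27711725 to 27711983, is intergenic and 1250 bp from the gene, with a fold of 3.31 and a -log10 p of 10.3, and 32.1% of FUL-SOC1 peaks are higher. Its best CArG-box is CTTTATTTGG, from 27711828 to 27711837. The farther peak, from 27710483 to 27710728, is 2505 bp from the gene, has a fold of 2.40, and holds the exact CArG-box CCTATTTAGG from 27710514 to 27710523. None of the other lists has a peak within 5000 bp of MIR159A.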

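Counted by target genes, 2274 genes are targets of both complexes, which is 51.5% of the FUL-SOC1 targets and 55.9% of the FUL-AG-SEP targets. The count was 2230 with protein-coding genes, 2092 with peaks within 3 kb of a transcription start and 2240 with P below 0.0001. From the overlap of the lists and the loci bound by only one of the complexes, the paper concludes that the target sets largely overlap with distinct differences, and it proposes that these can in part be linked to the functions of the complexes.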

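CArG-boxes were searched in 200 bp windows around each peak summit, and in control windows 1 kb to the right. An exact CC[A/T]6GG box was present in 13.6% of FUL-SOC1 windows against 1.02% of control windows (odds ratio 15.2, two-sided Fisher's exact test, p = 2.369e-144), and in 14.3% of FUL-AG-SEP windows against 0.924% (odds ratio 17.8, p = 1.176e-146 in the same exact test). Allowing 1 mismatch moved these shares most, to 69.0% and 68.2%, against 22.2% and 22.5% of control windows, and the odds ratios fell to 7.80 and 7.38. In each window the site with the fewest mismatches to CC[A/T]6GG was then taken as its best box. The pattern reads the same on both strands, so a box and its reverse tie, and ties went to the + strand. Positions are therefore counted from 1 at the left end of the box on the + strand. Over all peaks, 77.4% of FUL-SOC1 and 80.9% of FUL-AG-SEP best boxes have C at position 1. At position -2, 72.8% and 79.6% have A or T, and at position 12, 73.7% and 80.1%. In the 100 regions most differentially bound by each complex, C at position 1 was found in 69 FUL-SOC1 and 79 FUL-AG-SEP boxes, A or T at position -2 in 67 and 83, and A or T at position 12 in 61 and 80.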

Interestingly, we did not observe a clear difference between the sequence logos of the calculated position weight matrices (PWMs) for FUL-SOC1 and FUL-AG-SEP based on all targets (Figure 1G) but identified two clearly different PWMs when using the top 100 most differentially bound sites (Figure 1H). In the FUL-SOC1 PWM, there is a relaxed constraint for the fixed C at position 1 of the canonical motif (**C**C[A/T]_6_GG), which is remarkable, as this C is overall highly conserved in the binding motifs of different MADS–domain complexes (25). 

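To keep position 1 out of the choice of the site, the best box of each region was chosen on positions 2 to 10 alone, which also turns a box with a single outer mismatch so that the mismatch falls on position 1. C at position 1 becomes rare in both groups under this choice, which leaves less room for a difference between them. In the top 100 differential regions, 16 FUL-SOC1 boxes (95% Wilson interval 10.1% to 24.4%) and 18 FUL-AG-SEP boxes (11.7% to 26.7%) then had C at position 1, and the difference was within counting error (two-sided Fisher's exact test, p = 0.851, Benjamini-Hochberg adjusted p = 0.851 over 4 comparisons of base composition). Choosing the site on positions 1 to 10, an alternative chosen after seeing the data, gave a difference of -10 percentage points (same exact test, p = 0.146). That choice reads every box on the + strand, so an outer mismatch can fall on position 1 or position 10, which weakens this comparison. Over all nuclear peaks, 1245 FUL-SOC1 boxes (25.9%) and 1304 FUL-AG-SEP boxes (29.4%) had C at position 1 when the site was chosen on positions 2 to 10, a difference past the threshold (same exact test, p = 1.762e-04, adjusted p = 3.524e-04).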

The PWM based on the specific FUL-AG-SEP targets on the other hand, displays more constraints than the canonical CArG-box motif, and A/T extensions at both the 5′ and 3′ end are added to the PWM (Figure 1H). 

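Of the 6 bases made up of the 3 bp on each side of the best box, a mean of 4 ± 1.15 (SD, n = 100 regions) were A or T in the top 100 FUL-SOC1 regions and 4.53 ± 1.25 (SD, n = 100) in the top 100 FUL-AG-SEP regions. The difference was -0.53 (two-sided permutation test, p = 0.0026, Benjamini-Hochberg adjusted p = 0.00347). All 6 bases were A or T in 8 FUL-SOC1 and 28 FUL-AG-SEP regions. At positions -3, -2 and -1, 64, 67 and 63 FUL-SOC1 boxes had A or T against 80, 83 and 75 FUL-AG-SEP boxes. At positions 11, 12 and 13 the numbers were 71, 61 and 74 against 61, 80 and 74. All boxes were read on the + strand, so these positions separate left from right and not the 5′ from the 3′ end of a motif. The count over all 6 bases does not depend on this. With only the regions whose best box has at most 1 mismatch, 70 and 60 regions were left and the difference was -0.371 (permutation test, p = 0.0838), and with the top 50 regions it was -0.4 (p = 0.113). Over all nuclear peaks the mean was 4.28 ± 1.11 (SD over peaks) for FUL-SOC1 and 4.54 ± 1.11 for FUL-AG-SEP, a difference of -0.258 (permutation test, p = 1e-05, the smallest possible, adjusted p = 4e-05), and all 6 bases were A or T in 13.0% and 20.5% of peaks.

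**Figure D3:**
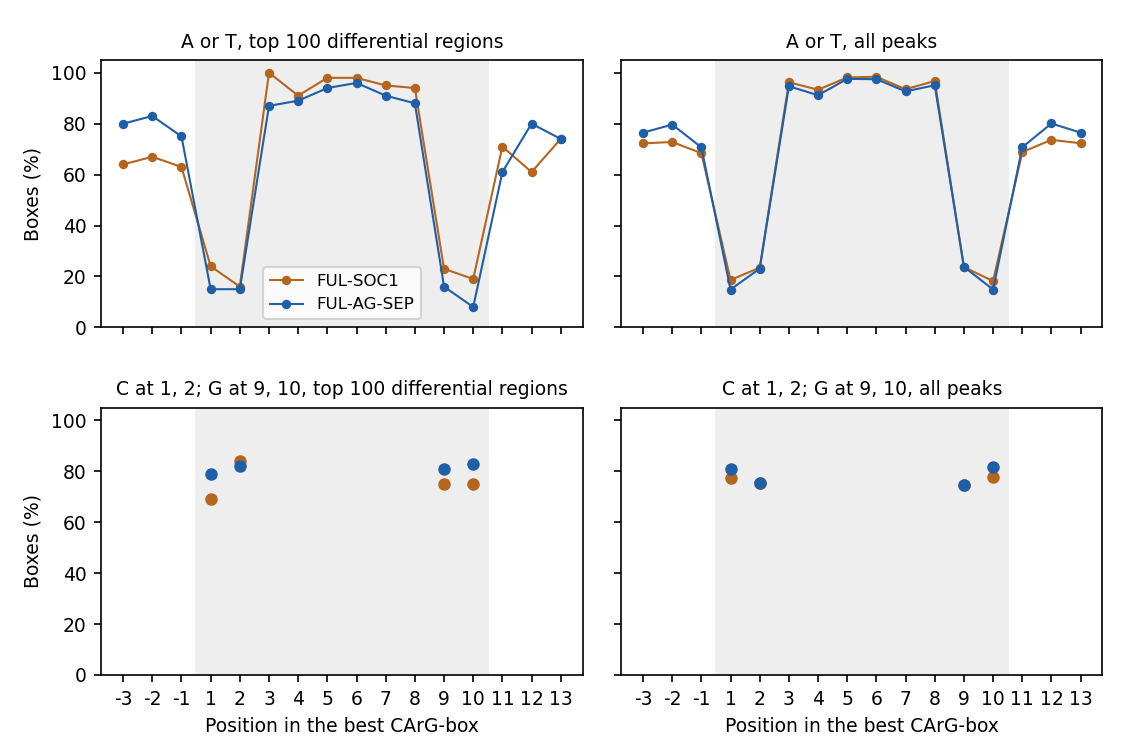
Share of best boxes, in percent, with A or T (top) and with C at positions 1 and 2 or G at positions 9 and 10 (bottom), by position from -3 to 13, where grey marks the box itself. All boxes are read on the + strand. FUL-SOC1 is brown and FUL-AG-SEP blue; in the top 100 differential regions (left) A or T at position -2 is 67% and 83%, and in all peaks (right) 72.8% and 79.6%.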

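The 5 probe fragments were placed on TAIR10 with the primer sequences in the supplementary tables. The SAUR10 probe lies on chromosome 2 from 7832476 to 7832575. Probe 2 lies on chromosome 1 from 28273437 to 28273536 and probe 3 on chromosome 3 from 19405000 to 19405099. Probe 4 lies on chromosome 4 from 12393701 to 12393803 and probe 5 on chromosome 5 from 7599741 to 7599840. All are 100 bp long except probe 4, which is 103 bp long.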

To prove that FUL-SOC1 and FUL-AG-SEP bind to different sites, we performed EMSA experiments with five distinct probe fragments selected from the DAP-seq. Both FUL-SOC1 and FUL-AG-SEP bound to the canonical *SAUR10* CArG-box probe (27) with similar affinity (Figure 1I), but only FUL-SOC1 was binding with high affinity to the ‘relaxed’ CArG-box sites present in probe fragments 2 and 3 (Figure 1J). 

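The SAUR10 probe is intergenic, upstream of SAUR10 (AT2G18010, on the + strand), and holds the exact box CCAAATATGG from 7832521 to 7832530. All 5 lists have a peak there, with a fold of 5.10 in FUL-SOC1 (0.890% of peaks higher), 5.31 in FUL-AG-SEP (2.11%), 6.58 in FUL-FUL, 3.36 in FUL-AG and 6.11 in FUL-SEP3. Probe 2 is intergenic, and a FUL-SOC1 peak from 28273288 to 28273542, 279 bp downstream of AT1G75350, covers it with a fold of 2.59, with 83.8% of FUL-SOC1 peaks higher. Its box, CCTAAAATAG from 28273482 to 28273491, differs from CC[A/T]6GG by G9A, counted from 1 at the 5′ end of the box, and stands in GGGCCTAAAATAGCCC with no A or T in the flanking 3 bp on either side. Probe 3 is in a coding exon of AT3G52330, under a FUL-SOC1 peak from 19404538 to 19405210 with a fold of 5.96, and only 0.103% of FUL-SOC1 peaks are higher. Its box, CCAAATAAGT from 19405045 to 19405054, differs by G10T and has 3 A or T among the 6 flanking bases. No other list has a peak on probe 2 or probe 3. A FUL-AG-SEP peak from 19404540 to 19404812 and a peak of each of the FUL-FUL, FUL-AG and FUL-SEP3 lists overlap the same FUL-SOC1 peak, but all of them end before probe 3. The EMSA signals themselves were not analysed here.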

Probe fragments 4 and 5 were amplified from loci that were specifically bound by FUL-AG-SEP in the DAP-seq, and each contains two CArG-boxes, which are spaced 3 and 18 bp apart, respectively (Figure 1K). 

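Probe 4 is at the 5′ end of WRKY53 (AT4G23810, - strand). Its locus has a peak in the FUL-AG-SEP list with a fold of 4.29 (10.6% of peaks higher), and in the FUL-FUL, FUL-AG and FUL-SEP3 lists with folds of 7.55, 3.87 and 3.68. Probe 5 is in an intron of RER1 (AT5G22790, - strand), under peaks of FUL-AG-SEP (fold 3.55, 27.6% of peaks higher), FUL-AG (fold 3.08) and FUL-SEP3 (fold 3.19), while the FUL-FUL list has none. No FUL-SOC1 peak lies within 5000 bp of either gene. Taking each box as 10 bp, 10 bp lie between the boxes of probe 4 and 24 bp between those of probe 5. Over all 200 bp windows with at least 2 boxes of at most 1 mismatch, 38.4% of the distances between box centres in FUL-SOC1 windows lay within 2 bp of a whole number of helical turns, against 46.7% in control windows (two-sided permutation test, p = 0.0187, Benjamini-Hochberg adjusted p = 0.0936 over 5 lists). Within 1 bp of a whole turn, the shares were 21.5% and 30.3% (permutation test, p = 0.00353, adjusted p = 0.0176). In FUL-AG-SEP windows the share within 2 bp was 43.2% against 40.6% (permutation test, p = 0.499). These tests treat pairs of boxes as independent, but 1789 FUL-SOC1 pairs came from 1129 windows. Distances in the same window are linked, so the p-values may be too small.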

One of the CArG-boxes in probe 4 is very similar to the FUL-AG-SEP-specific PWM, and this probe was indeed bound stronger by FUL-AG-SEP. 

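The boxes of probe 4 are CCAAAATAGA, from 12393756 to 12393765 in the 5′ UTR of WRKY53, and CTAAAAATGG, from 12393736 to 12393745 and read on the - strand. The latter box spans the border between a coding exon and the 5′ UTR. Counted from 1 at the 5′ end of each box, the boxes differ from CC[A/T]6GG by G10A and C2T. In TTCCCAAAATAGATTT and ATACTAAAAATGGAAG, 5 of the 6 flanking bases are A or T for each box. The probe's region ranks 39 among the 100 FUL-AG-SEP regions of the differential analysis.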

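The boxes of probe 5 are CTTAGAAAGG, from 7599804 to 7599813, and CCAAGAATAG, from 7599770 to 7599779, both read on the - strand and both in the intron of RER1. Each has 2 mismatches to CC[A/T]6GG, and in TTTCTTAGAAAGGAAA and ATACCAAGAATAGATT all 6 flanking bases are A or T. No site with at most 1 mismatch is present in the probe. Its region ranks 23 among the 100 FUL-AG-SEP regions of the differential analysis.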

The CArG-boxes in probe 5 each contain a C/G in the conserved A/T core of the box (see Figure 1K), which is generally considered to completely prevent binding (25,27). However, the EMSA shows that both FUL-SOC1 and FUL-AG-SEP are able to bind with similar affinity to this probe, probably supported by the perfect A/T extensions at both ends of the CArG-boxes. Thus, although the contribution of flanking A/T nucleotides has been shown before (25,26), it appears that these are particularly important for the binding of FUL-AG-SEP, while FUL-SOC1 binds generally with high affinity to various CArG-boxes, with less dependence on the flanking nucleotides. Nevertheless, its binding to disturbed CArG-boxes (with C/G in the A/T core) may be enabled by A/T extensions on both sites as well, as exemplified by probe 5. The discrepancy between the DAP-seq and EMSA results for probe 5 may be explained by differences in DNA shape between the genomic-based DAP-seq fragments and the PCR-based EMSA fragments, because DNA shape read-out has been shown to contribute to binding affinity as well (22,23,26). In conclusion, Arabidopsis FUL associates with different MADS-domain proteins and these MADS–domain complexes differ in their ability to bind distinct CArG-box motifs, which likely contributes to a differential target gene regulation and allows the specific FUL-complexes to execute their functions in flowering time regulation and fruit development.

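Flanking bases and position 1 were also compared in peaks of one list that overlap none of the other. The mean number of A or T bases among the 6 flanking bases differed by -0.461 (two-sided permutation test, p = 1e-05, the smallest possible), and all 6 were A or T in 9.61% and 23.0% of the peaks unique to FUL-SOC1 and FUL-AG-SEP. With the site chosen on positions 2 to 10, which turns a single outer mismatch onto position 1, C was found there in 20.7% and 27.9% of these peaks, a difference of -7.24 percentage points (two-sided Fisher's exact test, p = 8.514e-09). This choice does not separate mismatches at one end of the box from those at the other. From the motifs and the binding of the probes, the paper concludes that FUL complexes differ in their ability to bind distinct CArG-boxes, and proposes that this contributes to differential target gene regulation.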

### The tomato FUL proteins differ in their interaction patterns and function

Tomato contains four *FUL*-like genes, which result from two Solanaceae-specific duplication events, one in the euFULI-clade and one in the euFULII-clade (31). The four tomato FULs display functional divergence, which is reflected in their protein–protein interaction profiles (32). While the multifunctional tomato FUL2 has a broad interaction pattern, in agreement with its different functions during flowering, fruit development and fruit ripening (32,33), the subfunctionalized FUL1 and MBP20 display more specific profiles and the non-functionalizing MBP10 hardly interacts at all (32). Interestingly, FUL2 can interact with the tomato ortholog of AG, named TOMATO AG 1 (TAG1), while its paralog FUL1 cannot (32). On the other hand, both can interact with the tomato co-orthologs of SOC1, TOMATO MADS 3 (TM3) and SISTER OF TM3 (STM3) (32,62), suggesting that FUL1 has subfunctionalized despite its high protein similarity with FUL2 (Supplementary Figure S5). We confirmed that tomato FUL1 has subfunctionalized compared to Arabidopsis FUL by testing the protein–protein interaction capacity of the tomato FUL-like proteins against a set of known Arabidopsis FUL interactors (Figure 2A). In agreement with the results of the tomato interaction studies, FUL1 could not interact with AG and had a more limited number of interactors than FUL2, which could interact with AG, SEP3 and seven other proteins. Similarly, MBP20 had overall less interaction partners than FUL2 and could not interact with AG. FUL1, FUL2 and MBP20 could all strongly interact with SOC1, indicating that the polymorphisms in their amino acid sequences do not affect general interaction capacity. Interestingly, in the yeast two-hybrid assays, none of the tomato FUL-like proteins could homodimerize, while Arabidopsis FUL homodimerizes both in EMSA and yeast two-hybrid assays (Figures 1A and 2A).

**Figure 2.**
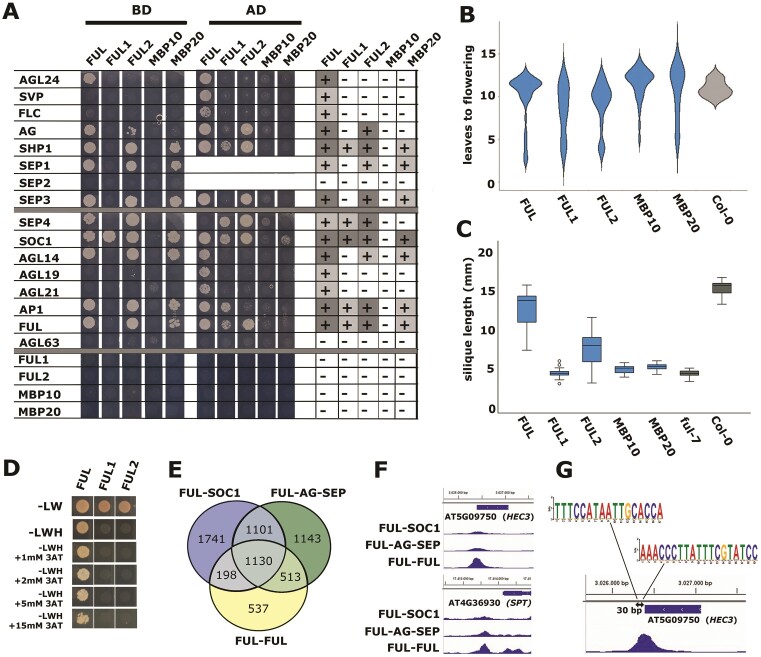
The FUL-like proteins have different protein–protein interaction patterns and differ in their ability to function in the Arabidopsis fruit. (**A**) Yeast two-hybrid experiment showing the physical interactions of the FUL-like proteins from tomato (FUL1, FUL2, MBP10, MBP20) and Arabidopsis (FUL) with a set of Arabidopsis MADS-domain proteins. The columns on the right summarize the data from both orientations (AD versus BD, BD versus AD). The screening was performed with 5mM 3-AT on -LWH plates. Because the fusion of the AD- or BD-domain to the N-terminus of the MADS-domain protein can affect interactions (e.g. (55)), we performed the screening in both orientations (indicated above panel A). SEP1-BD, and possibly also SEP2-BD, give autoactivation, and those were therefore only screened fused to the AD domain. In the case of SEP3-BD, a truncated version lacking the C-terminal end was used that does not display autoactivation. (56). (**B**) Violin plot showing the flowering time distribution of independent 35S:thFUL lines, measured as the number of leaves before flowering. For each construct, at least 30 transgenic lines were phenotyped. *x*-axis, FUL = 35S:FUL, FUL1 = 35S:FUL1, etc. (**C**) Box plots showing the silique length distribution of independent pFUL:thFUL:tFUL lines in the ful-7 mutant background. For each construct, at least 15 transgenic lines were phenotyped. *x*-axis: FUL = pFUL:FUL:tFUL, FUL1 = pFUL:FUL1:tFUL, etc. (**D**) Yeast two-hybrid to test the homodimerization of FUL, FUL1 and FUL2 at different concentrations of the competitor 3-AT. (**E**) Venn diagram showing the unique and overlapping significant targets (*P*< 0.05) of DAP-seq data sets from FUL-FUL, FUL-SOC1 and FUL-AG-SEP (each three replicates combined). (**F**) Genome browser snap shots of FUL-FUL, FUL-SOC1 or FUL-AG-SEP at the HEC3 and SPT loci. The *y*-axis indicates the normalized read counts based on the average of three replicates vs three input replicates. In the case of SPT, the *y*-axis ranges from [0–4], in the case of HEC3, this is [0–15]. (**G**) non-canonical CArG-boxes present under the HEC3 peak.

Given that the FUL–SOC1 complex in Arabidopsis regulates the transition to flowering, while the FUL–AG–SEP complex is involved in fruit development, we predicted that the tomato FUL2 protein would be able to largely complement the Arabidopsis *ful* mutant, while FUL1 and MBP20 would only be able to rescue the floral transition phenotype. To investigate this and thereby further test whether the subfunctionalized tomato *FUL*-like genes could be used to uncouple the functions of Arabidopsis *FUL*, we generated two types of transgenic lines. Because the flowering time phenotype of Arabidopsis *ful* mutants is mild (6), *35S:thFUL* lines were generated in the Col-0 background to get a clear read-out of the capacity to regulate flowering time (*thFUL*, tomato homolog of *FUL*, being *FUL1, FUL2*, *MBP10* or *MBP20*). Overexpression of *MBP20*, *FUL1*, *FUL2* and *FUL* in a WT background yielded transgenic lines with very early flowering, among lines with milder effects (Figure 2B), illustrating the capacity of these four genes to influence flowering time in a similar way in Arabidopsis.

In the second set of transgenic lines, the *ful-*7 (27) knock-out mutant was complemented with the tomato *FUL*-like genes and Arabidopsis FUL, each with the Arabidopsis *FUL* promoter and terminator (*pFUL:(th)FUL:tFUL*) to assess rescue of the mutant short silique phenotype (Figure 2C). Interestingly, Arabidopsis *FUL* was able to rescue the fruit phenotype almost completely, while *FUL2* was the only tomato co-ortholog that could partially rescue the phenotype. Complementation with *FUL1*, *MBP10* and *MBP20* resulted in siliques that were comparable to those of the *ful-7* mutant. Thus, the inability of FUL1 and MBP20 to interact with AG is probably impairing their function in the Arabidopsis fruit, while their function in flowering, linked to the interaction with SOC1, is similar to that of Arabidopsis FUL.

We questioned whether the difference between the complementation capacity of the FUL and FUL2 proteins could be explained by the fact that Arabidopsis FUL can form homodimers, while tomato FUL2 cannot. First, we confirmed that FUL2 cannot homodimerize even at very low concentrations of the competitive inhibitor 3-amino-1,2,4-triazole (3-AT) (Figure 2D and Supplementary Figure S6). 

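The FUL-FUL mixture held FUL as its only protein, with 3 replicates combined and processed as for the other complexes. Its list holds 2590 peaks, 2572 of them nuclear and 18 mitochondrial, with a median width of 264.5 bp (187 to 705 bp). The median fold enrichment is 3.95 and the maximum 14.7, and the lowest -log10 p is 3.52. The highest peak lies on chromosome 2 from 17311498 to 17311910, 2502 bp upstream of CKX1 (AT2G41510). The next highest are in an intron of COAD (AT2G18250, fold 14.5) and near AT3G43526 (fold 14.1). An exact CC[A/T]6GG box lies in 20.4% of the FUL-FUL windows and in 0.894% of the control windows (odds ratio 28.4, two-sided Fisher's exact test, p = 1.438e-136).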

To further investigate whether the FUL–FUL complex could be involved in silique development in addition to FUL-AG-SEP, we performed the DAP-seq experiment also with FUL-FUL. This yielded 2589 significantly enriched loci (*P*< 0.05), of which a large number was shared with the other complexes (Figure 2E). 

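Of the 2590 FUL-FUL peaks, 2585 have P below 0.0001. An overlap with a FUL-SOC1 peak was found for 1230 (47.5%, 95% Wilson interval 45.6% to 49.4%) and with a FUL-AG-SEP peak for 1660 (64.1%, 62.2% to 65.9%). Either complex had a peak at 1862 of them (71.9%, 70.1% to 73.6%). Random placement gave means of 68.8, 65.1 and 126.0 (random-placement permutation test, one-sided p = 0.001 each, the smallest that 1000 placements can give). Both complexes shared 1028 FUL-FUL peaks (39.7%), FUL-SOC1 alone shared 202 (7.80%) and FUL-AG-SEP alone shared 632 (24.4%). The alternative that moved the share most took the 1000 peaks with the smallest p in each list, and 50.4% of these FUL-FUL peaks were then in either of the other two. By target genes, 1085 of the 2443 FUL-FUL targets were targets of both complexes, 204 of FUL-SOC1 only and 564 of FUL-AG-SEP only.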

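There were 728 FUL-FUL peaks (28.1%) that overlapped neither a FUL-SOC1 nor a FUL-AG-SEP peak. Their mean percentile by fold enrichment within the FUL-FUL list was 40.0, against 56.0 for peaks shared with both complexes, 35.8 for those shared with FUL-SOC1 alone and 56.4 for those shared with FUL-AG-SEP alone. Their median fold was 3.59, against 4.31, 3.44 and 4.28. By target genes, 590 FUL-FUL targets were targets of neither complex, 510 when only protein-coding genes were used and 568 when only peaks within 3 kb of a transcription start were used.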

Interestingly, a set of 537 loci was significantly bound by FUL-FUL but not significantly by FUL-SOC1 or FUL-AG-SEP. 

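HEC3 (AT5G09750) lies on chromosome 5 from 3026109 to 3027114 on the - strand, with its coding sequence from 3026401 to 3027075. The FUL-FUL peak from 3026206 to 3026640 has its summit at 3026387 in the 3′ UTR, with a fold of 12.7 and a -log10 p of 92.3, and only 0.309% of FUL-FUL peaks are higher. The other lists also have a peak with its summit in this 3′ UTR. The FUL-SOC1 peak from 3026227 to 3026515 has a fold of 3.57 and a -log10 p of 11.5, with 19.5% of FUL-SOC1 peaks higher. The FUL-AG-SEP peak from 3026215 to 3026552 has a fold of 4.83 and a -log10 p of 19.7, with 4.40% of FUL-AG-SEP peaks higher. The FUL-AG and FUL-SEP3 peaks have folds of 5.47 and 6.65, with 1.97% and 2.73% of their lists higher. Which genes are expressed differently in the ful mutant silique was not analysed here.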

Overlapping this list with differentially expressed genes in the *ful* mutant silique (18) led to the discovery of the carpel development gene HECATE 3 (HEC3) as a prominent target of the FUL-FUL homodimer (Figure 2F). Also, SPATULA (SPT), an interaction partner of HECs during carpel development, was more prominently bound by the FUL homodimer than by FUL-SOC1 or FUL-AG-SEP (Figure 2F). 

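SPT (AT4G36930) lies on chromosome 4 from 17414083 to 17416386 on the + strand. FUL-FUL has a peak from 17413496 to 17413724, 359 bp upstream of the gene, with a fold of 3.95 and 48.2% of FUL-FUL peaks higher, and no other list has a peak there. In an intron of SPT, FUL-FUL has a peak from 17415023 to 17415342 (fold 3.31, 73.1% of FUL-FUL peaks higher), FUL-SOC1 a peak from 17415032 to 17415291 (fold 3.24, 36.3% of FUL-SOC1 peaks higher) and FUL-AG a peak with a fold of 3.45. FUL-AG-SEP has no peak in the gene. Its nearest one, from 17409218 to 17409779, lies 4304 bp upstream with a fold of 3.15 and holds the exact box CCAAATTAGG from 17409456 to 17409465, and FUL-SOC1 and FUL-AG also have a peak there. The paper's own stricter list names SPT for FUL-AG-SEP and FUL-AG, but not for FUL-FUL or FUL-SOC1. HEC1 (AT5G67060), on chromosome 5 from 26765992 to 26767257, has an upstream peak in all 5 lists, with a fold of 5.01 in FUL-FUL, 3.77 in FUL-SOC1 and 3.62 in FUL-AG-SEP, and 26.4%, 13.4% and 25.5% of the respective lists higher. HEC2 (AT3G50330), on chromosome 3 from 18656955 to 18658377, has a FUL-FUL peak 3281 bp upstream with a fold of 3.86 and 51.5% of FUL-FUL peaks higher, at the box CCAAATAAGG from 18661748 to 18661757. At the same box lie peaks of FUL-AG-SEP, FUL-AG and FUL-SEP3, with 29.5%, 72.3% and 8.42% of their lists higher, and the only FUL-SOC1 peak within 5000 bp of HEC2, from 18655579 to 18656154, lies on the other side of the gene.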

SPT and HEC1-3 function together to regulate carpel fusion and gynoecium development (63), and the results thus indicate that FUL homodimerization may be important for silique development. 

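The boxes shown for HEC3 are CCTTATTTCG, from 3026294 to 3026303 on chromosome 5, and CCATAATTGC, from 3026333 to 3026342. Both lie in the 3′ UTR and differ from CC[A/T]6GG by G9C and G10C, counted from 1 at the 5′ end of each box. They stand in the sequence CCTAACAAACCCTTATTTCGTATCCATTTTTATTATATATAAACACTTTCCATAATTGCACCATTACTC, from 3026284 to 3026352, with 29 bp between them. The summit of the FUL-FUL peak lies 45 bp from the nearer box. Of the 6 flanking bases, 5 are A or T for CCTTATTTCG and 4 for CCATAATTGC.

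**Figure D4:**
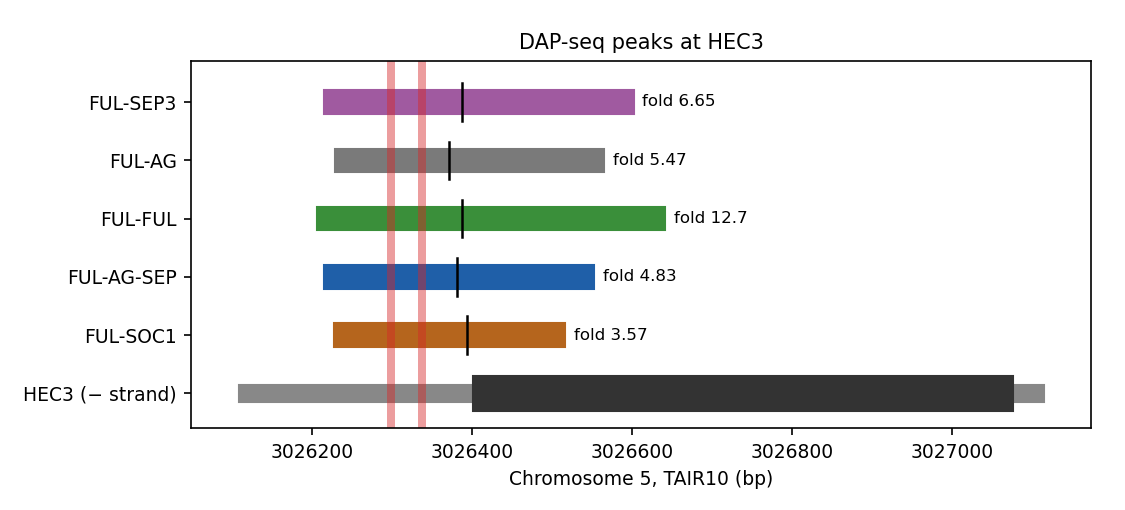
HEC3 on chromosome 5 of TAIR10, in bp, with the coding sequence as the thick black bar and the UTRs in grey, and the peaks of the 5 lists as coloured bars with the summit as a black line and the fold enrichment beside it. Red bands mark the CArG-boxes CCTTATTTCG and CCATAATTGC; all 5 peaks cover both boxes, and the fold, which is set by each list's own background, is 12.7 in the FUL-FUL list.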

We investigated the nature of the CArG-box in the sequence under the HEC3 peak and discovered that it harbors two atypical CArG-boxes at 30 bp distance of each other, which contain instead of the canonical CArG-box (CC[A/T]_6_GG), CC[A/T]_6_CG or CC[A/T]_6_GC (Figure 2G). Thus, it seems that FUL-FUL is able to bind to divergent CArG-boxes that are hardly bound by FUL-SOC1 or FUL-AG-SEP. This property may render the homodimer indispensable for Arabidopsis silique development. 

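Boxes of the form CC[A/T]6CG or CC[A/T]6GC were then counted in all FUL-FUL peaks. They lie in 42 of the 725 nuclear peaks without a FUL-SOC1 or FUL-AG-SEP partner (5.79%, 95% Wilson interval 4.31% to 7.74%) and in 124 of the 1847 shared peaks (6.71%, 5.66% to 7.95%). The shares differed by less than counting error (odds ratio 0.854, two-sided Fisher's exact test, p = 0.423). The HEC3 peak is among the shared peaks, since the FUL-SOC1 and FUL-AG-SEP lists hold a peak there. The split uses only the presence of a peak, so it cannot show whether the other complexes bind these boxes more weakly. Control windows held such boxes in 3.17% and 3.41% of cases, and over all FUL-FUL peaks the boxes were more frequent than in control windows (odds ratio 1.99, p = 2.707e-07 in the same exact test). An exact CC[A/T]6GG box lies in 117 of the peaks without a partner (16.1%) and in 407 of the shared peaks (22.0%), an odds ratio of 0.681 (Fisher's exact test, p = 7.388e-04). From the atypical boxes under the HEC3 peak, the paper proposes that FUL-FUL can bind divergent CArG-boxes that FUL-SOC1 and FUL-AG-SEP hardly bind.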

Overall, our data indicate that FUL’s silique function depends both on homodimer formation and on interaction with AG-SEP, and that uncoupling of the flowering and fruit functions is possible if amino acid motif(s) can be identified that result in loss of interaction with AG/SEP and/or homodimerization, while retaining the interaction with SOC1.

### The loss of tomato FUL1 interaction with TAG1/AG is caused by a 2-aa polymorphism

We reasoned that identification of the amino acids causal for the different interaction capacities of FUL1 and FUL2 (i.e. with AG/SEP3) may be relatively easy, given the high sequence similarity between FUL1 and FUL2 (Supplementary Figure S5). Because the intervening (I) domain of MIKC-type proteins is important for protein–protein interaction specificity (Figure 3A) (64,65), we swapped protein domains in FUL1 and FUL2 and assessed the effect on the interactions with TM3, TM29 and TAG1, tomato homologs of SOC1, SEP3 and AG, respectively (Figure 3B, C). First, we confirmed that the I-region was determinant for the observed interaction pattern (constructs C1-C4). Then, we swapped smaller motifs ranging from one to six amino acids, based on sequence divergence between FUL1 and FUL2 (Supplementary Figure S5, Figure 3B; constructs C5-C9), and discovered that a 2-amino acid motif at the border of the M- and I domains (Figure 3C) is required for the interaction with TAG1. This motif is positioned at amino acids 58 and 59 and contains in FUL1 an alanine and asparagine (AN), while it consists of a serine and threonine (ST) in FUL2. FUL1 acquires the ability to interact with TAG1 if only AN is swapped for ST (Figure 3B, C).

**Figure 3.**
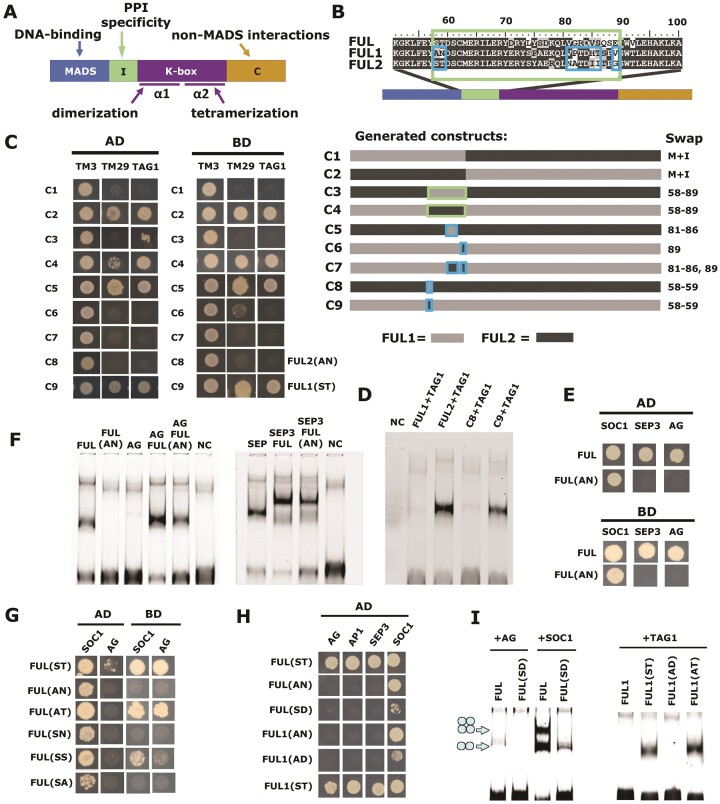
The loss of tomato FUL1 interaction with TAG1/AG is caused by a 2-aa polymorphism in the I-domain. (**A**) Schematic representation of the structure of MADS-domain TFs. (**B**) Schematic representation of the different constructs that were generated. The large box indicates the entire I-domain; smaller boxes inside indicate divergent motifs within the I-domain that have been swapped. (**C**) Yeast two-hybrid results of baits containing the different constructs with preys of TM3, TM29 or TAG1 (left) or vice versa (right). (**D**) EMSA showing that swapping of the AN/ST polymorphism results in a gain or loss of binding to a CArG-box containing probe, probably caused by gain/loss of interaction with TAG1. (**E**) Yeast two-hybrid results showing that also Arabidopsis FUL loses its interaction with AG if ST is changed for AN at positions 58–59. (**F**) EMSA results showing that homodimers and heterodimers of FUL(AN) bind less strongly or not at all (Supplementary Figure S6) to a CArG-box containing probe. NC = negative control (probe with only TNT reaction mixture added). (**G, H**) Yeast two-hybrid data showing the interaction of modified FUL proteins with SOC1, AG, AP1 and SEP3. (**I**) EMSA to test the capacity of different FUL and FUL1 versions to interact with AG, SOC1 or TAG1, and bind to a CArG-box containing probe.

To confirm these results, we performed an EMSA experiment with *in vitro* produced FUL1, FUL2, C8 (FUL1(ST)), C9 (FUL2(AN)) and TAG1 (Figure 3D). Also here, FUL1(ST) acquired the ability to interact with TAG1, while FUL2(AN) lost this ability. Next, we investigated whether changing the corresponding amino acids in Arabidopsis FUL would exert the same effect and abolish the interaction of FUL with AG and SEP3, while retaining the interaction with SOC1. FUL(AN) retained the interaction with SOC1, but lost the interaction with SEP3 and AG (Figure 3E). An EMSA showed similar results, although weak interaction of FUL(AN) with AG and/or SEP3 was observed in some EMSAs (Figure 3F), but not in others (Supplementary Figures S6 and S7). To determine whether Ser58 and Thr59 contributed equally to the interaction with AG, we performed yeast two-hybrid experiments with FUL(ST) (wild type), FUL(AN), FUL(AT), FUL(SN), FUL(SS) or FUL(SA) (Figure 3G and Supplementary Figure S8). Interestingly, the interaction with AG was only retained if Thr59 was present, regardless of whether there was an A or S at position 58. However, Ser58 contributes to the interaction strength, as yeast growth was less for FUL(AT) compared to FUL(ST). Similarly, tomato FUL1(AT) was perfectly capable of interacting with AG, AP1 and SEP3, similar to FUL1(ST) (Figure 3H), but yeast growth was less for the interaction with AG (Supplementary Figure S8). Testing the different FUL combinations against a larger set of Arabidopsis MADS-domain proteins also revealed a major difference between FUL(SA)/FUL(SN) and FUL(SS), where only the latter can interact with many Arabidopsis MADS-domain proteins, similar to FUL(AT/ST) (Supplementary Figures S9 and S10). Thus, while FUL(SS) specifically loses the interaction with AG, it retains the interaction with many others.

The discovery that it is important to have a Thr or Ser at position 59 made us hypothesize that phosphorylation may be involved. To test this, we designed phosphomimetic versions of FUL and FUL1, in which an aspartic acid (Asp; D) was introduced at position 59 instead of Thr or Asn, respectively, to mimic phosphorylated Thr (66). However, this resulted in a dramatic loss of overall interaction capacity, including the interaction with SOC1, which was highly reduced (Figure 3H and Supplementary Figure S8). EMSA experiments also showed that FUL and FUL1 are unable to interact with (tomato) AG if Thr59 is replaced by Asp59, and that the interaction with SOC1 is weakened (Figure 3I), thus not providing evidence for involvement of phosphorylation. These results are in line with data from Mengler et al. (67), who did not detect phosphorylated sites in FUL. Thus, Thr59 is crucial for the interactions of FUL with its MADS-domain partners, except for the interaction with SOC1, which tolerates other residues at position 59. Thr59 can be replaced by Ser59 but that results in the specific loss of AG interaction.

### The biological activity of FUL in the silique is reduced if interaction with AG/SEP is compromised

To test both the effect of loss and gain of interaction with AG/SEP on the biological role of FUL in the silique, we transformed the Arabidopsis *ful-7* mutant with pFUL:FUL(AN):tFUL, pFUL:FUL1(ST):tFUL and pFUL:FUL2(AN):tFUL, measured the average silique lengths of independent transgenic lines (>15 per construct) and compared the results with the corresponding pFUL:(th)FUL:tFUL lines. In line with our expectations, swapping ST to AN at positions 58–59 in both FUL and FUL2 reduced the overall capacity to complement the *ful-7* silique phenotype while introducing ST in FUL1 instead of AN enhanced it (Figure 4A). However, the phenotypic variation for the different independent transgenic lines was considerable, complicating statistical analysis. Only the difference between the transgenic lines with pFUL:FUL:tFUL and the corresponding pFUL:FUL(AN):tFUL lines was statistically significant. Because complementation capacity depends on transgene expression, we determined for each transgenic line the expression levels at stage 12–16 siliques (44) for at least eight lines and linked these to the observed complementation phenotypes (Figure 4B). For each combination (FUL versus FUL(AN), FUL1 versus FUL1(ST), FUL2 versus FUL2(AN), constructs that encoded proteins with Ser58 Thr59 showed a steeper slope and better correlation between expression level and complementation capacity, indicating a higher functionality of these proteins in the silique. Remarkably, FUL1 and FUL2(AN) lines could complement *ful* siliques to a much lesser extent than Arabidopsis FUL(AN), although FUL(AN) and FUL2(AN) show a similar loss of interaction with AG-SEP and loss of homodimerization *in vitro* (Figure 3C–H and Supplementary Figures S6 and S7). To test whether minor differences exist between FUL(AN) and tomato FUL2(AN)/FUL1 in their capacity to interact with AG-SEP or to homodimerize, we performed yeast two-hybrid experiments at different concentrations of the competitive inhibitor 3-amino-1,2,4-triazole (3-AT) and performed additional EMSA experiments (Supplementary Figures S11 and S12). In the yeast experiments, FUL(AN) failed to interact with FUL or FUL(AN), SEP, and AG, even at low concentrations of 3-AT, similar to FUL2(AN), suggesting that the loss of interaction is equally strong for both proteins (Supplementary Figure S11). In EMSA, however, we did observe a more intense shift for FUL(AN)-AG compared to FUL2(AN)-AG (Supplementary Figure S12), suggesting that, depending on the conditions and/or the presence of DNA, FUL(AN) may have a better capacity to interact with other MADS-domain proteins than FUL2(AN) or FUL1(ST), which may explain its better functionality in the silique. Taken together, we show here that it is possible to biologically uncouple the functions of a multifunctional TF by modifying amino acids involved in specific protein–protein interactions, but biological complexity makes the interpretation *in planta* less straightforward. Nevertheless, the mild effect observed here could be very relevant in agriculture, for example in preventing pod shattering in Brassica (68) without affecting flowering time.

**Figure 4.**
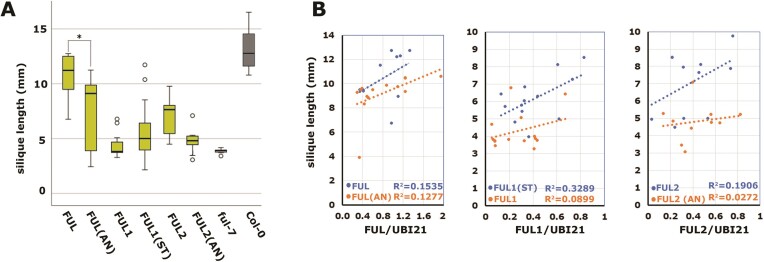
The biological activity of FUL, FUL1 and FUL2 depends on their interaction capacity. (**A**) Average silique lengths of the different pFUL:(th)FUL:tFUL transgenic lines in the *ful-7* mutant background. Each bar represents the data of at least 15 different transgenic lines. FUL is pFUL:FUL:tFUL, FUL(AN) is pFUL:FUL(AN):tFUL, etc. The two bars at the right indicate the wild-type and *ful* mutant controls. The asterisk indicates a significant difference between FUL(AN) and FUL lines (*P*< 0.01), as determined with one-way ANOVA followed by Tukey's post-hoc test. For this experiment, the seedlings were first selected on plates and then transferred to rockwool, resulting in plants with slightly smaller siliques compared to the experiment shown in Figure 2C. (**B**) Scatter plots showing the relationship between silique length (*y*-axis) and relative expression level (*x*-axis; ddCt (th)FUL/ddCtUBI21) for a subset of the same transgenic lines indicated in (**A**). The coefficient of determination (R2) is also included for each linear trendline. For each transgene combination, the orange dots and corresponding lower line depict the transgenic lines with Ala58 Asn59, while the blue dots and corresponding upper line depicts the transgenic lines with Ser58 Thr59.

### The identified polymorphism is more widely important for specificity of MADS-domain protein–protein interactions

The polymorphism important for FUL interaction specificity (Ser58Thr59/Ala58Asn59) is located at the border of the M- and I- domains, a region previously associated with MADS-MADS dimerization specificity (65). To evaluate the general importance of this region for interaction specificity, we searched for motifs in the I-domain that were either generally conserved, or clade specific. The I-regions were extracted from a total of 11966 MIKC-type protein sequences from 1006 different plant species and motif mining and counting were conducted using MEME (48) and FIMO (49). A list of 18 motifs was identified, which were mostly clade or lineage specific (Supplementary Figure S13). Interestingly, the most abundant, generally conserved motif includes positions 58 and 59 at the start (Figure 5A). Two Ser residues are most common at these positions, but several alternative residues occur at relatively high frequencies, including Ala58 and Asn59. Several other residues in the motif, such as Met62, Glu67, Arg68 and Tyr69 (exact position dependent on protein) stand out as highly conserved. To obtain a structural explanation for the putative general importance of this motif for protein–protein interaction specificity, predictions of homo- and heterodimers for different combinations of FUL, AG, SEP3, FUL1, FUL2, TAG1 and TM3 were performed using Alphafold2 (AF2) (69). In addition, we calculated buried surface area and free energy of the resulting structures using PISA (54) (Supplementary Figure S14). The predicted structures are consistent with experimentally determined structures of the SEP3 DNA-binding domain (64) and the K-domain of SEP3 and SEP3-AG (70–72). Free energy calculations predicted that FUL, AG, TM3, FUL1 and FUL2 homodimers were less stable than heterodimers, whereas SOC1 homodimer scores are higher, consistent with its stable homodimerization formation. Residues 58–59 (AN/ST) are located in a lower probability flexible region between the C-terminal beta strand of the MADS domain and the N-terminal alpha helix of the I-domain and are not predicted to make direct contacts with the partner monomer at the dimerization interface (Figure 5B). This suggests that more subtle allosteric effects, which are poorly predicted by AF2 models, are important to confer dimerization specificity.

**Figure 5.**
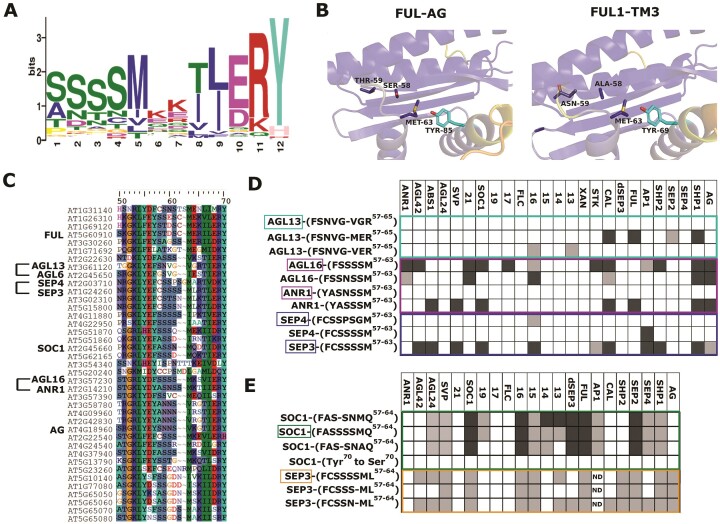
The identified polymorphism is more widely important for specificity of MADS-domain protein–protein interactions. (**A**) Most abundant motif in the I-region, identified by MEME based on 11966 MIKC-type proteins. Positions 1 and 2 of the sequence logo correspond to amino acid positions 58 and 59 in the MADS-domain proteins (**B**) Representative Alphafold2 dimers for FUL-AG and FUL1-TM3 showing the location of the AN and ST residues important for dimerization specificity. The proteins are color-coded by probability, from blue (higher probability) to yellow (lower probability). The residues lie in the loop between the M- and I-domains and do not directly contribute to the dimerization interface. Methionine and tyrosine residues putatively important for dimerization stability and/or specificity are shown, with the partner monomer tyrosine residue colored in cyan. Residues are shown as sticks, labeled and color-coded by atom. (**C**) Alignment of Arabidopsis MADS-domain TFs, showing the part of the protein that contains the identified motif. Proteins that were used to test the importance of the motif are indicated. (**D, E**) Constructs generated to test the Met63/Tyr70/loop hypothesis. The protein names indicated in boxes represent the wild-type sequence motifs; the others are swaps or modifications. Each column indicates a MADS-domain protein against which interaction was tested with yeast two-hybrid. See for details Supplementary Figures S18–S23. A dark box represents interactions in both directions (AD versus BD and BD versus AD); light boxes interactions in only one direction; white boxes no interaction; ND = not determined. The SEP3 constructs in (**E**) were only tested in one direction because of autoactivation of BD-SEP3. Where the non-mutated SEP3 was used, we made use of a dSEP3 version, which lacks part of the C-terminus and does not exhibit autoactivation. Number 21 indicates AGL21; 19 indicates AGL19, etc. XAN=AGL12(XAL1).

In the I-domain dimerization helix, the main interaction between the two monomers of a dimer pair is formed between Tyr70 (monomer A) and Met63 (monomer B). This is a favorable methionine–aromatic interaction, conserved in all interaction partners, except for AG. Figure 5B shows that Thr59 is not directly affecting the Met-Tyr pair, thus not providing an easy explanation for its effect on dimerization specificity. Positions 58–59 are in a loop region adjacent to the dimerization helix (positions 58–62, neighboring Met63). Given the difficulty to predict the structure of loop regions, we hypothesize that amino acid changes in the loop may have subtle impact on the Met–Tyr interaction at the dimer interface, thereby destabilizing/stabilizing this interaction and allowing only specific interactions. The fact that AG has Ala63 instead of Met63 may explain why FUL-AG requires Thr59, while the other interactions also tolerate Ser59. Interestingly, SOC1 has a different loop sequence, which is one amino acid shorter, and may act as a compensation mechanism for the Thr59/Asn59 FUL mutation, stabilizing the dimer interface through a more rigid loop or a different loop conformation. As AF2 structural predictions do not yet allow unambiguous computational predictions of dimerization specificity and interaction patterns for the MADS-domain TFs, we set off to experimentally test the loop-Met-Tyr hypothesis. Within the Arabidopsis MIKC-type proteins, we selected paralogs/close homologs with diverged loop residues and different interaction profiles (55): AGL16/ANR1, AGL16/AGL13 and SEP3/SEP4 (Figure 5C). Constructs were designed in which one or a few amino acids were swapped with that of the close homolog (Figure 5D and Supplementary Figures S15–S17). In the case of the AGL16/ANR1 pair, swapping amino acids drastically changed the interaction capacity, with ANR1 gaining many interactions, while AGL16 lost most of them. A gain of interactions was also observed for the mutated AGL13 protein, in particular when also Met63 was introduced instead of Val63. Only SEP4 did not display any additional interactions upon introduction of amino acids from the SEP3 loop, but this may not be surprising given the high number of amino acid differences between the SEP3 and SEP4 K-domains (Supplementary Figure S17).

To further test loop length and Met63 and Tyr70 importance, we generated additional mutation constructs with changes in the SEP3 and SOC1 proteins (Supplementary Figures S18–S19). Extending the loop in SOC1 by one amino acid (Ser60) clearly had an effect on several specific interactions, with a loss of interaction of BD-SOC1_S59-62 with AD-AGL13 and AD-AGL14, and weakening of the interaction with AD-SEP2. Interestingly, a version of SOC1 with regular short loop length, but Ala63 instead of Met63, affected the same interactions, with an additional loss of the interaction of AD-SOC1_Ala63 with AGL19 (Figure 5E and Supplementary Figures S19–S23). Thus, it seems that either extending loop length or replacing Met63 results in reduced interaction affinities with a specific subset of SOC1 interactors. The most drastic effect on interaction capacity was obtained by changing Tyr70 to Ser70 in SOC1. This abolished practically all interactions, indicating that Tyr70 is indeed a crucial residue for the MADS-domain protein dimerization (Figure 5E). We constructed two different SEP3 versions to test whether shortening of the loop in SEP3 could conversely lead to gains in interaction, and observed additional interactions of AD-SEP3_S59S60N61 (representing the exact same loop sequence as in SOC1) with BD-SEP3, BD-SEP4 and BD-CAL. However, the clone AD-SEP3_S59S60S61 did not gain these interactions, but rather lost a few, suggesting that the Asn61 in SOC1 is important in addition to the short loop (Figure 5E and Supplementary Figures S19–S23).

Altogether, we used here the tomato subfunctionalized co-orthologs FUL1 and FUL2 to pinpoint residues that are crucial for protein–protein interaction specificity, and by investigating these further, we identified a protein motif that is widely important for the protein–protein interaction specificity of MADS-domain proteins. The stabilization of the Met–Tyr interaction at the dimer interface depends on the composition of the adjacent loop, which allows for only a few specific, or many dimerization partners.

## Discussion

Here, we used the tomato FUL co-orthologs FUL1 and FUL2, which have, to some extent, subfunctionalized to gain insight into the different functions of Arabidopsis FUL on the protein level. We discovered that depending on the tissue-specific complexes formed by FUL in the inflorescence or silique, there are differences in the target gene sets to which FUL is binding. By linking a polymorphism in the tomato FUL1 and FUL2 sequences to variation in their interaction patterns, we identified a 2-amino acid motif that determines the ability to interact with AG and SEP, while it did not affect interactions with SOC1. By identifying this motif, we gained additional evidence that the most important region for MADS–MADS interaction specificity is the I-domain, as was previously suggested (63,64), and formulated a hypothesis on how the motif, located at the border of the M- and I-domains, may structurally influence interaction affinity. We showed that the motif is also important for several other MADS–MADS interactions, but it is not the only determinant of specificity. Thus, further studies will have to add pieces to the puzzle to get to a more comprehensive understanding of the determinants of interaction specificity. Modifying the two-amino acid motif in the multifunctional Arabidopsis FUL protein specifically reduced its functionality in the fruit, thereby allowing, at least partially, a specific functional modification *in planta*. However, the biological effect was milder than expected based on the *in vitro* experiments, illustrating that translation of *in vitro* results to the complex *in planta* situation is still a challenge. Nevertheless, quantitative differences, even relatively modest ones, are desired in crop breeding, and modifications in promoter regions have been successfully used to achieve desired quantitative effects (15,16). The ability to dissect functions at the protein level can additionally be highly valuable and represents a feasible method for applying protein engineering for crop improvement.

In addition to developing a new approach, the uncoupling of FUL’s inflorescence and silique functions also provided novel insights into complex-specific target gene regulation. Multifunctional proteins such as Arabidopsis FUL have a broad expression pattern and can interact with a plethora of other proteins to fulfil their functions in different plant tissues. However, within the context of each cell type, only a subset of interaction partners is present and, dependent on the cell-specific complexes that can be formed, different sets of target genes are regulated. That MADS-domain proteins regulate different target gene sets based on the cell-type specific complexes is the basis of the well-known ABCE-model of floral organ development, but it is still far from understood how this differentiation in target gene sets is achieved, given that all MADS-domain proteins bind CArG-boxes (20,73,74). Recent insights suggest that the CC and GG nucleotides in the CArG-box are essential for optimal contact between dimer and DNA in the major groove, while the A-tract in the middle of the sequence determines minor groove width, which is also determinant for MADS protein binding (22,23). It has been shown that SEP3 binds DNA with an A-tract and narrow minor groove with higher affinity, a feature that depends on a highly conserved arginine residue at the N-terminus of MADS-domain proteins, which extends into the minor groove (22). The fact that AG does not have this arginine may suggest that it has other DNA shape requirements. The importance of the additional A/T-stretches 5′ and 3′ of the canonical CArG-box for AG binding (Figure 1H), may be related to this. In addition to DNA base- and shape readout, the affinity for tetramers to bind two CArG-boxes likely depends on their orientation and distance from each other (22–24). Finally, the recruitment of complex-specific co-factors can affect DNA binding and target gene regulation. *In planta* pull-down of MADS–domain complexes showed that several co-factors, including co-repressors/activators and chromatin remodelers, are likely associated with MADS–domain complexes (17). Much is yet unknown about the function(s) of the much more variable C-terminal domain of MADS-domain proteins. It is not involved in DNA-binding, but likely interacts with a variety of co-factors for specific activation or repression of target gene expression, thereby contributing to complex-specific regulation (23,74). Possibly, the better functionality of Arabidopsis FUL in the silique compared to tomato FUL2 may also be caused by C-terminal-mediated-specific interactions (in addition to its ability to homodimerize). In conclusion, the target gene specificity of different MADS–domain complexes depends on a combination of features, and our DAP-seq approach has shed more light on complex-specific variation in the DNA binding motifs, which contribute to base and shape readout.

While most target genes are overlapping between the FUL–FUL, FUL–SOC1 and FUL–AG–SEP complexes, it may be the specific targets that determine tissue specification, probably *in planta* depending on interaction affinities and level of expression. For example, in the Arabidopsis meristem, SOC1 is higher expressed than FUL upon the transition to flowering (TraVa database (75)) and given the very stable FUL–SOC1 complex (Figure 1A and Supplementary Figure S7), a FUL–FUL complex may not exist in this tissue. However, *SOC1* is not expressed in the gynoecium/silique, and it is probably the FUL–FUL complex, present in the center of the floral meristem from stage three onwards (76), which specifically represses the *SPT/HEC* genes at a certain stage where other high-affinity interactors (e.g. SEP3) are less abundant. The patterning of the Arabidopsis silique is tightly regulated to ensure the development of a dehiscence zone (77,78), but the tomato fruit does not need to be patterned, as shattering does not take place to release the seeds. The inability of tomato FUL1 and FUL2 to homodimerize may well be correlated with this lost requirement for patterning. Tomato FUL2 does have an early function in fruit growth however, while FUL1 does not (33). This function of FUL2 may depend on its interaction with TAG1, which is expressed at this stage (Tomato Expression Atlas (79)), while FUL1 becomes only expressed later during the onset of fruit ripening, in line with its inability to interact with TAG1. Interestingly, FUL1 and FUL2 both interact with the SEP3 ortholog RIPENING INHIBITOR (RIN) during the onset of fruit ripening (80), while FUL1 is not able to interact with Arabidopsis SEP3. Thus, co-evolution of FUL1 and RIN ensured their specific interactions, and FUL1 has less subfunctionalized than would be expected based on the heterologous experiments in Arabidopsis. Linking protein sequence divergence of MADS-domain proteins to divergence in protein–protein interaction profiles and functional traits is still a challenge, but our discovery of the Met/Tyr/loop-motif as a more general actor in MADS-domain protein–protein interaction specificity will facilitate future attempts for the MADS-domain family.

## Supplementary Material

gkae963_Supplemental_Files

## Data Availability

The DAP-seq data have been deposited in the GEO database under accession GSE263113.

# Supplementary material for: Uncoupling FRUITFULL’s functions through modification of a protein motif identified by co-ortholog analysis
**Source:** Nucleic Acids Res. 2024 Oct 30;52(21):13290–304. doi: 10.1093/nar/gkae963
**Supplement:** gkae963_Supplemental_Files

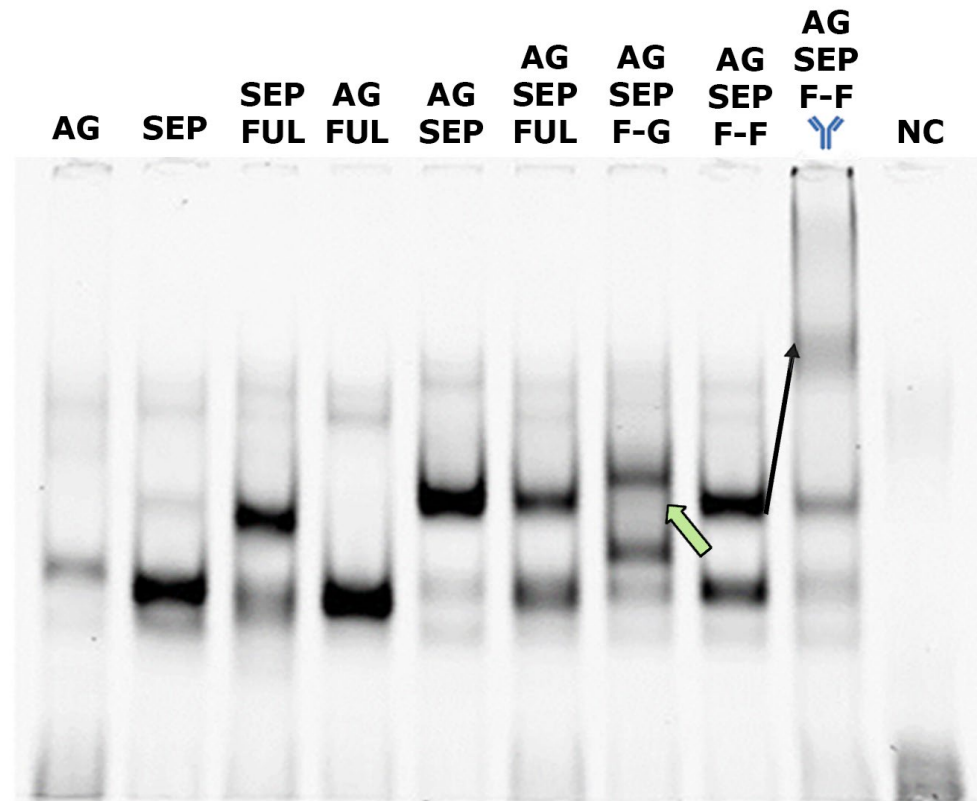

**Figure S1.** EMSA using the SAUR10 probe with a single canonical CArG-box (27) and different combinations of the FUL, SEP3 and AG proteins. The blue Y indicates the addition of the FLAG antibody, the green arrow indicates the increased size of the FUL-GFP complexes (mainly FUL-AG and FUL-AG-SEP3); the black arrow shows the shifted complexes that contain FUL-linker-FLAG. Abbreviations: SOC, SOC1; SEP, SEP3; F-G, FUL-linker-GFP; F-F, FUL-linker-FLAG; NC, negative control (probe with only TNT reaction mixture)

GO biological processes, FDR P < 0.05

|                                                         | Arabidopsis thaliana (REF) |     | upload_1 (▼Hierarchy_NEWUI ⓘ) |                 |     |             |          |
|---------------------------------------------------------|----------------------------|-----|-------------------------------|-----------------|-----|-------------|----------|
| GO biological process complete                          | #                          | #   | expected                      | Fold Enrichment | +/- | raw P value | FDR      |
| transmitting tissue development                         | 4                          | 3   | .25                           | 12.21           | +   | 8.83E-04    | 5.00E-02 |
| ↳floral whorl development                               | 219                        | 30  | 13.45                         | 2.23            | +   | 4.61E-05    | 4.82E-03 |
| ↳flower development                                     | 378                        | 46  | 23.22                         | 1.98            | +   | 1.12E-05    | 1.73E-03 |
| ↳reproductive shoot system development                  | 396                        | 46  | 24.33                         | 1.89            | +   | 3.21E-05    | 3.56E-03 |
| ↳post-embryonic development                             | 1573                       | 134 | 96.64                         | 1.39            | +   | 1.18E-04    | 9.45E-03 |
| ↳multicellular organism development                     | 2643                       | 210 | 162.38                        | 1.29            | +   | 8.65E-05    | 7.73E-03 |
| ↳multicellular organismal process                       | 2923                       | 240 | 179.58                        | 1.34            | +   | 2.17E-06    | 4.30E-04 |
| ↳anatomical structure development                       | 3088                       | 264 | 189.72                        | 1.39            | +   | 1.83E-08    | 5.64E-06 |
| ↳developmental process                                  | 3192                       | 267 | 196.11                        | 1.36            | +   | 9.10E-08    | 2.52E-05 |
| ↳reproductive structure development                     | 1278                       | 110 | 78.52                         | 1.40            | +   | 3.32E-04    | 2.27E-02 |
| ↳reproductive system development                        | 1280                       | 110 | 78.64                         | 1.40            | +   | 3.39E-04    | 2.26E-02 |
| ↳system development                                     | 2033                       | 170 | 124.90                        | 1.36            | +   | 3.49E-05    | 3.80E-03 |
| ↳developmental process involved in reproduction         | 1537                       | 132 | 94.43                         | 1.40            | +   | 9.84E-05    | 8.27E-03 |
| ↳reproductive process                                   | 1820                       | 154 | 111.82                        | 1.38            | +   | 5.05E-05    | 5.18E-03 |
| ↳shoot system development                               | 791                        | 83  | 48.60                         | 1.71            | +   | 1.83E-06    | 3.76E-04 |
| carpel formation                                        | 4                          | 3   | .25                           | 12.21           | +   | 8.83E-04    | 4.95E-02 |
| ↳floral organ formation                                 | 25                         | 8   | 1.54                          | 5.21            | +   | 8.40E-05    | 7.76E-03 |
| ↳floral organ morphogenesis                             | 50                         | 11  | 3.07                          | 3.58            | +   | 1.84E-04    | 1.34E-02 |
| ↳floral organ development                               | 270                        | 33  | 16.59                         | 1.99            | +   | 1.70E-04    | 1.29E-02 |
| ↳plant organ development                                | 1148                       | 101 | 70.53                         | 1.43            | +   | 2.61E-04    | 1.86E-02 |
| ↳post-embryonic plant organ morphogenesis               | 131                        | 22  | 8.05                          | 2.73            | +   | 1.56E-05    | 2.06E-03 |
| ↳post-embryonic plant organ development                 | 192                        | 25  | 11.80                         | 2.12            | +   | 3.83E-04    | 2.47E-02 |
| ↳anatomical structure morphogenesis                     | 990                        | 95  | 60.82                         | 1.56            | +   | 1.48E-05    | 2.00E-03 |
| ↳post-embryonic plant morphogenesis                     | 222                        | 31  | 13.64                         | 2.27            | +   | 1.72E-05    | 2.17E-03 |
| ↳plant organ formation                                  | 118                        | 19  | 7.25                          | 2.62            | +   | 1.04E-04    | 8.59E-03 |
| ↳phyllome development                                   | 539                        | 57  | 33.11                         | 1.72            | +   | 6.04E-05    | 5.98E-03 |
| positive regulation of anthocyanin biosynthetic process | 4                          | 3   | .25                           | 12.21           | +   | 8.83E-04    | 4.90E-02 |
| ↳regulation of primary metabolic process                | 2611                       | 252 | 160.41                        | 1.57            | +   | 2.27E-13    | 1.26E-10 |
| ↳regulation of metabolic process                        | 3154                       | 302 | 193.77                        | 1.56            | +   | 1.12E-15    | 1.55E-12 |
| ↳regulation of biological process                       | 5374                       | 449 | 330.17                        | 1.36            | +   | 4.28E-13    | 1.83E-10 |
| ↳biological regulation                                  | 5704                       | 472 | 350.44                        | 1.35            | +   | 3.55E-13    | 1.79E-10 |
| ↳regulation of biosynthetic process                     | 2781                       | 280 | 170.86                        | 1.64            | +   | 3.11E-17    | 1.72E-13 |
| ↳positive regulation of anthocyanin metabolic process   | 6                          | 4   | .37                           | 10.85           | +   | 1.93E-04    | 1.39E-02 |
| ↳positive regulation of metabolic process               | 762                        | 85  | 46.82                         | 1.82            | +   | 9.64E-08    | 2.54E-05 |
| ↳positive regulation of biological process              | 1239                       | 120 | 76.12                         | 1.58            | +   | 8.00E-07    | 1.93E-04 |
| ↳positive regulation of biosynthetic process            | 625                        | 68  | 38.40                         | 1.77            | +   | 4.49E-06    | 8.03E-04 |
| glycerolipid catabolic process                          | 7                          | 4   | .43                           | 9.30            | +   | 4.28E-04    | 2.69E-02 |
| ↳lipid metabolic process                                | 935                        | 85  | 57.44                         | 1.48            | +   | 2.98E-04    | 2.09E-02 |
| floral meristem determinacy                             | 21                         | 7   | 1.29                          | 5.43            | +   | 1.77E-04    | 1.32E-02 |
| ↳meristem determinacy                                   | 25                         | 8   | 1.54                          | 5.21            | +   | 8.40E-05    | 7.90E-03 |
| ↳meristem development                                   | 271                        | 34  | 16.65                         | 2.04            | +   | 9.84E-05    | 8.39E-03 |
| ↳tissue development                                     | 687                        | 77  | 42.21                         | 1.82            | +   | 3.12E-07    | 7.86E-05 |
| plant-type cell wall cellulose metabolic process        | 19                         | 6   | 1.17                          | 5.14            | +   | 7.22E-04    | 4.21E-02 |
| ↳cellulose metabolic process                            | 62                         | 13  | 3.81                          | 3.41            | +   | 8.30E-05    | 7.93E-03 |
| ↳beta-glucan metabolic process                          | 75                         | 16  | 4.61                          | 3.47            | +   | 1.03E-05    | 1.69E-03 |

**Figure S2.** GO-term enrichment analysis for the pooled DAP-seq loci with peaks at p>0.001, selecting biological processes. The TAIR GO-term enrichment tool was used ([www.arabidopsis.org](http://www.arabidopsis.org); <https://pantherdb.org/webservices/go/overrep.jsp>).

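A GO-term enrichment asks whether genes with a given annotation are more frequent among the target genes than in the genome. In place of the GO tool, the curated notes of the TAIR10 annotation were searched here, and a gene whose note lacks a term may still have the function. Of the 6 genes with carpel development in their note, 2, AG and SHP1, are target genes of FUL-SOC1 or FUL-AG-SEP (two-sided Fisher's exact test, p = 0.250).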

GO molecular function, FDR P < 0.05

|                                                                                   | Arabidopsis thaliana (REF) |     | upload_1 (▼ Hierarchy NEWI ®) |                 |     |             |          |
|-----------------------------------------------------------------------------------|----------------------------|-----|-------------------------------|-----------------|-----|-------------|----------|
| GO molecular function complete                                                    | #                          | #   | expected                      | Fold Enrichment | +/- | raw P value | FDR      |
| RNA polymerase II cis-regulatory region sequence-specific DNA binding             | 271                        | 36  | 16.65                         | 2.16            | +   | 1.68E-05    | 4.92E-03 |
| ↳ cis-regulatory region sequence-specific DNA binding                             | 324                        | 44  | 19.91                         | 2.21            | +   | 9.48E-07    | 3.39E-04 |
| ↳ transcription cis-regulatory region binding                                     | 1008                       | 117 | 61.93                         | 1.89            | +   | 3.10E-11    | 2.50E-08 |
| ↳ transcription regulatory region nucleic acid binding                            | 1008                       | 117 | 61.93                         | 1.89            | +   | 3.10E-11    | 3.33E-08 |
| ↳ sequence-specific double-stranded DNA binding                                   | 1028                       | 117 | 63.16                         | 1.85            | +   | 1.21E-10    | 7.77E-08 |
| ↳ double-stranded DNA binding                                                     | 1145                       | 121 | 70.35                         | 1.72            | +   | 5.25E-09    | 2.41E-06 |
| ↳ DNA binding                                                                     | 1849                       | 173 | 113.60                        | 1.52            | +   | 2.20E-08    | 8.86E-06 |
| ↳ sequence-specific DNA binding                                                   | 1281                       | 133 | 78.70                         | 1.69            | +   | 2.65E-09    | 1.42E-06 |
| ↳ RNA polymerase II transcription regulatory region sequence-specific DNA binding | 297                        | 37  | 18.25                         | 2.03            | +   | 4.44E-05    | 1.19E-02 |
| DNA-binding transcription factor activity, RNA polymerase II-specific             | 317                        | 40  | 19.48                         | 2.05            | +   | 1.59E-05    | 5.12E-03 |
| ↳ DNA-binding transcription factor activity                                       | 1680                       | 189 | 103.22                        | 1.83            | +   | 2.87E-16    | 9.23E-13 |
| ↳ transcription regulator activity                                                | 1828                       | 198 | 112.31                        | 1.76            | +   | 2.79E-15    | 4.49E-12 |

**Figure S3.** GO-term enrichment analysis for the pooled DAP-seq loci with peaks at  $p > 0.001$ , selecting molecular function. The TAIR GO-term enrichment tool was used ([www.arabidopsis.org](http://www.arabidopsis.org); <https://pantherdb.org/webservices/go/overrep.jsp>).

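When the words transcription factor activity in the curated gene notes were used in place of the gene product, an alternative chosen after seeing the data, 228 of the target genes (3.73%) and 751 of the other genes (2.36%) were counted as transcription factors, an odds ratio of 1.60 (two-sided Fisher's exact test, p = 4.085e-09). With all peaks in place of those with P below 0.0001, the gene products gave an odds ratio of 1.51 (same exact test, p = 0.00151), and with peaks within 3 kb of a start 1.46 (p = 0.00452). With protein-coding genes that have at least 1 kb upstream as background, it was 1.24 and not past the threshold (same exact test, p = 0.194).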

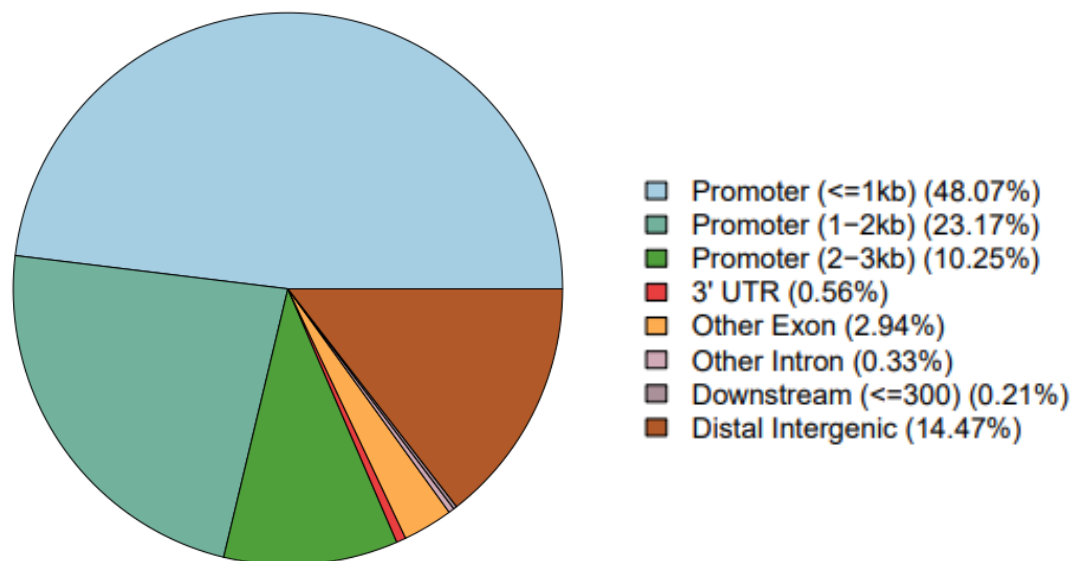

**FUL-SOC1**

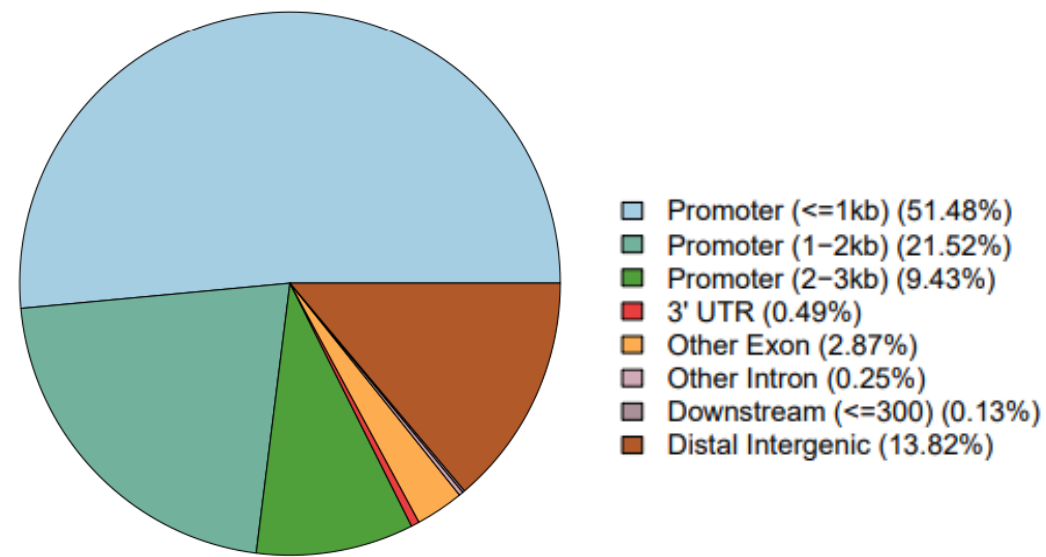

**FUL-AG-SEP3**

**Figure S4.** DAP results of the FUL-SOC1 and FUL-AG-SEP3 complexes. The binding events occur predominantly in the upstream regulatory region.

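Each nuclear peak was also placed by its summit. For FUL-SOC1, 42.2% of summits are intergenic, 21.8% lie in introns, 15.0% in coding exons, 11.6% in UTRs and 9.34% in exons of noncoding genes. For FUL-AG-SEP, 40.9% are intergenic, 23.4% lie in introns, 15.4% in coding exons, 11.9% in UTRs and 8.39% in exons of noncoding genes.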

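Relative to the nearest transcription start, 46.7% of FUL-SOC1 summits and 44.1% of FUL-AG-SEP summits lie upstream of it. The median distance between the nearer peak edge and the start is 901 bp for FUL-SOC1 and 826 bp for FUL-AG-SEP. A peak that covers the start was given no distance to it.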

## MIKC-type MADS

DNA-binding protein-protein interactions

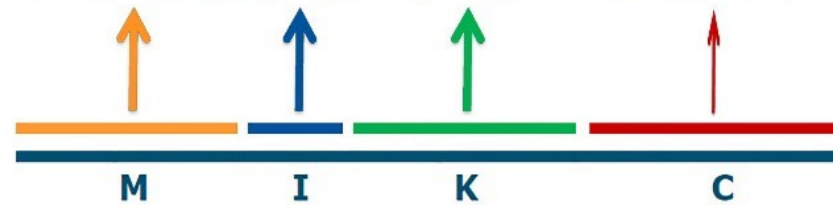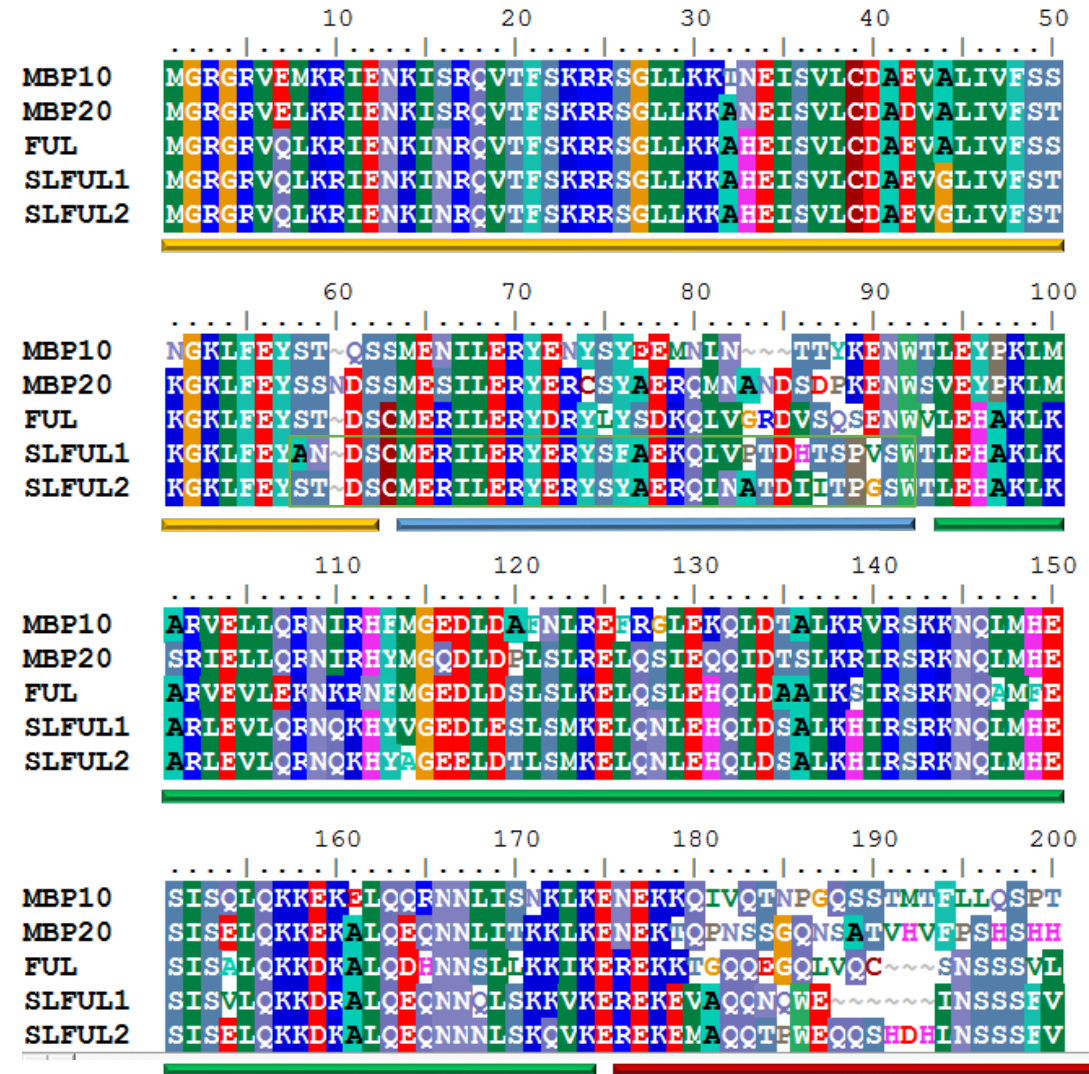

**Figure S5.** The protein sequences of Arabidopsis FUL and the tomato FUL-like proteins. The entire M-, I- and K-domains are displayed, as well as a part of the more divergent C-domains.

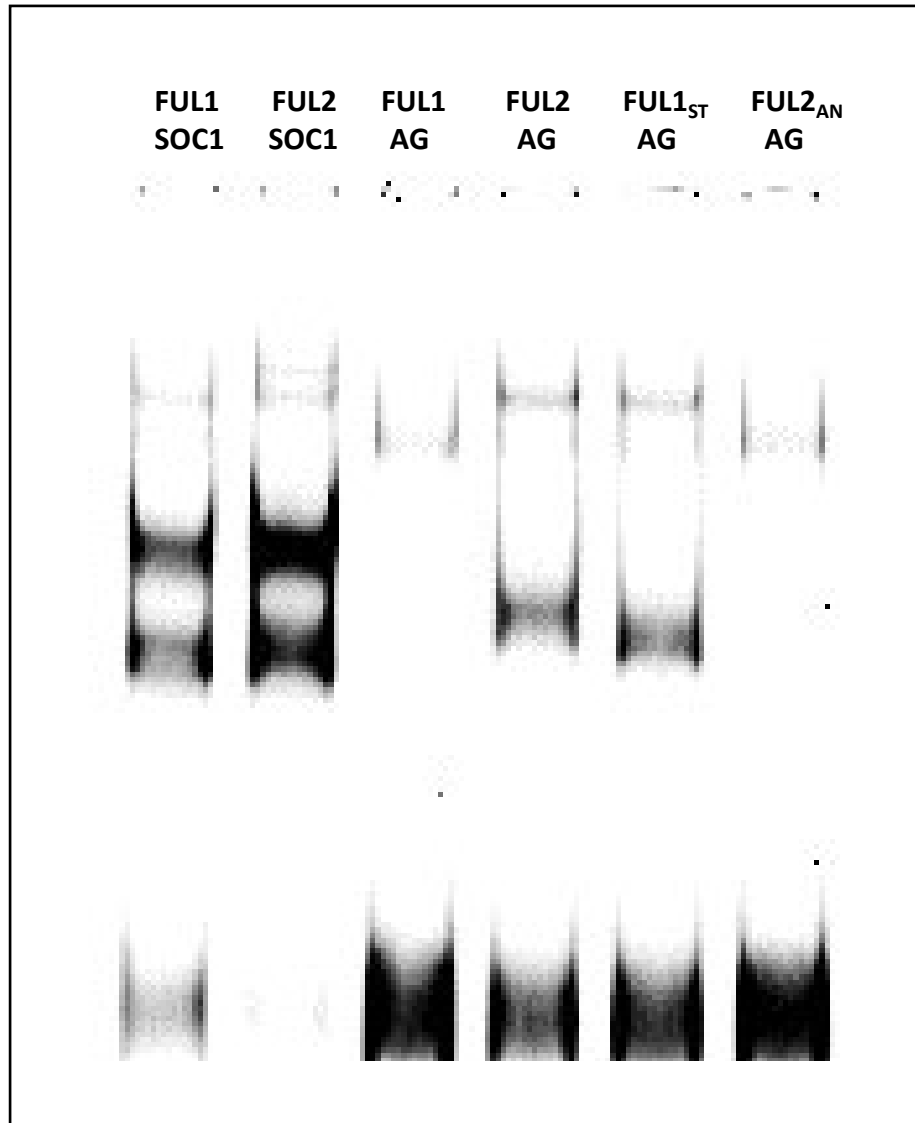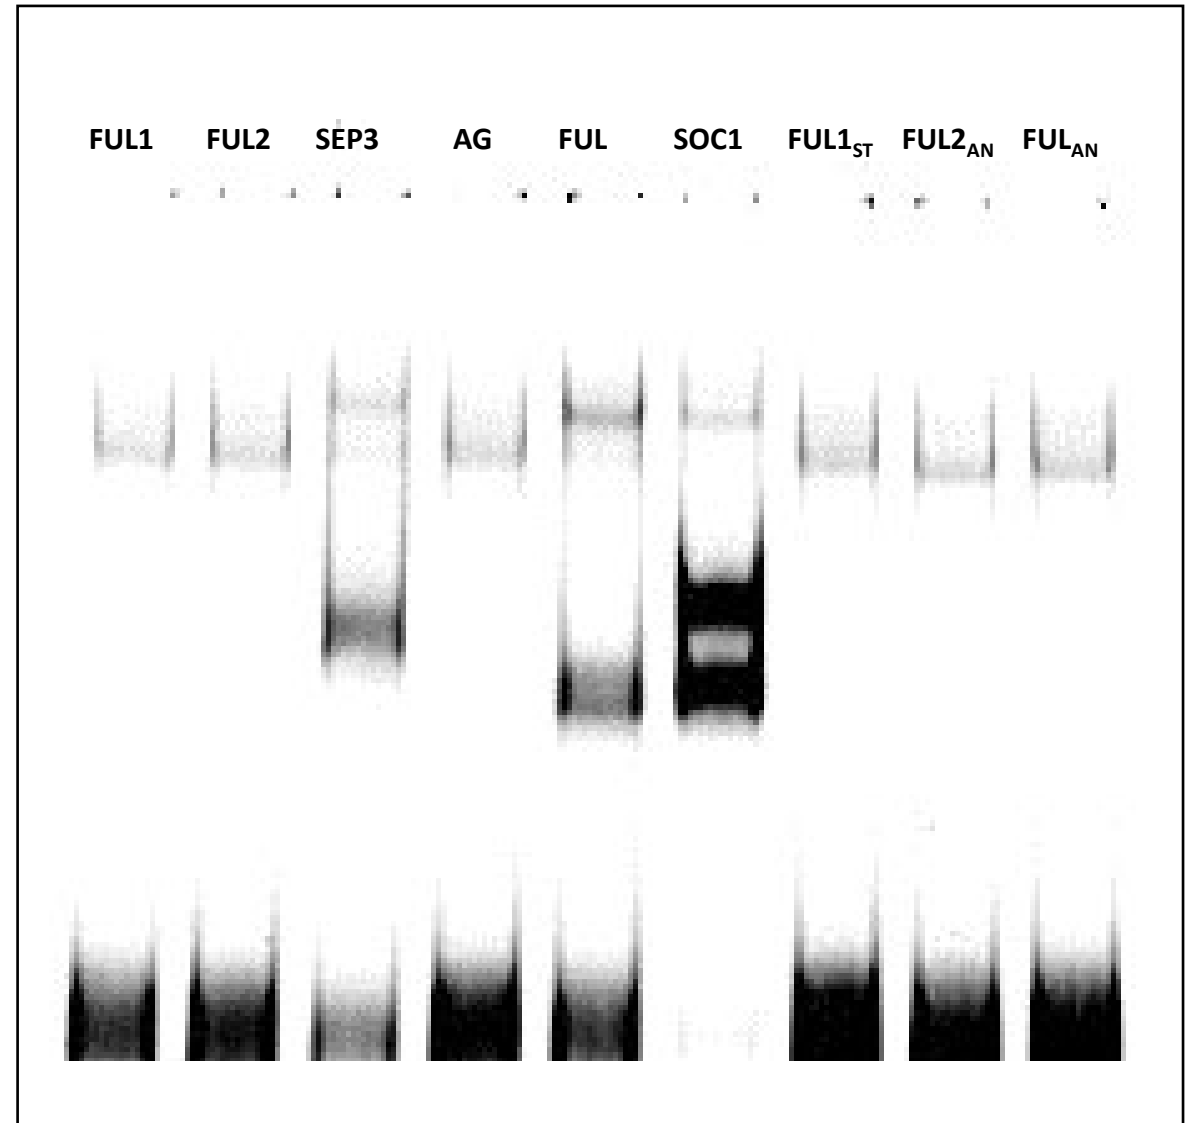

**Figure S6.** EMSA experiment showing the interaction capacity of the Arabidopsis and tomato FULs and their ST/AN variants. The canonical SAUR10 probe was used (Bemer et al., 2017).

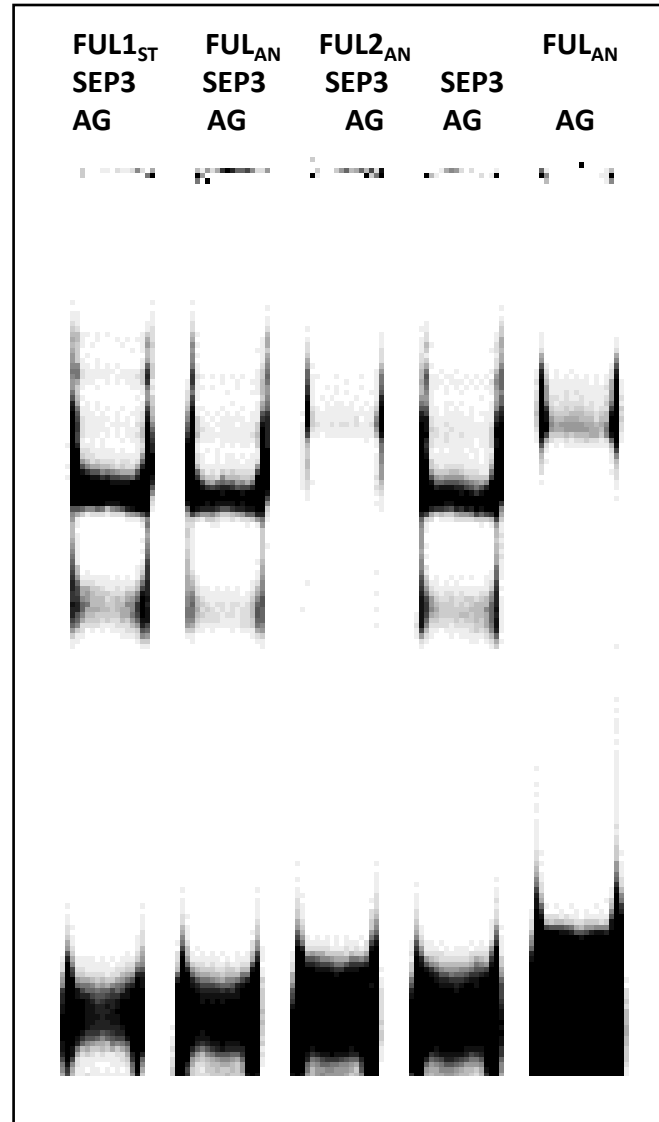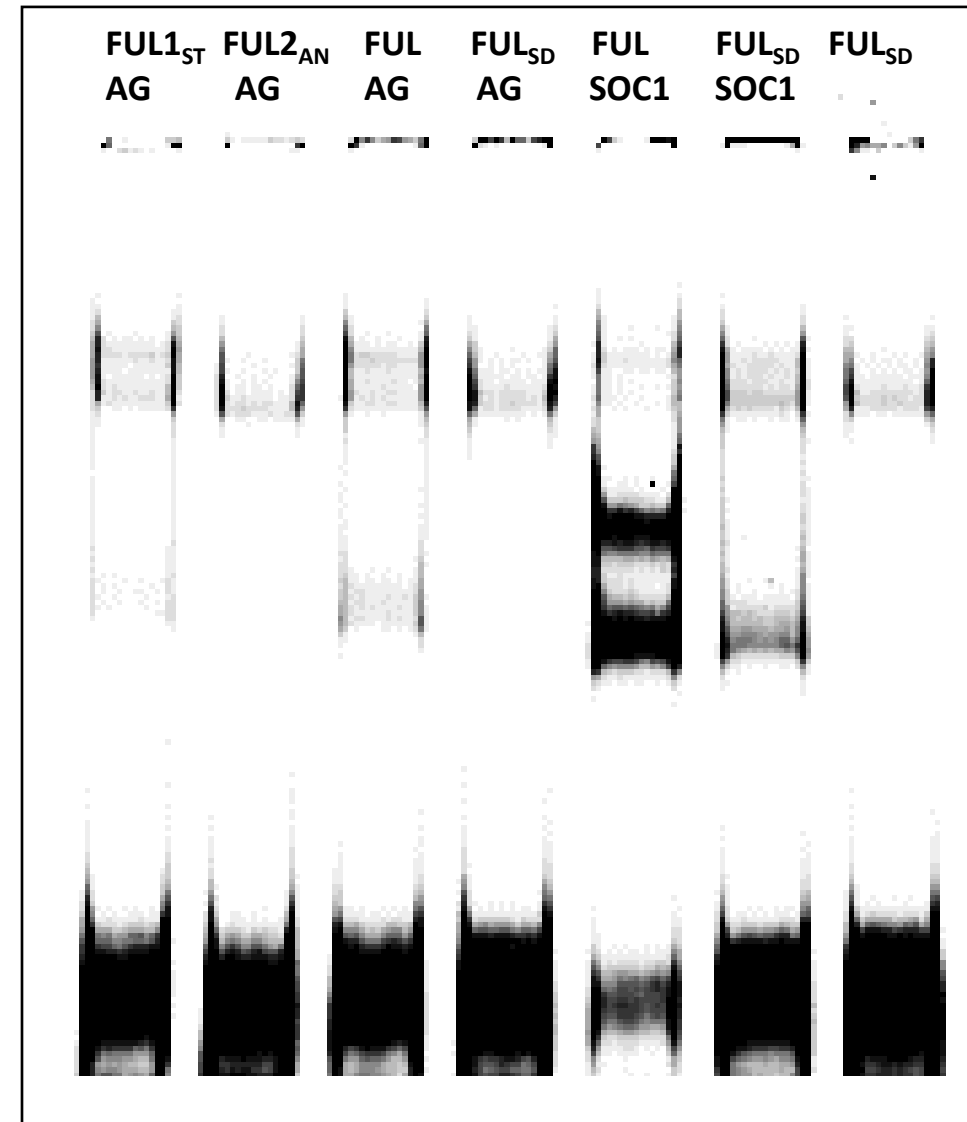

**Figure S7.** EMSA experiment showing the interaction capacity of the Arabidopsis and tomato FULs and some ST/AN/SD variants. The canonical *SAUR10* probe was used (Bemer et al., 2017).

| AD/BD       | SOC1 | AG |
|-------------|------|----|
| FUL (ST)    | 1    | 1  |
| FUL (AN)    | 0    | 0  |
| FUL (AT)    | 1    | 1  |
| FUL (SS)    | 1    | 1  |
| FUL (SA)    | 0    | 0  |
| FUL (SD)    | 0    | 0  |
| SIFUL1 (AN) | 1    | 0  |
| SIFUL1 (AD) | 0    | 0  |
| SIFUL1 (AT) | 1    | 1  |
| SIFUL1 (ST) | 1    | 1  |

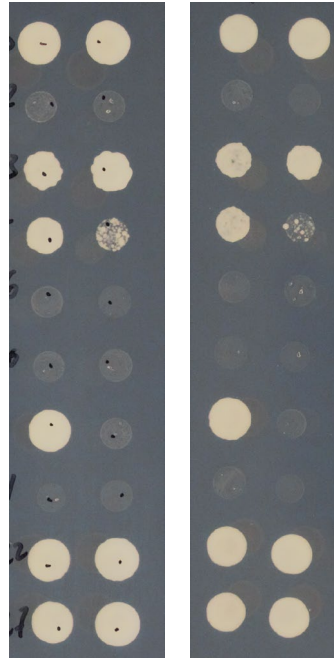

| BD/AD       | AG | AP1 | SEP3 | SOC1 |
|-------------|----|-----|------|------|
| FUL (ST)    | 1  | 1   | 1    | 1    |
| FUL (AN)    | 0  | 0   | 0    | 1    |
| FUL (AT)    | 0  | 1   | 1    | 1    |
| FUL (SS)    | 0  | 1   | 1    | 1    |
| FUL (SA)    | 0  | 0   | 0    | 1    |
| FUL (SD)    | 0  | 0   | 0    | 1    |
| SIFUL1 (AN) | 0  | 0   | 0    | 1    |
| SIFUL1 (AD) | 0  | 0   | 0    | 1    |
| SIFUL1 (AT) | 1  | 1   | 1    | 1    |
| SIFUL1 (ST) | 1  | 1   | 1    | 1    |

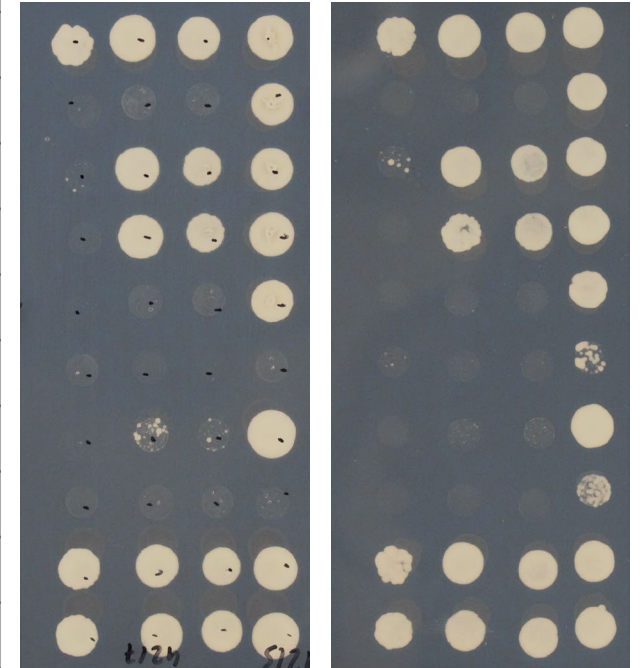

**Figure S8. Yeast two-hybrid testing *Arabidopsis* FUL and tomato FUL1 with different residues on positions 58 and 59 against SOC1, AG, AP1 and SEP3.** 5 mM 3AT was used for the screening and the plates were imaged after 3 days at 22 °C.

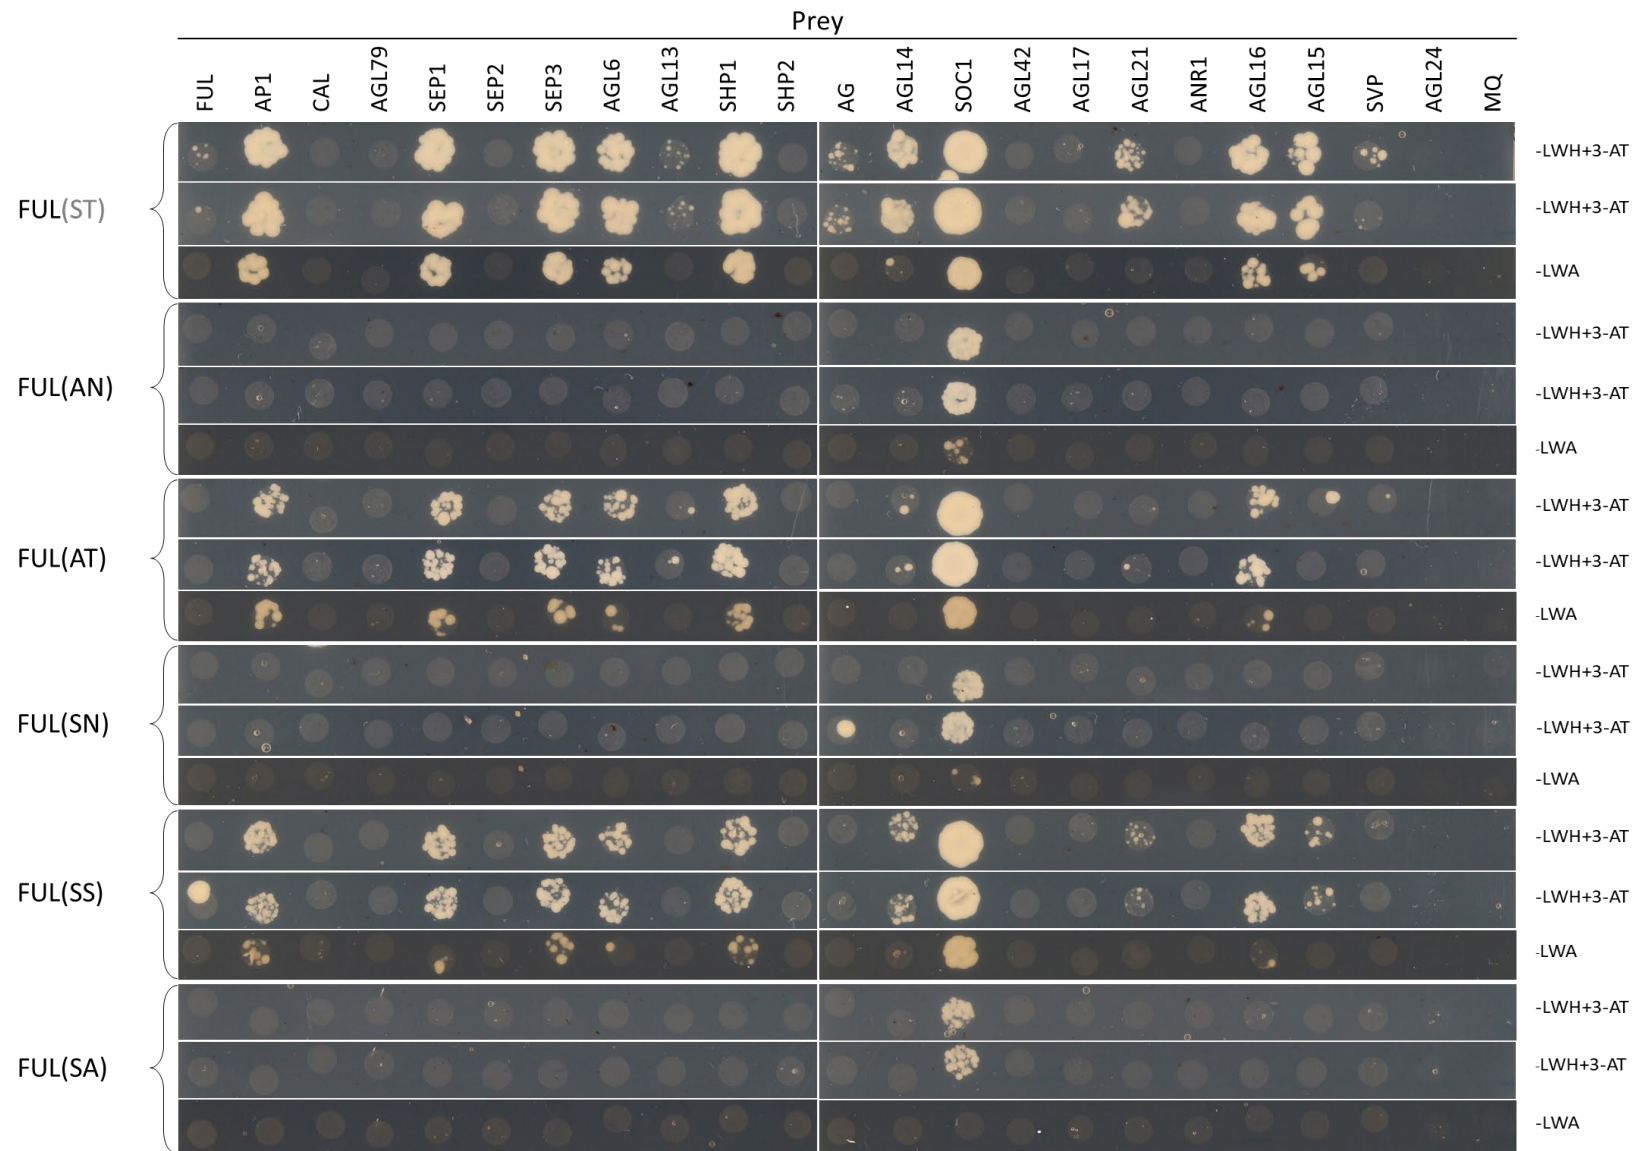

**Figure S9. Yeast two-hybrid testing *Arabidopsis* FUL with different residues on positions 58 and 59 against a selected set of previously reported interactors (De Folter et al., 2011).** FUL constructs as bait (fused to BD). For each combination, two replicates were spotted on -LWH with 5 mM 3-AT and one on -LWA (see labels on right side). The plates were imaged after 3 days at 20 °C.

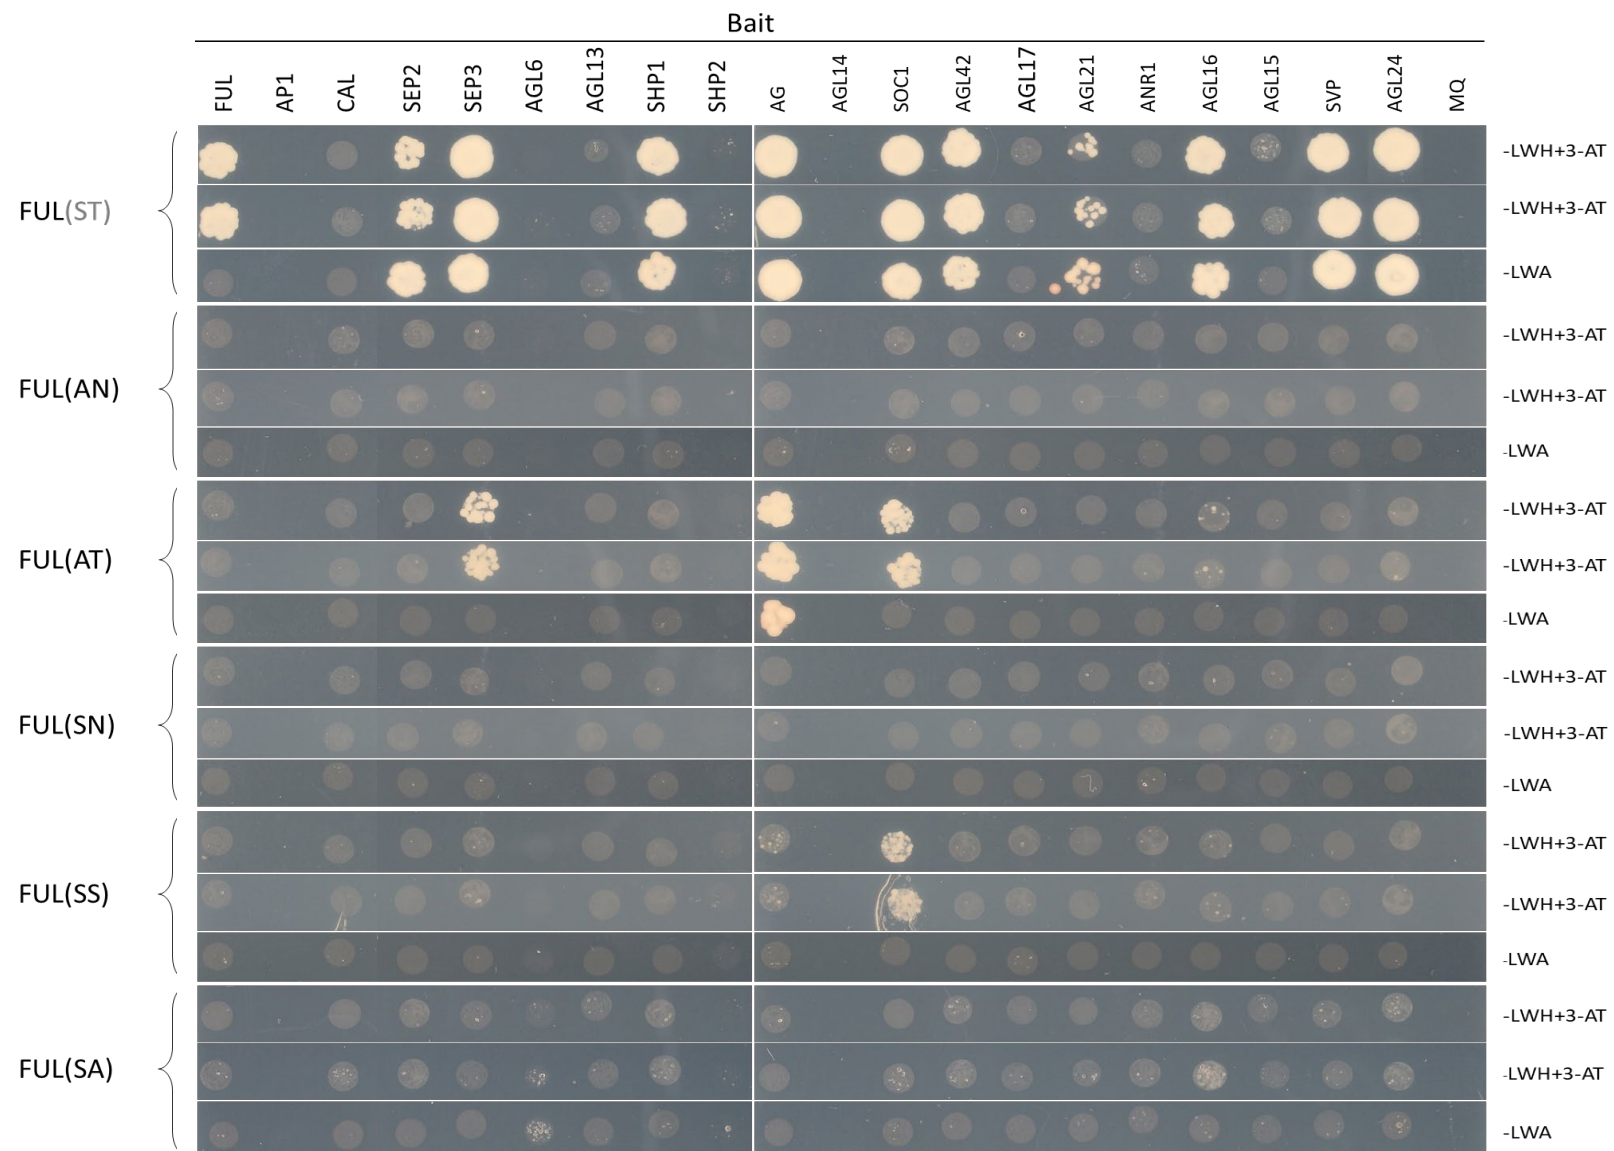

**Figure S10. Yeast two-hybrid testing Arabidopsis FUL with different residues on positions 58 and 59 against a selected set of previously reported interactors (De Folter et al., 2011).** FUL constructs as prey (fused to AD). For each combination, two replicates were spotted on -LWH with 5 mM 3-AT and one on -LWA (see labels on right side). The plates were imaged after 3 days at 20 °C.

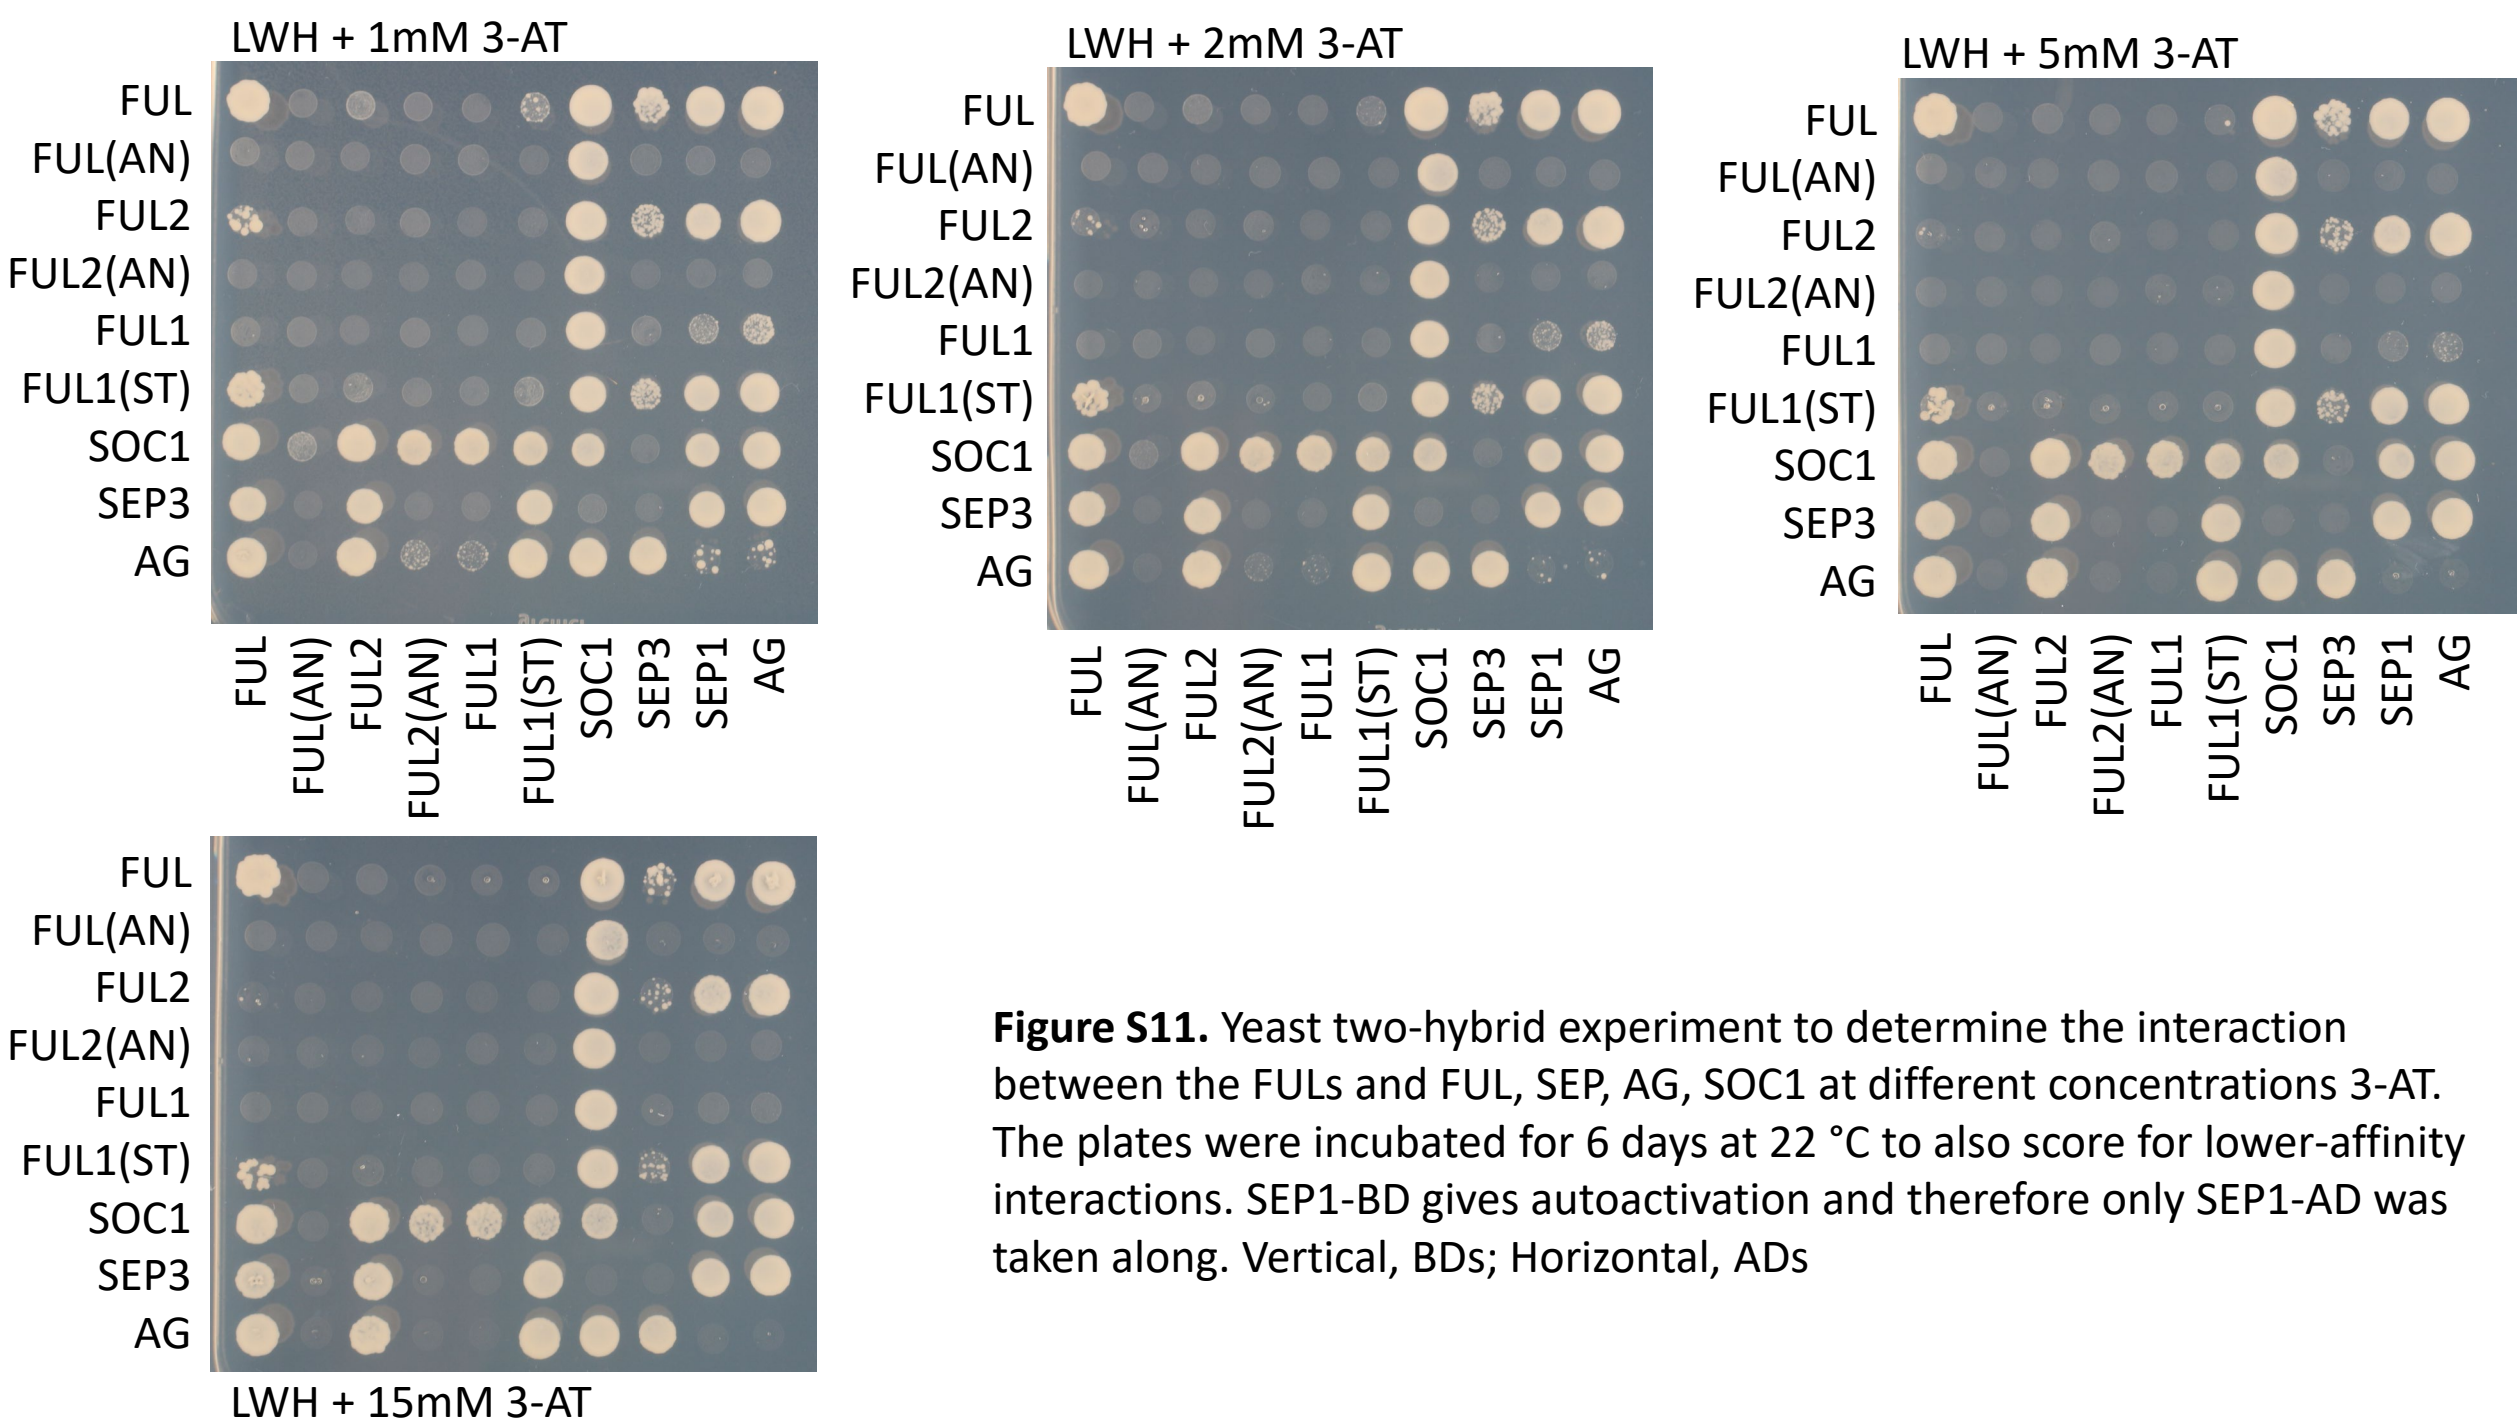

**Figure S11.** Yeast two-hybrid experiment to determine the interaction between the FULs and FUL, SEP, AG, SOC1 at different concentrations 3-AT. The plates were incubated for 6 days at 22 °C to also score for lower-affinity interactions. SEP1-BD gives autoactivation and therefore only SEP1-AD was taken along. Vertical, BDs; Horizontal, ADs

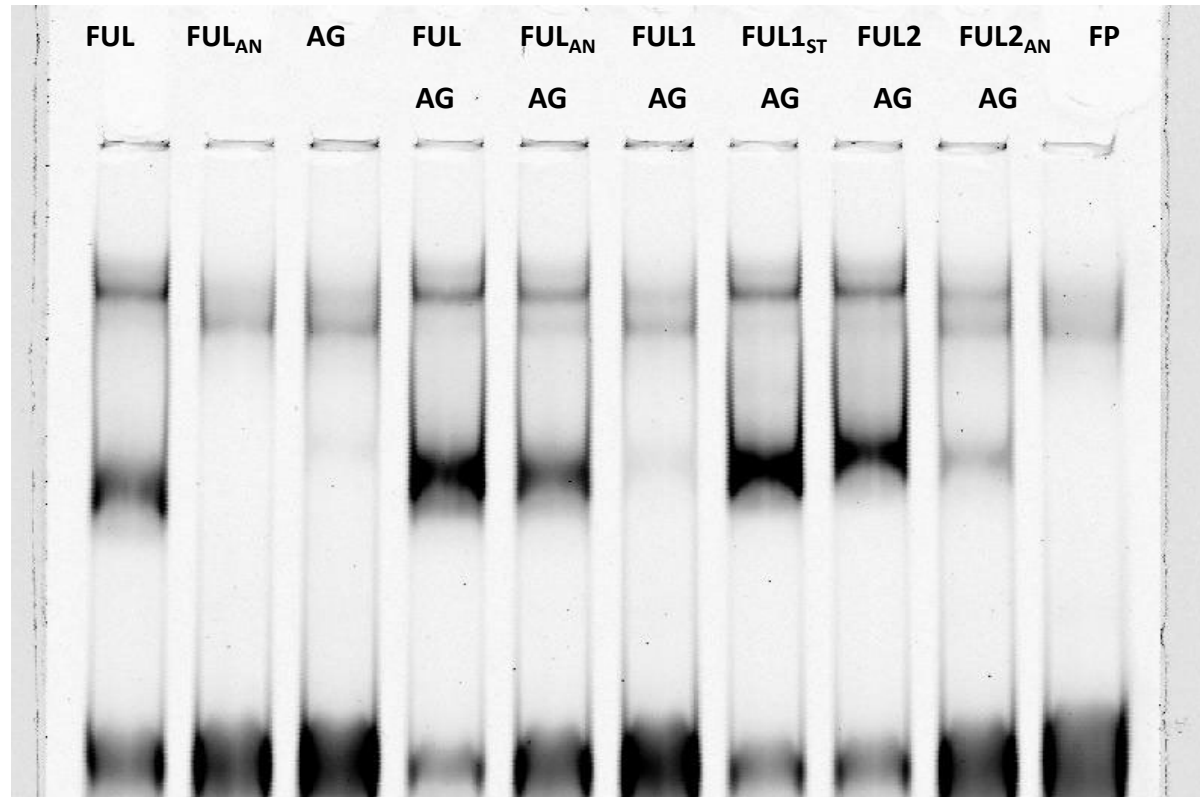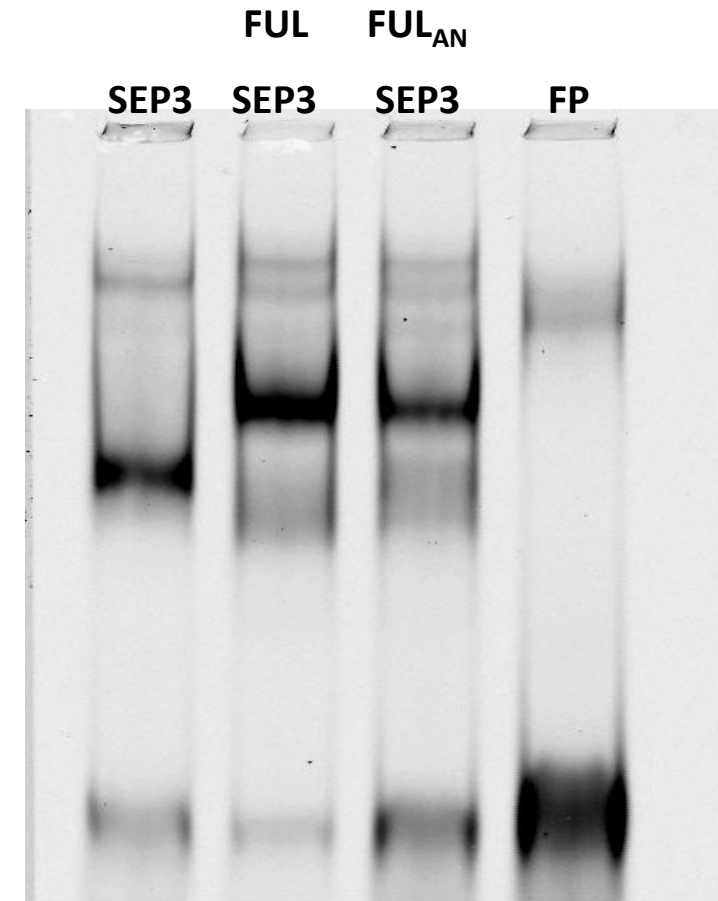

**Figure S12.** EMSA experiment showing the interaction capacity of the Arabidopsis and tomato FULs and their AN/ST variants, showing that FUL(AN) may bind with higher affinity to AG than FUL2(AN). The canonical *SAUR10* probe was used (Bemer et al., 2017).

| Motif      | Logo                                                                               | E-value                 | # sequences |
|------------|------------------------------------------------------------------------------------|-------------------------|-------------|
| I region 1 | 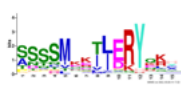  | $3.8 \times 10^{-4911}$ | 11751       |
| I region 2 | 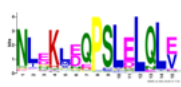  | $9.3 \times 10^{-959}$  | 1616        |
| I region 3 | 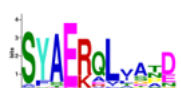  | $2.1 \times 10^{-472}$  | 1276        |
| I region 4 | 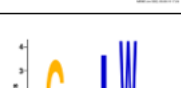  | $6.3 \times 10^{-249}$  | 1112        |
| I region 5 | 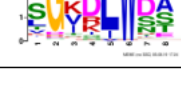  | $1.8 \times 10^{-245}$  | 1134        |
| I region 6 | 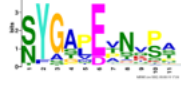  | $1.3 \times 10^{-132}$  | 869         |
| I region 7 | 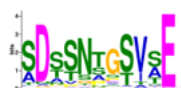  | $5.3 \times 10^{-88}$   | 494         |
| I region 8 | 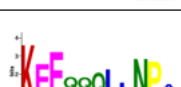  | $2.4 \times 10^{-45}$   | 109         |
| I region 9 | 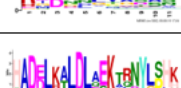 | $6.1 \times 10^{-27}$   | 348         |

|             |                                                                                      |                       |     |
|-------------|--------------------------------------------------------------------------------------|-----------------------|-----|
| I region 10 | 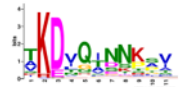  | $2.4 \times 10^{-18}$ | 785 |
| I region 11 | 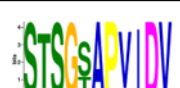  | $9.3 \times 10^{-14}$ | 36  |
| I region 12 | 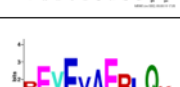  | $3 \times 10^{-8}$    | 93  |
| I region 13 | 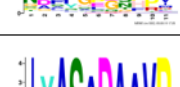  | $1.5 \times 10^{-6}$  | 41  |
| I region 14 | 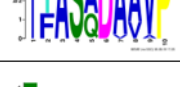  | $9.9 \times 10^{-5}$  | 169 |
| I region 15 | 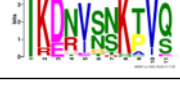  | $1.9 \times 10^{-4}$  | 44  |
| I region 16 | 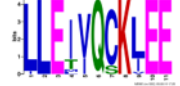  | $6.4 \times 10^{-4}$  | 326 |
| I region 17 | 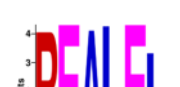  | $7.2 \times 10^{-3}$  | 26  |
| I region 18 | 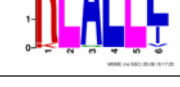 | $8 \times 10^{-3}$    | 398 |

**Figure S13.** Table with detected motifs based on the I-regions of 11,966 MADS-domain proteins

| Dimer     | pTm score | ipTM score | DG <sup>int</sup> | Buried surface area (Å <sup>2</sup> ) |
|-----------|-----------|------------|-------------------|---------------------------------------|
| FUL1-TM3  | 0.421     | 0.435      | -69               | 4094                                  |
| FUL2-TM3  | 0.403     | 0.415      | -57               | 3819                                  |
| FUL2-TAG1 | 0.404     | 0.417      | -61               | 3792                                  |
| FUL-AG    | 0.411     | 0.405      | -66               | 3839                                  |
| FUL-SEP3  | 0.497     | 0.493      | -66               | 4137                                  |
| FUL-SOC1  | 0.445     | 0.477      | -68               | 4134                                  |
| FUL1-TAG1 | 0.410     | 0.408      | -66               | 3839                                  |
| FUL1-FUL1 | 0.426     | 0.425      | -54               | 3465                                  |
| FUL2-FUL2 | 0.434     | 0.430      | -44               | 3470                                  |
| TM3-TM3   | 0.386     | 0.389      | -53               | 4092                                  |
| TAG1-TAG1 | 0.423     | 0.420      | -67               | 3803                                  |
| FUL-FUL   | 0.420     | 0.420      | -59               | 3859                                  |
| SOC1-SOC1 | 0.463     | 0.459      | -71               | 3647                                  |
| AG-AG     | 0.407     | 0.401      | -64               | 3817                                  |

**Figure S14.** Table showing the scores of Alphafold2 (AF2) and PISA for the predictions of homo and heterodimers for different combinations of FUL, FUL1, FUL2, AG and SEP3. pTM, predicted template modelling score (AF2), Dg<sup>int</sup>, free-energy gain during complex formation (PISA). The tomato combinations are in orange boxes.

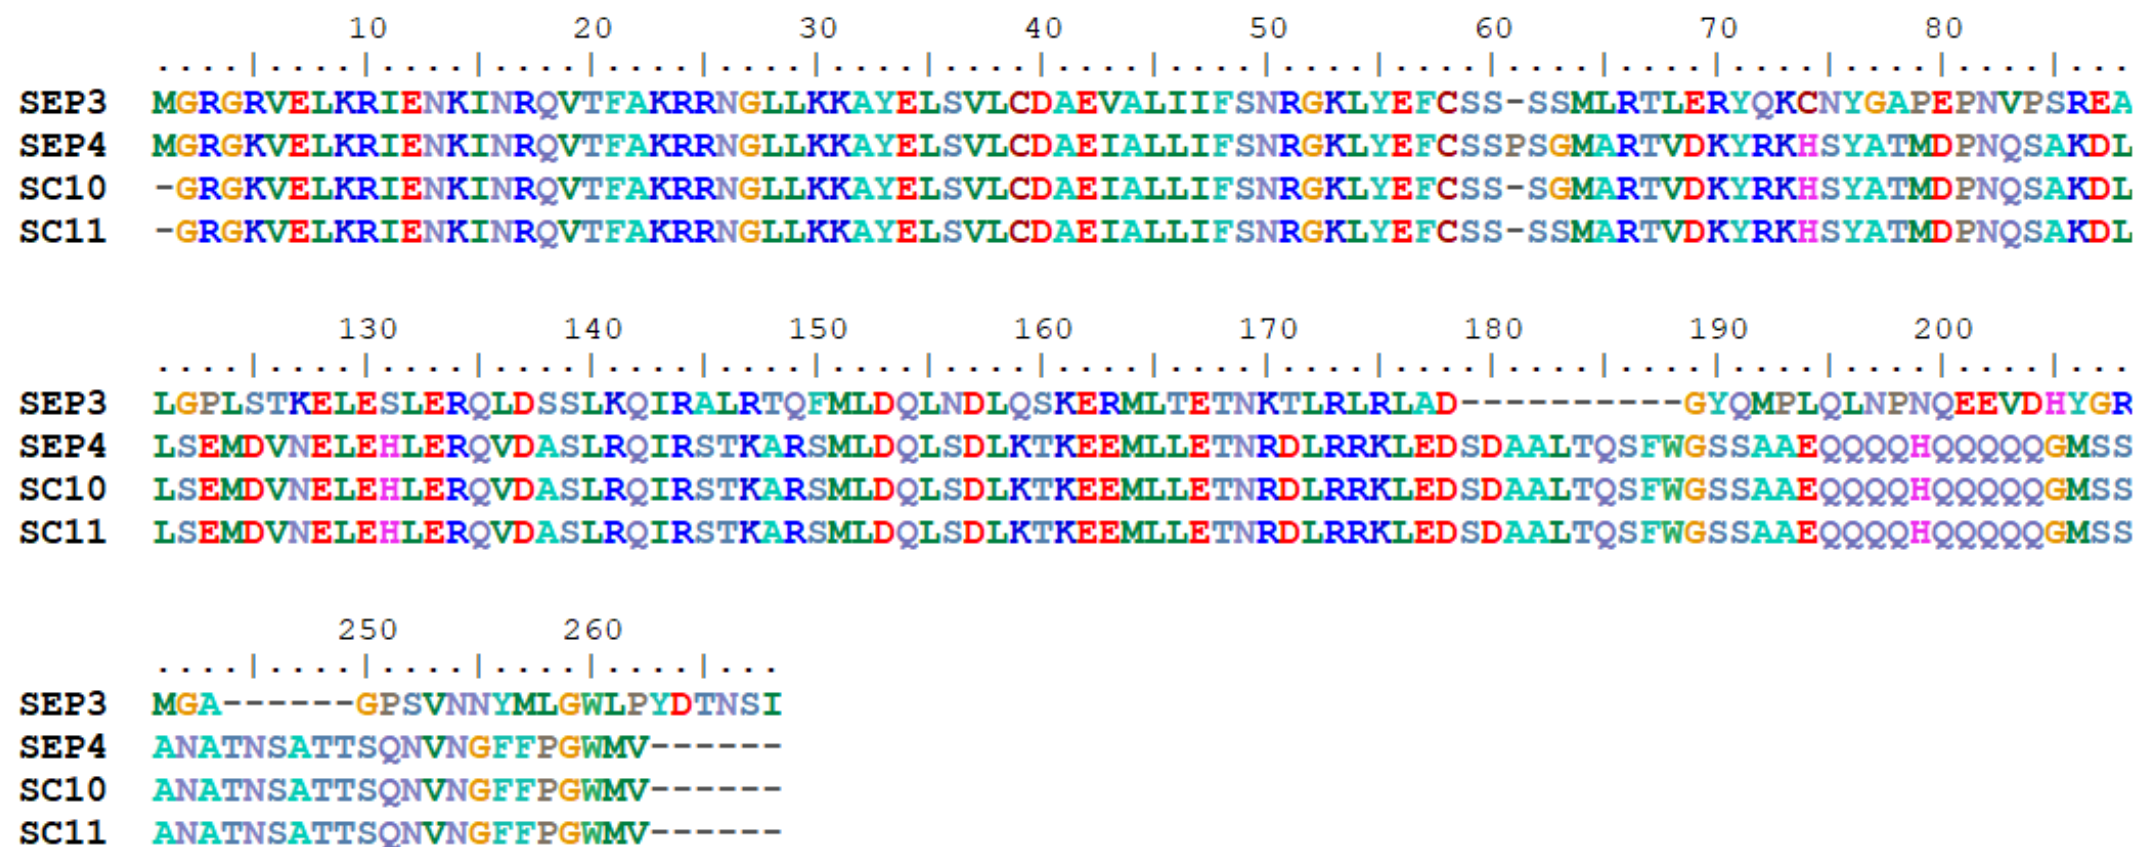

Figure S17. Alignment showing the close homologs SEP3 and SEP4 and the generated substitution constructs (SCs).

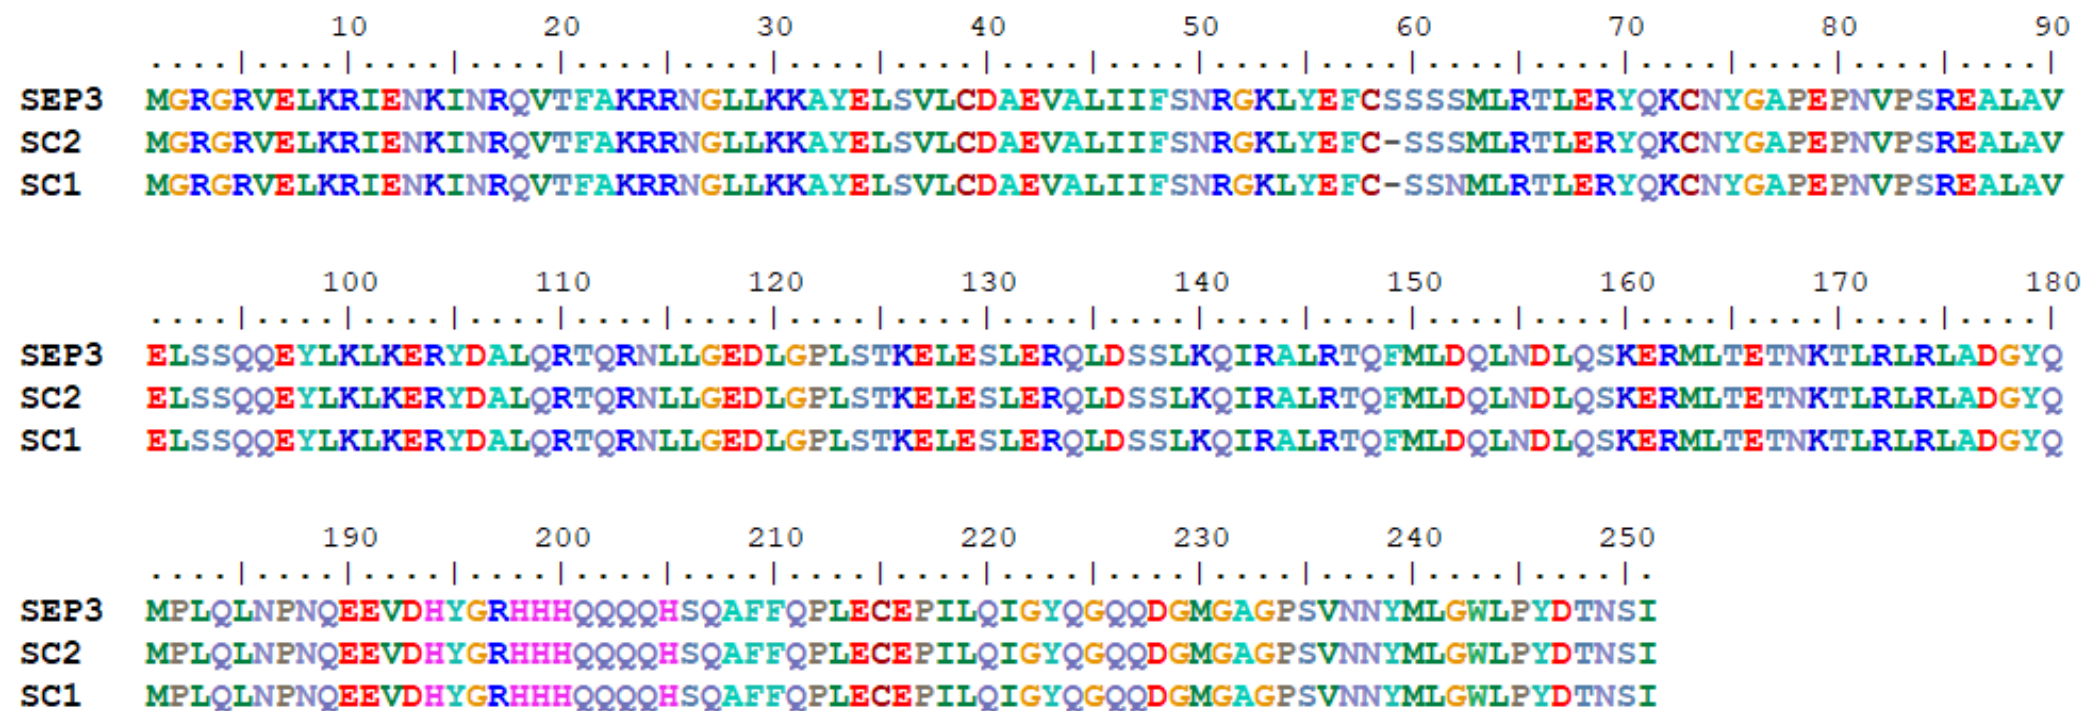

Figure S19. Alignment of SEP3 with the generated substitution constructs (SC) to test the Met/Tyr/loop hypothesis.

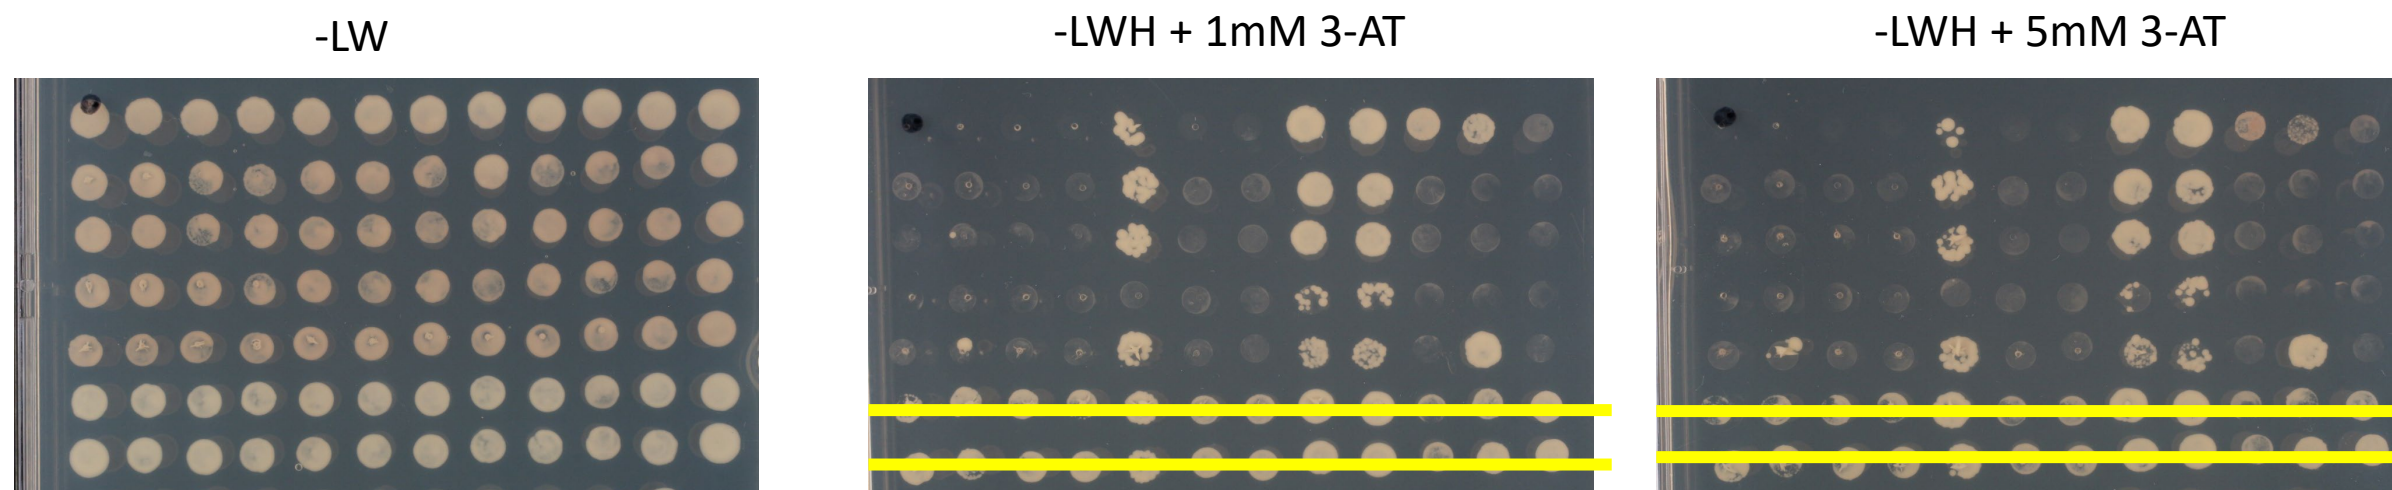

|    | pDEST22 | ANR1 | AGL42 | SVP | AGL21 | SOC1 | AGL17 | AGL25/FLC | AGL16 | AGL15 | AGL14 | AGL13 | CAL |  |
|----|---------|------|-------|-----|-------|------|-------|-----------|-------|-------|-------|-------|-----|--|
|    | pDEST32 | 1    | 2     | 3   | 4     | 5    | 6     | 7         | 8     | 9     | 10    | 11    | 12  |  |
| A1 | SOC1    |      |       |     |       |      |       |           |       |       |       |       |     |  |
| B1 | SC6     |      |       |     |       |      |       |           |       |       |       |       |     |  |
| C1 | SC7     |      |       |     |       |      |       |           |       |       |       |       |     |  |
| D1 | SC9     |      |       |     |       |      |       |           |       |       |       |       |     |  |
| E1 | SEP3    |      |       |     |       |      |       |           |       |       |       |       |     |  |
| F1 | SC1     |      |       |     |       |      |       |           |       |       |       |       |     |  |
| G1 | SC2     |      |       |     |       |      |       |           |       |       |       |       |     |  |

 Not reliable due to autoactivation (SC1 and SC2 based on full-length SEP3)

**Figure S20. Yeast two-hybrid results scored after 7 days at 20 °C.** The table indicates the positions of the different clones. The top row indicates the pDEST22 (prey) clones, the column the pDEST32 (bait) clones. Yellow lines indicate spots that were not scored due to either autoactivation or bad growth on the control (-LW) plate. Scoring was based on the -LWH +5mM 3-AT plate.

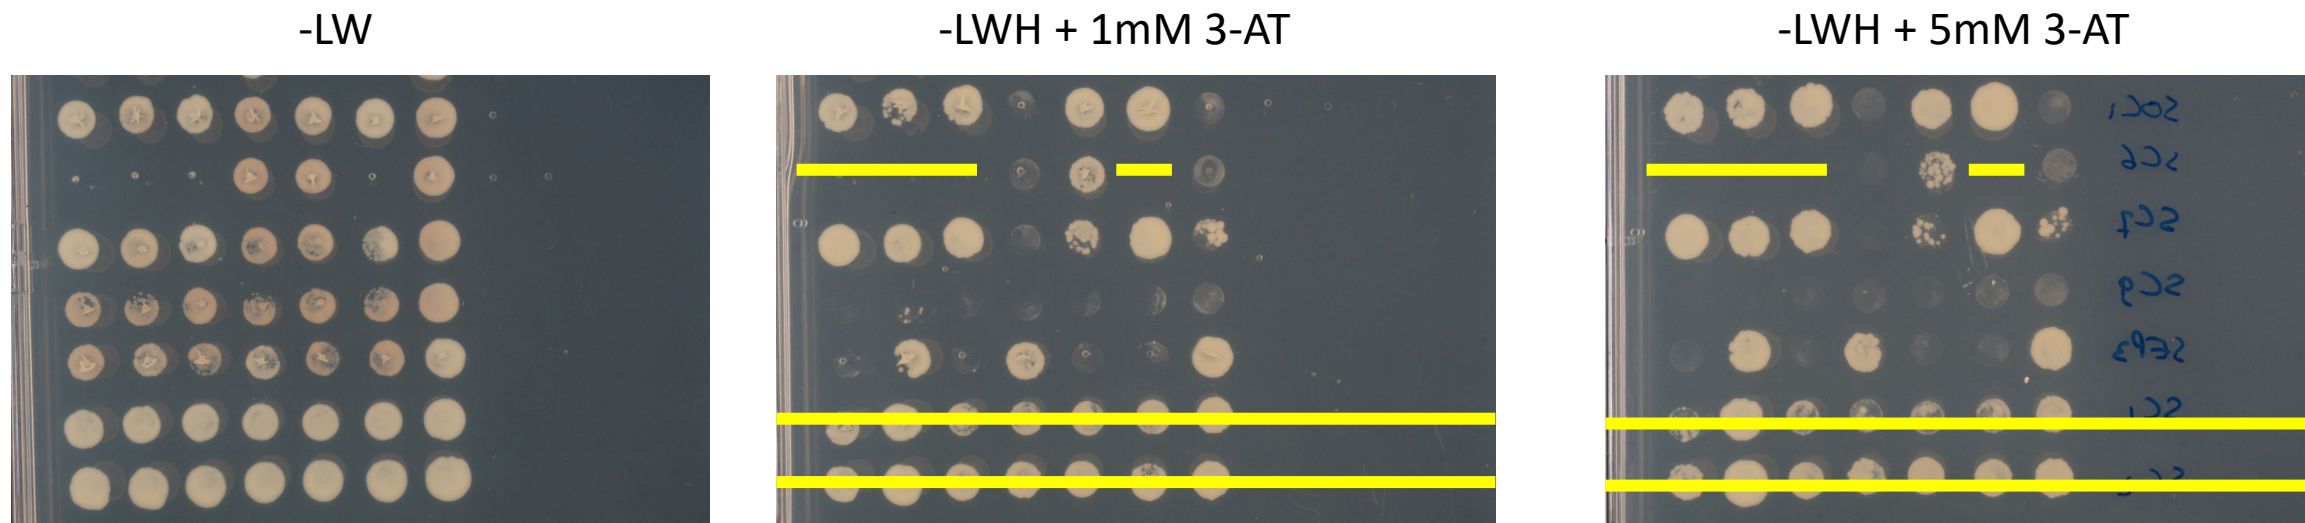

|    | pDEST22 | dSEP3 | FUL | AP1 | SHP2 | SEP2 | SHP1 | AG |                              |   |    |    |    |
|----|---------|-------|-----|-----|------|------|------|----|------------------------------|---|----|----|----|
|    | pDEST32 | 1     | 2   | 3   | 4    | 5    | 6    | 7  | 8                            | 9 | 10 | 11 | 12 |
| A1 | SOC1    |       |     |     |      |      |      |    |                              |   |    |    |    |
| B1 | SC6     |       |     |     |      |      |      |    |                              |   |    |    |    |
| C1 | SC7     |       |     |     |      |      |      |    |                              |   |    |    |    |
| D1 | SC9     |       |     |     |      |      |      |    |                              |   |    |    |    |
| E1 | SEP3    |       |     |     |      |      |      |    | Less growth on control plate |   |    |    |    |
| F1 | SC1     |       |     |     |      |      |      |    |                              |   |    |    |    |
| G1 | SC2     |       |     |     |      |      |      |    |                              |   |    |    |    |

Not reliable due to absence of growth on control plate or autoactivation

**Figure S21. Yeast two-hybrid results scored after 7 days at 20 °C.** The table indicates the positions of the different clones. The top row indicates the pDEST22 (prey) clones, the column the pDEST32 (bait) clones. Yellow lines indicate spots that were not scored due to either autoactivation or bad growth on the control (-LW) plate. Scoring was based on the -LWH +5mM 3-AT plate.

-LW

-LWH + 1mM 3-AT

-LWH + 5mM 3-AT

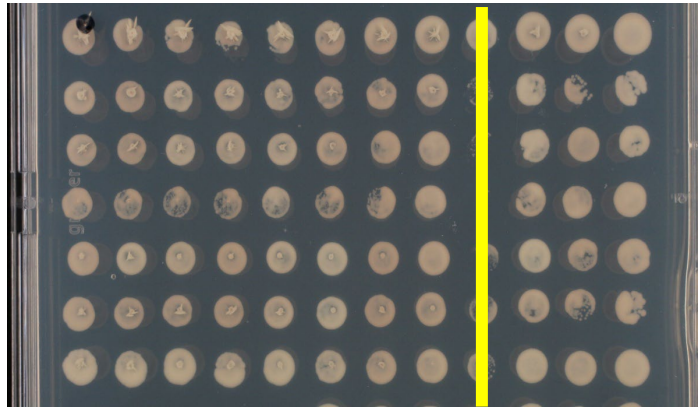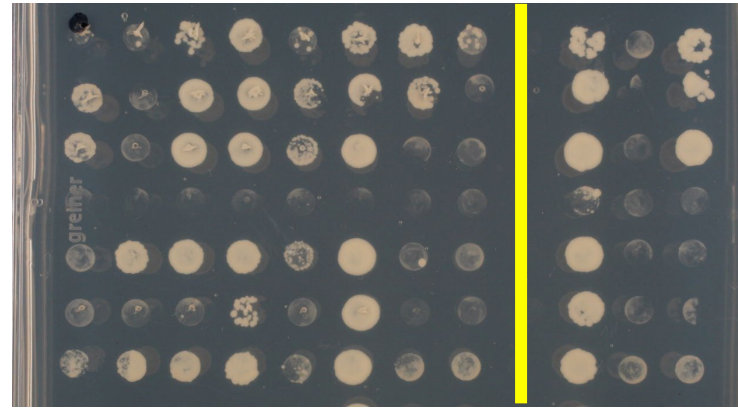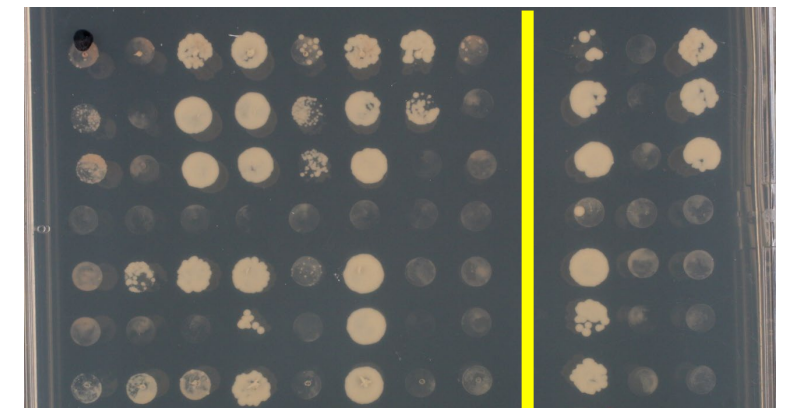

|    | pDEST32 | ANR1 | AGL42 | AGL24 | SVP | AGL21 | SOC1 | AGL19 | AGL17 | AGL25/FLC | AGL16 | AGL15 | AGL14 |
|----|---------|------|-------|-------|-----|-------|------|-------|-------|-----------|-------|-------|-------|
|    | pDEST22 | 1    | 2     | 3     | 4   | 5     | 6    | 7     | 8     | 9         | 10    | 11    | 12    |
| A1 | SOC1    |      |       |       |     |       |      |       |       |           |       |       |       |
| B1 | SC6     |      |       |       |     |       |      |       |       |           |       |       |       |
| C1 | SC7     |      |       |       |     |       |      |       |       |           |       |       |       |
| D1 | SC9     |      |       |       |     |       |      |       |       |           |       |       |       |
| E1 | SEP3    |      |       |       |     |       |      |       |       |           |       |       |       |
| F1 | SC1     |      |       |       |     |       |      |       |       |           |       |       |       |
| G1 | SC2     |      |       |       |     |       |      |       |       |           |       |       |       |

Not reliable due to absence of growth on control plate or autoactivation

**Figure S22. Yeast two-hybrid results scored after 7 days at 20 °C.** The table indicates the positions of the different clones. The top row indicates the pDEST32 (bait) clones, the column the pDEST22 (prey) clones. Yellow lines indicate spots that were not scored due to either autoactivation or bad growth on the control (-LW) plate. Scoring was based on the -LWH +5mM 3-AT plate.

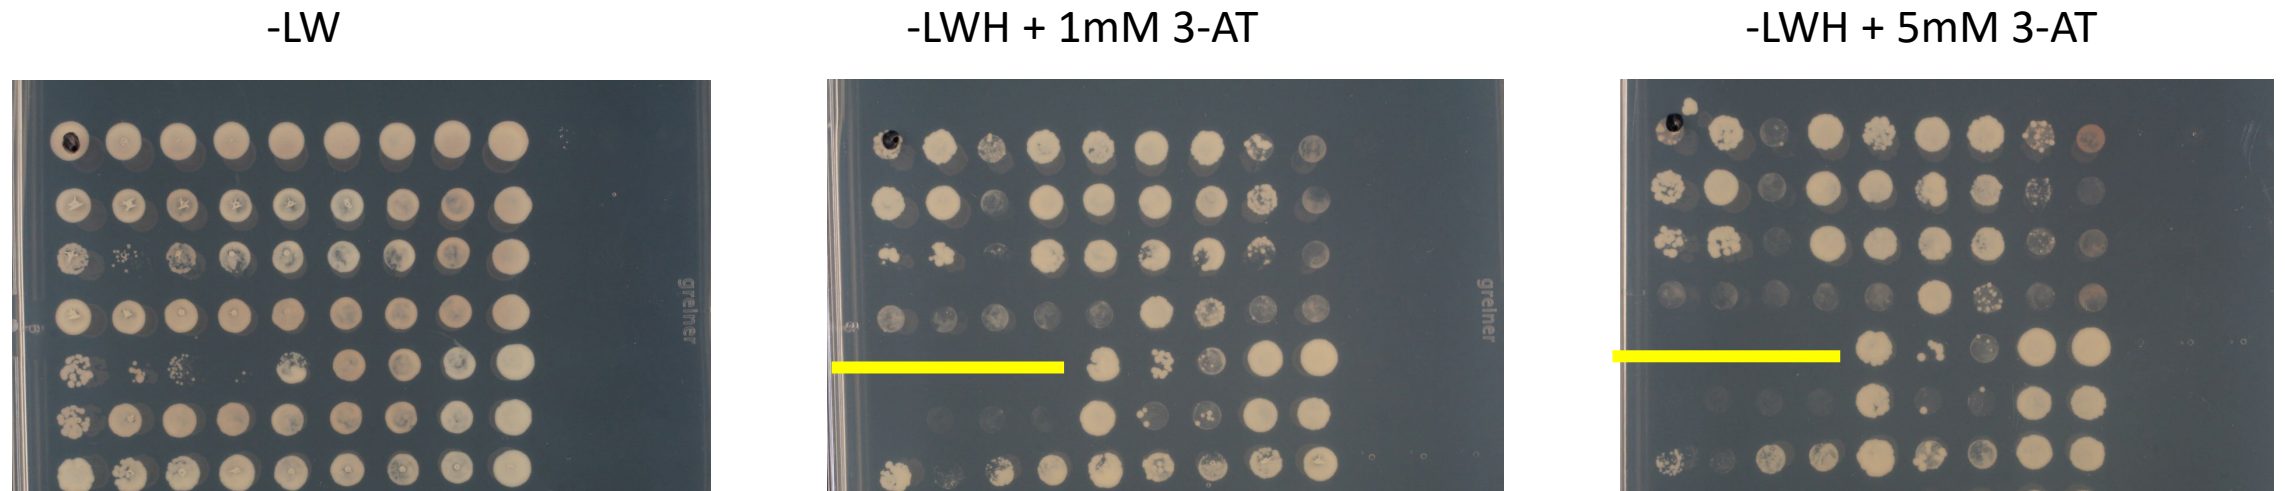

| pDEST32 | AGL13 | AGL11/STK | CAL | dSEP3 | FUL | SEP2 | SEP4 | SHP1 | AG |    |    |    |
|---------|-------|-----------|-----|-------|-----|------|------|------|----|----|----|----|
| pDEST22 | 1     | 2         | 3   | 4     | 5   | 6    | 7    | 8    | 9  | 10 | 11 | 12 |
| SOC1    |       |           |     |       |     |      |      |      |    |    |    |    |
| SC6     |       |           |     |       |     |      |      |      |    |    |    |    |
| SC7     |       |           |     |       |     |      |      |      |    |    |    |    |
| SC9     |       |           |     |       |     |      |      |      |    |    |    |    |
| SEP3    |       |           |     |       |     |      |      |      |    |    |    |    |
| SC1     |       |           |     |       |     |      |      |      |    |    |    |    |
| SC2     |       |           |     |       |     |      |      |      |    |    |    |    |

Not reliable due to absence of growth on control plate or autoactivation

**Figure S23. Yeast two-hybrid results scored after 7 days at 20 °C.** The table indicates the positions of the different clones. The top row indicates the pDEST32 (bait) clones, the column the pDEST22 (prey) clones. Yellow lines indicate spots that were not scored due to either autoactivation or bad growth on the control (-LW) plate. Scoring was based on the -LWH +5mM 3-AT plate.

How the deposited data were processed for this re-analysis (not part of the article)

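DAP-seq was performed on 18 samples in 6 conditions, 3 replicates each of FUL-SOC1, FUL-AG-SEP, FUL-FUL, FUL-AG, FUL-SEP3 and the input, with 400 ng of genomic DNA library per mixture. The data are 5 peak lists, 1 per complex, each made by the authors from 3 replicates combined before peak calling. The authors trimmed the reads with Trim Galore, mapped them to TAIR10 with HISAT2 and called narrow peaks with MACS2 against the input. The fold enrichment of each peak, as deposited, is the ratio of the pooled pileup to the local background at the summit. The -log10 p and -log10 q of each peak are the values MACS2 gave the authors, and all q-values in the deposited lists are below 0.05. The score the authors deposited is 10 times the -log10 q rounded down, which was checked in every peak, and was not used. The lists hold no values per replicate, so no standard deviation between replicates, no paired analysis and no test that leaves out a replicate could be computed, and the number of reads per list is not in them. The intervals given cover counting error over peaks only.

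Peaks were compared by position. Peaks of different lists counted as shared when they overlapped by at least 1 bp, and shares are given with 95% Wilson intervals. The number expected by chance came from 1000 placements of the compared list at random positions on its own chromosomes, with seed 1, as a one-sided permutation test. Each peak was given to the gene with the nearest transcription start among the 37899 genes of the TAIR10 annotation, and the promoter region was taken as 3 kb around the start of transcription, as in Figure S4. Differences between groups of peaks were tested with two-sided permutation tests of 100000 resamples, and counts with two-sided Fisher's exact tests. P-values within a family were adjusted with the Benjamini-Hochberg method, and 0.05 was the threshold.

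For sequence, 200 bp windows centred on the summits were taken from TAIR10, with control windows 1000 bp to the right. Sites were scored by their mismatches to CC[A/T]6GG, on both strands. The top 100 differential regions of each complex are those of Supplementary Table S3, whose sequences were taken from TAIR10. Flanks are the 3 bp on each side of the 10 bp box. A distance between box centres counted as a whole number of helical turns when it was within 2 bp of one. A near-identical copy of a region is a BLAST match elsewhere in the genome with at least 90% identity over at least 50% of its length.

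The genes and peaks named in the text were chosen by a rule set before the data were examined: every locus the paper names from the DAP-seq, the other HEC genes, the genes beside the 5 EMSA probes, and the 3 peaks with the highest fold enrichment on the nuclear chromosomes of the lists. Of the latter, those of FUL-SOC1, FUL-AG-SEP and FUL-FUL are named at the claims and those of the controls among the other observations. Terms of the curated gene notes were searched by their words.

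The alternatives, set before the data were examined unless stated otherwise, were stricter thresholds, other definitions of a shared peak, nuclear chromosomes only, an equal number of peaks per list, other annotations and promoter widths, other windows, and other choices of the best box. The overlaps, nearest starts, bases at position 1 and flanking bases were tested on simulated data. Of 240 overlaps planted among 600 peaks, 247 were found, chance overlaps included. Of 40 pairs of unrelated lists, 3 had p below 0.05. None of 600 simulated peaks was given a wrong nearest start. The simulated bases at position 1 and in the flanks came back within sampling error. The simulated boxes were all exact at positions 2 to 10, whereas 41 of the top 100 FUL-SOC1 and 34 of the top 100 FUL-AG-SEP boxes are. The simulation therefore could not show how mismatches at position 10 are turned onto position 1. EMSA signals, read counts, GO annotation and gene expression were not analysed here, and Supplementary Tables S1 and S2 were not used for any set test. Peaks on the mitochondrial genome were left out of annotation and sequence analyses, since the mitochondrial sequence used by the authors was not used here. Analyses used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, Matplotlib 3.10.9 and BLAST 2.17.0.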

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

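All tests in this part were chosen before their results were seen.

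The paper uses FUL-AG and FUL-SEP3 as control samples and lists loci for them in its supplementary tables, but its text does not discuss peaks found only in these lists. In the FUL-AG list, 320 peaks (11.3%) overlapped no peak of the other lists, and in the FUL-SEP3 list 68 peaks (4.89%) did, and they are brought up here as a signal outside the peaks the paper discusses. They are low peaks, with a mean percentile by fold enrichment of 30.0 in the FUL-AG list and 32.5 in the FUL-SEP3 list, so part of them may be background without a binding site. If they were only that, CArG-boxes would be as frequent in them as in windows 1 kb away. A box with at most 1 mismatch lies in 60.3% of the FUL-AG-only windows and in 22.4% of the control windows (odds ratio 5.25, two-sided Fisher's exact test, p = 2.110e-22), and in 72.4% of the other FUL-AG peaks. For the FUL-SEP3-only peaks the shares were 60.3% and 29.4% (odds ratio 3.64, p = 5.146e-04 in the same exact test), and 78.0% of the other FUL-SEP3 peaks have such a box. This argues against background alone as the whole cause. A difference in depth between the lists and a difference in what the mixtures bind stay open, since the reads behind each list are unknown here and the replicates were combined.

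Each list also holds peaks on the mitochondrial genome, which the paper does not discuss: 22 in FUL-SOC1, 21 in FUL-AG-SEP, 18 in FUL-FUL, 23 in FUL-AG and 11 in FUL-SEP3. They are among the lowest peaks, with a median of 99.4% of the FUL-SOC1 list and 98.5% of the FUL-SEP3 list higher. Random background on abundant mitochondrial DNA would put the peaks of different lists at different places. Of the 22 FUL-SOC1 peaks, 11 overlapped a FUL-AG-SEP peak, against a mean of 0.907 and a highest value of 4 in 1000 random placements between position 1 and the last peak end (permutation test, one-sided p = 0.001, the smallest possible), and 4 of them overlapped peaks in all 5 lists. This argues against randomly placed background. A shared input, local differences in how the library covers mitochondrial DNA, and binding sites all stay open, and no biological explanation was tested, because the mitochondrial sequence used by the authors was not used here.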

How the results depend on the processing

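Of the alternatives set before the data were examined, 127 values for 42 results kept the direction and, by unadjusted p, the side of the threshold of the main setting or, for counts without a test, stayed within 1.5 times of it, 4 kept the direction but were no longer past the threshold, and 6 changed direction. The 9 values from alternatives chosen after seeing the data, which are the placement at the starts of random genes, the curated gene notes and the site chosen on positions 1 to 10, changed no direction and no side of the threshold. Requiring a q-value below 0.05 removed no peak and says nothing about stability.

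The changes of direction concern the share of peaks near a transcription start against random placement. With a 1 kb limit in place of 3 kb, the share was 56.5% for FUL-AG-SEP (one-sided permutation p = 0.482), 59.1% for FUL-FUL (p = 0.00500) and 57.4% for FUL-SEP3 (p = 0.0679), each at or above its random share. With the starts of protein-coding genes only, it was 79.4% for FUL-AG-SEP (permutation p = 0.409), 81.7% for FUL-FUL (p = 0.001, the smallest possible) and 79.5% for FUL-SEP3 (p = 0.370). FUL-SOC1 and FUL-AG stayed below random placement in both settings. Only the FUL-FUL values crossed the threshold. The cause was not tested.

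The difference in flanking A/T bases between the top 100 regions fell short of the threshold with best boxes of at most 1 mismatch (-0.371, permutation p = 0.0838) and with the top 50 regions (-0.4, permutation p = 0.113), and these settings leave fewer regions. The difference in regions that hold a peak of their own complex was -16 percentage points with the top 50 regions (exact test, p = 0.126), which again uses fewer regions. The odds ratio for transcription factor genes was 1.24 with protein-coding genes that have at least 1 kb upstream (exact test, p = 0.194), and the cause was not tested.

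The overlaps stayed past the threshold in every setting run, and their size moved most with the 1000 peaks of smallest p in each list. The share of FUL-FUL peaks in the FUL-SOC1 list fell from 47.5% to 23.8%, while the share of FUL-AG-SEP peaks in FUL-SEP3 rose from 26.2% to 50.6% and in either FUL-AG or FUL-SEP3 from 59.4% to 77.1%. The difference in peak height between unique and shared peaks, the enrichment of CArG-boxes and the difference in flanking bases over all peaks stayed past the threshold in every setting run. The difference in box spacing in FUL-SOC1 windows has an adjusted p of 0.0936 within 2 bp of a whole helical turn and of 0.0176 within 1 bp, so whether it passes the threshold after adjustment over 5 lists depends on this choice (permutation tests). Linked pairs from the same window were treated as independent, so these p-values may be too small. The spacing of boxes with no mismatch could not be computed, since too few windows hold a pair.

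No paired analysis was possible because the authors combined the replicates of each complex before calling peaks, and the lists carry no value per replicate. For the same reason, leaving out each replicate in turn could not be run. The paper gives an approximate range of reads per sample, but not the number behind each list. A peak missing from a list therefore cannot be told from a site below its detection limit. Differences in the number of peaks between lists may reflect depth. The overlap of the 1000 strongest peaks, 34.7% between FUL-SOC1 and FUL-AG-SEP, is the comparison at equal size.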

Differences from the paper's values

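At P below 0.0001, the paper's counts are 628 binding events for FUL-SOC1 and 964 for FUL-AG-SEP, while 4759 and 4379 peaks of the lists have a p-value below 0.0001. On the nuclear chromosomes, the alternative set before the data were examined, the counts were 4737 and 4360, and it did not close the gap. Taking the q-value in place of the p-value at this threshold, a setting chosen after seeing the values, gave 3590 and 3597, which did not close it either.

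For probe 4, the paper's distance between the CArG-boxes is 3 bp, and 10 bp lie between the boxes of 10 bp found here. No alternative was set for this distance before the data were examined. Counting each box with its 3 flanking bp on each side, a measure chosen after seeing the values, leaves 4 bp, and the same measure gives 18 bp for probe 5, where the paper also has 18 and the plain boxes give 24. Reading the box of probe 4 in the 5′ UTR 1 bp further left, as CCCAAAATAG with 2 mismatches, and again counting the flanks, would leave the paper's 3 bp, and this reading was also chosen after seeing the values. For HEC3, 29 bp lie between the plain boxes against the paper's 30, and the measure with flanks leaves 23 bp, further from it.

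In the main settings, other counts did not differ by more than 1.5 times. With protein-coding genes only, 2230 target genes are shared by FUL-SOC1 and FUL-AG-SEP, near the paper's 2231 shared binding events, and the main settings gave 2280 peaks and 2274 genes. For loci bound by FUL-FUL and not by either of the other complexes, the paper's 537 lies between the 510 protein-coding genes and the 568 genes with a peak within 3 kb, and the main settings gave 728 peaks and 590 genes. Of the alternatives set before the data were examined, summits within 100 bp gave 817 such peaks, over 1.5 times the paper's count, and an overlap of 50% of both peaks gave 796. The 1000 peaks with the smallest p in each list gave 347 shared peaks against the paper's 2231. For loci of FUL-AG-SEP only, Figure 1D shows about 1700 read by eye. Peaks within 3 kb of a start gave 1698 genes, the main setting 1795 and protein-coding genes 1565. For FUL-SOC1 only, with about 1900 in Figure 1D, the same settings gave 2021, 2138 and 1855.

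The paper names HEC3 among the loci bound by FUL-FUL and not significantly by FUL-SOC1 or FUL-AG-SEP. The FUL-SOC1 list has a peak there with a -log10 p of 11.5 and the FUL-AG-SEP list one with a -log10 p of 19.7. The paper's own stricter list names HEC3 for FUL-AG-SEP, FUL-AG, FUL-SEP3 and FUL-FUL, but not for FUL-SOC1.

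The paper describes the ALKBH10B peak as significant at the stricter threshold for FUL-SOC1 alone. In the lists, the FUL-AG-SEP peak there has a -log10 p of 7.11 and the FUL-SOC1 peak one of 12.0, so both have P below 0.0001. The paper's own stricter list names ALKBH10B for FUL-SOC1 alone. The p-values used here do not give the paper's counts at P below 0.0001. They therefore cannot decide whether the FUL-AG-SEP peak passed the paper's threshold.

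The paper places a highly enriched FUL-SOC1 region upstream of MIR159A. Both FUL-SOC1 peaks within 5000 bp of the gene lie downstream of it, at 1250 and 2505 bp, 32.1% and 92.0% of FUL-SOC1 peaks are higher, and none of the 100 FUL-SOC1 regions in Supplementary Table S3 is assigned to it.

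The paper describes a relaxed C at position 1 in the top 100 FUL-SOC1 regions. With the site chosen on positions 1 to 10, a setting chosen after seeing the values, C was found in 69 FUL-SOC1 and 79 FUL-AG-SEP regions, which is the paper's direction but not past the threshold (exact test, p = 0.146). These boxes were all read on the + strand, so a relaxed outer base is split between position 1 and position 10. G at position 10 was found in 75 FUL-SOC1 and 83 FUL-AG-SEP regions. The test at position 1 alone therefore decides little about a relaxed C at 1 end of the motif. The choice set before the data were examined, on positions 2 to 10, turns a single outer mismatch onto position 1 and left C in 16 and 18 regions, so it decides little about a relaxed C in either group.

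The paper describes binding events as lying mostly in promoters, upstream of genes. The share within 3 kb of a start was not above random placement, and 46.7% of FUL-SOC1 and 44.1% of FUL-AG-SEP summits lie upstream of the nearest start. Within 3 kb of the start of a protein-coding gene lie 78.2% and 79.4% of the peaks, where Figure S4 shows about 81% and about 82% in promoters, read by eye, and 91.0% and 91.1% with all genes.

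The paper proposes from HEC3 that FUL-FUL binds divergent boxes that the other complexes hardly bind. Boxes of this form lie in 5.79% of the FUL-FUL peaks without a partner in those lists and in 6.71% of the shared ones (two-sided Fisher's exact test, p = 0.423). HEC3 counts as shared in this split, which uses only the presence of a peak. The test therefore cannot decide whether the other complexes bind such boxes more weakly.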

Other observations

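The tests on near-identical copies in the regions without a peak and in the 100 highest peaks and the tests of peak height for FUL-AG and FUL-SEP3 were chosen only after the result was seen, and the tests on flanking bases and on peak height for FUL-FUL were chosen before.

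Peaks unique to FUL-AG-SEP were found in the other lists far more often than peaks unique to FUL-SOC1. Of the 2175 FUL-AG-SEP peaks without a FUL-SOC1 partner, 629 (28.9%) overlapped a FUL-FUL peak, against 202 (7.92%) of the 2551 FUL-SOC1 peaks without a FUL-AG-SEP partner (odds ratio 4.73, two-sided Fisher's exact test, p = 1.183e-81). For FUL-AG the shares were 38.2% and 6.43%, and for FUL-SEP3 17.6% and 1.96%. In any of these lists lay 55.4% of the peaks unique to FUL-AG-SEP (95% Wilson interval 53.3% to 57.4%) and 13.3% of those unique to FUL-SOC1 (12.0% to 14.7%). A difference in peak height could give the same pattern. The mean percentile by fold enrichment of the unique peaks was 43.1 in FUL-AG-SEP and 44.1 in FUL-SOC1. Over steps of 10% of the within-list rank, the Mantel-Haenszel odds ratio was 4.95 for the overlap with FUL-FUL, 9.29 for FUL-AG and 11.8 for FUL-SEP3, and the share was higher for FUL-AG-SEP in every step, which argues against peak height as the whole cause. A hypothesis is that a FUL-AG-SEP mixture may also hold FUL-FUL, FUL-AG and FUL-SEP3 complexes that are recovered through the tagged FUL, while SOC1 may draw FUL into a complex with sites of its own. Which complexes formed in each mixture was not measured by these lists, and a difference in depth between lists stays open.

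The top 100 FUL-AG-SEP regions have more A/T beside the best box than the top 100 FUL-SOC1 regions. A wider A/T-rich surrounding could give the same difference. With the A/T share of the bases 11 to 30 bp from the box taken out by regression, the difference was -0.488 (permutation test, p = 0.00412), and over all peaks -0.244 (p = 1e-05, the smallest possible). Reads shared between near-identical copies could also matter, since 26 FUL-AG-SEP and 12 FUL-SOC1 regions have such a copy (Fisher's exact test, p = 0.0183). In the regions without one, 88 for FUL-SOC1 and 74 for FUL-AG-SEP, the difference was -0.429 (permutation test, p = 0.0276). Both argue against these causes as the whole explanation. A preference of FUL-AG-SEP for boxes flanked by A/T stays open as a biological hypothesis, found and tested on the same data.

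Of the 200 differential regions, 58 held no peak of their own complex. Reads shared between near-identical copies are a candidate explanation. Of the 58 regions, 49 (84.5%, 95% Wilson interval 73.1% to 91.6%) have no such copy, which argues against copies for most of them. The comparison set first, before its result was seen, 9 of 58 against 29 of the 142 regions with a peak (odds ratio 0.716, two-sided Fisher's exact test, p = 0.552), did not decide, and the share of regions without a copy was taken in its place only after that. The region ranked 1 for FUL-SOC1, on chromosome 3 from 19403021 to 19404192, was singled out after its values were seen. It covers the gene AT3G52320 to within 1 bp at each end and holds no FUL-SOC1 peak. A FUL-AG-SEP peak overlaps it, but this peak is low, with 93.2% of FUL-AG-SEP peaks higher. Beside the region, from 19404538 to 19405210, lies the FUL-SOC1 peak of probe 3, with a fold of 5.96 and only 0.103% of FUL-SOC1 peaks higher. AT3G52320 has the nearest start to that peak, so the missing peak does not mean that FUL-SOC1 was absent from this locus. No biological explanation was tested.

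Near-identical copies could also raise the highest peaks. Among the 100 peaks with the highest fold enrichment, 24 in FUL-SOC1, 20 in FUL-AG-SEP, 22 in FUL-FUL, 24 in FUL-AG and 28 in FUL-SEP3 have such a copy, so at most 28% of any list's highest peaks, which argues against copies for most of them. The comparison set first, before its result was seen, was with the rest of each list, and the share itself was taken only after that. The comparison gave odds ratios from 1.48 in FUL-AG-SEP (two-sided Fisher's exact test, p = 0.150, Benjamini-Hochberg adjusted p = 0.150 over 5 lists) to 2.42 in FUL-SEP3 (exact test, p = 3.798e-04, adjusted p = 0.00190), so a contribution to part of the highest peaks stays open. No biological explanation was tested.

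The share of peaks with an exact CArG-box differed between lists. It was 22.3% in FUL-SEP3, 20.4% in FUL-FUL, 15.7% in FUL-AG, 14.3% in FUL-AG-SEP and 13.6% in FUL-SOC1, and the difference between lists was not tested. At least 2 boxes of at most 1 mismatch lay in 23.5% of FUL-SOC1, 22.6% of FUL-AG-SEP, 25.1% of FUL-FUL, 25.2% of FUL-AG and 31.2% of FUL-SEP3 windows, against 1.89% to 2.80% of control windows. The distances between box centres lay near a whole number of helical turns in 51.6% of FUL-FUL pairs against 55.4% in control windows (permutation test, p = 0.483, Benjamini-Hochberg adjusted p = 0.499 over 5 lists), 43.6% of FUL-AG pairs against 50.5% (p = 0.156, adjusted p = 0.260) and 44.5% of FUL-SEP3 pairs against 32.3% (p = 0.109, adjusted p = 0.260).

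Within 3 kb of a transcription start lay 91.4% of FUL-FUL, 90.8% of FUL-AG and 90.2% of FUL-SEP3 peaks, against 92.0%, 92.0% and 91.8% at random. The highest peaks of the control lists are near AT3G43142 (fold 9.39), AT3G15602 (fold 7.75) and AT2G13180 (fold 7.64) in FUL-AG, and near AT3G43526 (fold 10.6), AT1G45140 (fold 9.80) and AT5G05320 (fold 9.36) in FUL-SEP3.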
